# Unique adaptations in neonatal hepatic transcriptome, nutrient signaling, and one-carbon metabolism in response to feeding ethyl cellulose rumen-protected methionine during late-gestation in Holstein cows

**DOI:** 10.1186/s12864-021-07538-w

**Published:** 2021-04-17

**Authors:** Valentino Palombo, Abdulrahman Alharthi, Fernanda Batistel, Claudia Parys, Jessie Guyader, Erminio Trevisi, Mariasilvia D’Andrea, Juan J. Loor

**Keywords:** Calf, Epigenetics, Methyl donor, Nutritional programming

## Abstract

**Background:**

Methionine (Met) supply during late-pregnancy enhances fetal development in utero and leads to greater rates of growth during the neonatal period. Due to its central role in coordinating nutrient and one-carbon metabolism along with immune responses of the newborn, the liver could be a key target of the programming effects induced by dietary methyl donors such as Met. To address this hypothesis, liver biopsies from 4-day old calves (*n* = 6/group) born to Holstein cows fed a control or the control plus ethyl-cellulose rumen-protected Met for the last 28 days prepartum were used for DNA methylation, transcriptome, metabolome, proteome, and one-carbon metabolism enzyme activities.

**Results:**

Although greater withers and hip height at birth in Met calves indicated better development in utero, there were no differences in plasma systemic physiological indicators. RNA-seq along with bioinformatics and transcription factor regulator analyses revealed broad alterations in ‘Glucose metabolism’, ‘Lipid metabolism, ‘Glutathione’, and ‘Immune System’ metabolism due to enhanced maternal Met supply. Greater insulin sensitivity assessed via proteomics, and efficiency of transsulfuration pathway activity suggested beneficial effects on nutrient metabolism and metabolic-related stress. Maternal Met supply contributed to greater phosphatidylcholine synthesis in calf liver, with a role in very low density lipoprotein secretion as a mechanism to balance metabolic fates of fatty acids arising from the diet or adipose-depot lipolysis. Despite a lack of effect on hepatic amino acid (AA) transport, a reduction in metabolism of essential AA within the liver indicated an AA ‘sparing effect’ induced by maternal Met.

**Conclusions:**

Despite greater global DNA methylation, maternal Met supply resulted in distinct alterations of hepatic transcriptome, proteome, and metabolome profiles after birth. Data underscored an effect on maintenance of calf hepatic Met homeostasis, glutathione, phosphatidylcholine and taurine synthesis along with greater efficiency of nutrient metabolism and immune responses. Transcription regulators such as *FOXO1*, *PPARG*, *E2F1*, and *CREB1* appeared central in the coordination of effects induced by maternal Met. Overall, maternal Met supply induced better immunometabolic status of the newborn liver, conferring the calf a physiologic advantage during a period of metabolic stress and suboptimal immunocompetence.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07538-w.

## Background

Maternal nutrient and metabolic stresses during pregnancy are important factors that can affect fetal and neonatal growth, development [1, 2], as well as metabolic and inflammatory responses of the offspring [3]. In dairy cattle, the last two months of gestation are the most-critical period for calf fetal growth, since most of the muscle and adipose tissue formation takes place primarily during this time. Around parturition, due to normal decreases in feed intake, cows are exposed to negative energy and essential amino acid (AA) balance, hence, AA such as methionine (Met) become limiting for both cow, fetus, and/or new-born calf [4, 5].

In addition to being a substrate for protein synthesis, Met is a key component of one-carbon metabolism [6] where it is initially converted into S-adenosylmethionine (SAM), the major biological methyl donor [7] and where it is involved, through the transsulfuration pathway, in the synthesis of antioxidants glutathione (GSH) and taurine [8, 9]. Physiologically, animals not only obtain Met from the diet, but also from protein breakdown and re-methylation of homocysteine in the Met cycle [10]. Through synthesis of SAM, methyl donors may alter gene transcription in the offspring by methylating DNA and RNA [11, 12]. In non-ruminants, it was demonstrated that maternal methyl donor supplementation (i.e. betaine) led to epigenetic changes that increased expression of genes controlling hepatic gluconeogenesis in the neonate [13, 14].

Epigenetic control of gene expression, also induced by the intrauterine environment, is one of the underlying mechanisms of the ‘Fetal programming’ hypothesis [15, 16] that was first proposed by Barker in 1998 [17]. This concept seeks to explain the effect of maternal nutrition on long-term offspring growth and health [18, 19]; despite its importance, few studies in dairy cattle have addressed the role of nutrient manipulation during late-gestation on fetal and postnatal development. In this regard, for example, Met supplementation is long recognized in dairy cattle as an effective approach to improve productive performance [20, 21], but only recently a promising path in research related to the maternal effect of Met supply on calf health, immune function, and reproductive performance has been highlighted [22]. In particular, it was recently demonstrated that rumen-protected Met (RPM) supplementation during the periparturient period enhanced dry matter intake (DMI) leading to reduced incidence of metabolic disorders and improved overall cow health [23, 24]. Furthermore, enhancing Met supply during late-pregnancy upregulated mRNA abundance of AA and glucose transporters in cow placenta [25], and was also associated with changes in hepatic one-carbon metabolism and transsulfuration in calf liver [26]. Although the greater DM intake during the last 2–3 wk. prior to parturition that has been consistently reported in cows fed RPM could explain a portion of the greater body mass of the calves at birth [25, 26], other mechanisms potentially encompassing nutrient assimilation efficiency likely play a role.

There are strong associations between Met supplementation during late-pregnancy and body weight and immune response in calves [27], confirming evidence that AA can affect regulation of metabolic pathways to sustain the immune response against pathogens [28]. The potential role of methyl donors in the early-life innate immune response was recently reported in calves born to cows with high body condition score and after ex vivo lipopolysaccharide challenge [29]. Furthermore, single gene expression studies have suggested that enhancing maternal supply of Met could promote the calf’s ability to quickly adapt to extrauterine life [10, 30, 31]. Lastly, Met supplementation as RPM altered the transcriptome of bovine preimplantation embryos harvested at 70 days postpartum [32]. Although these findings provided some evidence that methyl donors could play a role in nutritional programming in dairy cows, knowledge of the underlying mechanisms between late-gestation methyl donor supply and fetal programing in dairy cattle is still in its infancy.

Since nutritional management of modern dairy cows entails dietary manipulation of energy density and nutrients such as essential AA during the last stages of gestation (~ 4–6 weeks prepartum) [9], a deeper investigation of the biological outcomes on the neonatal calf is warranted. Particularly considering possible contributions of maternal nutrition to the calf’s immune and sanitary challenges during their first weeks of life [33]. In this context, the use of RNA sequencing technology (RNA-Seq) has already proven to be a promising tool in helping us detect offspring genome-wide alterations in response to maternal post-ruminal Met supply [32].

In the present work, a subset of calves from a larger cohort [24, 27] was used to investigate the effect of maternal post-ruminal Met supply during late-pregnancy (− 28 ± 2 d to parturition) on changes in plasma systemic physiological indicators, transcriptome profiles, DNA methylation, one-carbon metabolism enzyme activities and protein abundance of nutrient-sensing pathways in the liver of new-born calves. Our general hypothesis was that Met supplementation as RPM during late-gestation improves liver immunometabolic functions in the offspring similar to those observed in the cow [34], in particular affecting key metabolic and immunological pathways such as one-carbon metabolism and transsulfuration reactions.

## Results

### Growth performance, blood biomarkers and AA concentrations in plasma

At birth, calves born to dams fed MET had greater hip height (*P* value = 0.04) and wither height (P value = 0.01). No significant differences were detected for body weight and length, and hip width (*P* value ≥ 0.10) (Table 1). Calves in MET (from cows fed additional Met) had a tendency for lower concentration of glucose compared with CON (control) calves (*P* value = 0.08) at day 2, whereas no significant differences were detected for other blood parameters (Table 2). In this regards, it is interesting to note that no significant differences were detected for insulin concentrations (Table 2). At day 2, there was no significant effect of maternal diet for any AA concentration in the plasma; however, there was a tendency for higher concentrations of Phenylalanine (Phe; *P* value = 0.08) and Taurine (Tau; *P* value = 0.06) in MET calves compared with CON (Table 3).

**Table 1:** Developmental parameters at birth in Holstein calves (*n* = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from − 28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany)

Item	Maternal diet		SEM	***p***-value
	CON	MET		
Body length (cm)	108.58	112.20	1.05	0.10
Body weight (kg)	41.77	43.81	1.24	0.44
Hip height (cm)	78.02	82.08	1.00	0.04
Hip width (cm)	15.92	16.14	0.33	0.75
Wither height (cm)	74.48	78.77	0.90	0.01

**Table 2:** Blood plasma biomarkers at d 2 of age in Holstein calves (*n* = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from − 28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany)

Item	Maternal diet		SEM	*p*-value
	CON	MET		
Glucose (mmol/L)	9.34	8.12	0.35	0.08
Cholesterol (mmol/L)	0.96	0.89	0.07	0.64
Urea (mmol/L)	3.32	3.56	0.24	0.62
Ca (μmol/L)	3.08	2.89	0.07	0.22
P (μmol/L)	2.39	2.27	0.05	0.29
Mg (μmol/L)	1.00	0.96	0.03	0.59
Na (μmol/L)	145.98	147.10	0.87	0.55
K (μmol/L)	4.82	5.44	0.19	0.12
Cl (μmol/L)	99.38	98.92	0.72	0.76
Zn (μmol/L)	10.32	9.78	1.84	0.89
Ceruloplasmin (μmol/L)	0.99	1.01	0.12	0.93
Albumin (g/L)	26.64	27.86	0.47	0.21
AST (U/L)	112.85	128.47	10.49	0.49
GGT (U/L)	1,344.67	1,406.67	145.77	0.84
Bilirubin (μmol/L)	14.73	16.89	1.71	0.55
NEFA (mmol/L)	0.28	0.34	0.05	0.60
Hydroxybutyrate (mmol/L)	0.05	0.09	0.01	0.08
CREA (μmol/L)	107.92	111.67	4.81	0.72
Paraoxonase (U/mL)	12.27	13.02	1.15	0.76
ROM (mg H_2_O_2_/100 mL)	13.14	12.86	0.75	0.87
FRAP (μmol/L)	164.50	171.50	8.31	0.70
NO_x_ (μmol/L)	194.00	239.33	22.31	0.33
NO_2_^−^ (μmol/L)	16.87	10.33	2.56	0.26
NO_3_^−^ (μmol/L)	156.50	229.00	24.06	0.14
Insulin (μg/L)	1.05	0.70	0.16	0.29

**Table 3:** Plasma AA concentration at d 2 of age in Holstein calves (n = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from −28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany)

Item (μM)	Maternal diet		SEM	***p***-value
	CON	MET		
Met	0.55	0.74	0.15	0.53
Lys	1.26	1.16	0.23	0.84
Thr	1.67	1.52	0.22	0.77
Arg	1.97	1.60	0.41	0.69
Ile	1.17	1.02	0.15	0.65
Leu	1.99	1.94	0.18	0.90
Val	2.89	3.39	0.30	0.41
His	1.85	2.46	0.23	0.21
Phe	0.46	0.66	0.06	0.08
Gly	1.33	1.72	0.16	0.24
Ser	0.80	1.03	0.11	0.29
Pro	2.22	2.68	0.35	0.52
Ala	2.77	2.26	0.36	0.55
Asp	0.31	0.09	0.10	0.37
Glu	1.36	1.19	0.24	0.77
Tau	0.66	1.09	0.12	0.06
Asn	0.59	0.72	0.11	0.58
Gln	5.37	7.17	0.96	0.37
Citr	0.95	1.08	0.13	0.63
Aabu	0.08	0.10	0.01	0.56
Tyr	0.97	1.30	0.18	0.39
Orn	0.48	0.57	0.10	0.68
1-Mhis	0.47	0.59	0.05	0.30
3-Mhis	0.11	0.12	0.03	0.75

### Global DNA methylation and western blotting

Maternal supplementation with Met led to greater (*P* value < 0.05) global DNA methylation compared with CON calves (Fig. 1). Among the proteins measured, the ratio of *p*-AKT:AKT (AKT Serine/Threonine Kinase) was greater in MET calves (*P* value < 0.001; Table 4). In contrast, MET calves had a lower ratio of p-S6K1:S6K1 (*P* value = 0.01; Table 4).

**Fig. 1:**
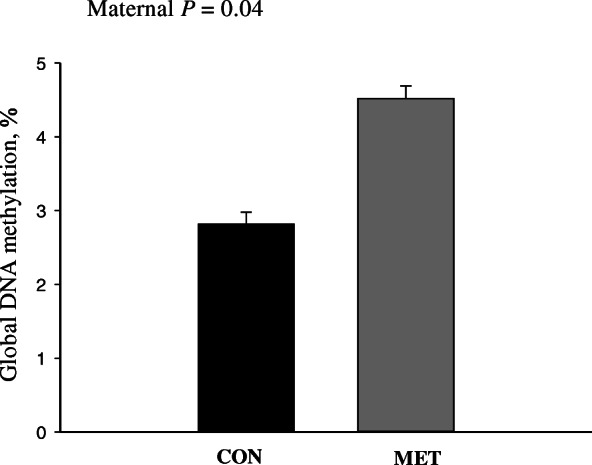
Global DNA methylation in liver tissue of 4-d old Holstein calves (*n* = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from − 28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany)

**Table 4:** Expression of mTOR pathway-related proteins in liver tissue from 4-d old Holstein calves (*n* = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from − 28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany)

Protein (log-transformed data)	Maternal diet		SEM	***p***-value
	CON	MET		
*Total protein*				
mTOR	0.93	0.90	0.08	0.85
S6K1	2.55	2.38	0.10	0.43
AKT	2.49	1.48	0.19	<.00
4EBP1	2.39	2.42	0.17	0.93
eEF2	1.91	1.69	0.09	0.26
eIF2a	2.31	2.05	0.08	0.12
RPS6	2.07	2.33	0.21	0.57
*Phosphorylated protein*				
p-mTOR	0.62	0.69	0.06	0.59
p-S6K1	2.61	1.62	0.18	<.00
p-AKT	2.46	2.24	0.11	0.36
p-4EBP1	1.50	1.58	0.10	0.72
p-eEF2	0.98	0.59	0.16	0.25
p-eIF2a	2.41	2.08	0.15	0.29
p-RPS6	1.78	1.17	0.21	0.15
*Ratio*				
p-mTOR/mTOR	0.74	0.85	0.12	0.69
p-S6K1/S6K1	1.04	0.70	0.07	0.01
p-AKT/AKT	1.01	1.52	0.09	<.00
p-4EBP1/4EBP1	0.65	0.71	0.07	0.66
p-eEF2/eEF2	0.51	0.36	0.08	0.35
p-eIF2a/eIF2a	1.04	1.01	0.05	0.73
p-RPS6/RPS6	0.90	0.61	0.13	0.28

### Metabolomics, hepatic enzyme activity and mRNA abundance

At day 4, maternal supplementation with MET led to greater concentrations (P value ≤0.05) of Glycine, Adenosine, Serine, Taurine, Cystathionine, Glutamate, Fumarate, NAD, NADH, Taurocholic acid, Glycocholic acid, Lithocholic acid, and Glycochenodeoxycholic acid (Table 5). In contrast, lower hepatic activity for cystathionine β-synthase (CBS) and 5-methyltetrahydrofolate homocysteine methyltransferase (MTR) was detected in the MET calves (Table 6). Maternal supplementation with MET led to a lower abundance of *Phosphate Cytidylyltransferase 1, Choline, Beta* (*PCYT1B*; *P* value = 0.04), an overall tendency toward lower abundance of *Cysteine Dioxygenase Type 1* (*CDO1*) and greater abundance of *Phosphatidylethanolamine N-Methyltransferase* (*PEMT*) and *Methionine Adenosyltransferase 1A* (*MAT1A*) respectively (*P* value ≤0.10; Table 7).

**Table 5:** Metabolite concentrations (ng/mg of total protein) in liver tissue from 4-d old Holstein calves (*n* = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from −28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany)

Metabolite, (ng/mg of total protein)	Maternal diet		SEM	***p***-value
	CON	MET		
***1-Carbon metabolism***				
Adenosine	3,855	8,411	1,052	0.02
Methionine	979.29	1,566	254.08	0.29
Betaine	15,282	21,058	3,424	0.44
Choline	3,165	4,550	500.53	0.19
Glycine	9,643	19,085	2,035	0.01
5-Methyltetrahydrofolic acid	8.06	12.08	2.67	0.49
N,N-Dimethylglycine	33.67	55.76	7.74	0.18
S 5′ Adenosyl homocysteine	320.39	426.08	55.01	0.37
S 5′ Adenosyl methionine	773.97	630.38	74.81	0.36
Butyrobetaine	69.95	112.76	14.61	0.17
***Transsulfuration***				
Cystathionine	346.41	738.41	95.37	0.04
Cysteine	1,438	2,898	437.86	0.12
Cysteinesulfinic acid	641.98	1,471	213.39	0.06
Glutamylcysteine	909.72	1,041	144.79	0.67
Glutathione	19,575	21,762	2,557	0.69
Hypotaurine	2,929	5,879	1,080	0.20
Serine	3,663	7,387	770.19	0.01
Taurine	56,308	117,719	13,488	0.03
***Tricarboxylic acid cycle***				
Ketoglutaric acid	468.75	541.95	57.50	0.55
Fumarate	1,775	3,504	419.50	0.04
Glutamate	33,518	65,748	7,593	0.04
NAD	10,074	23,436	2,829	0.01
FAD	2,563	4,017	464.71	0.14
NADH	3,796	7,733	994.65	0.05
Pyruvate	1,656	1,974	293.37	0.62
Malic acid	7,591	8,053	1,367	0.90
NAD/NADH	2.75	3.68	0.47	0.35
***Other***				
Glutamine	2,567	5,256	1,216	0.36
Carnitine	688.15	1170	160.62	0.16
***Bile acids***				
Glycocholic acid	6,444	10,845	1,054	0.05
Glycochenodeoxycholic acid	2,627	5,438	666.36	0.04
Taurocholic acid	1,829	3,106	271.17	0.02
Lithocholic acid	7,796	26,284	3,501	0.01
Taurochenodeoxycholic acid	1,738	3,010	320.82	0.06

**Table 6:** Hepatic activity of betaine homocysteine methyltransferase (BHMT), cystathionine β-synthase (CBS), and 5-methyltetrahydrofolate homocysteine methyltransferase (MTR) in liver tissue from 4-d old Holstein calves (*n* = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from − 28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany)

Enzyme (nmol product. h^**−1**^. mg protein^**−1**^)	Maternal diet		SEM	***p***-value
	CON	MET		
CBS	16.40	4.43	2.16	<.00
MTR	17.69	5.48	2.28	0.01
BHMT	20.62	14.88	2.39	0.26

**Table 7:** Abundance of genes related to methionine metabolism, DNA methylation, glutathione metabolism, and cytidine 5′-diphosphocholine (CDP)–choline pathway in liver tissue from 4-d old Holstein calves (n = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from − 28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany)

Gene (log_**2**_ scale)	Maternal diet		SEM	***p***-value
	CON	MET		
***Methionine cycle***				
*MAT1A*	0.01	0.03	0.01	0.09
*BHMT*	1.23	0.98	0.11	0.26
*BHMT2*	0.06	0.11	0.04	0.33
*MTR*	0.73	1.04	0.11	0.19
*SAHH*	0.04	0.10	0.01	0.53
*PEMT*	0.09	0.17	0.02	0.07
*BADH*	1.16	1.20	0.06	0.73
*CHDH*	1.57	1.50	0.15	0.76
*SARDH*	0.93	0.83	0.06	0.40
***DNA methylation***				
*DNMT1*	0.95	0.94	0.03	0.93
*DNMT3A*	0.97	0.88	0.05	0.36
***Transsulfuration***				
*CBS*	0.76	0.73	0.05	0.81
*CDO1*	0.91	0.74	0.05	0.08
*CSAD*	0.34	0.30	0.02	0.37
*CTH*	1.18	1.45	0.09	0.20
***Glutathione pathway***				
*GSS*	1.02	0.97	0.03	0.48
*GCLC*	0.50	0.52	0.06	0.95
*GSR*	0.61	0.70	0.04	0.27
*GPX1*	0.86	1.02	0.06	0.13
***CDP–choline pathway***				
*CHKA*	0.75	0.96	0.10	0.31
*CHKB*	0.76	0.76	0.03	0.94
*PCYT1A*	0.94	0.98	0.05	0.66
*PCYT1B*	0.82	0.50	0.08	0.04
*CEPT1*	0.94	0.96	0.05	0.92

### RNA sequencing and gene expression analyses

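Liver tissue for RNA sequencing was taken by puncture biopsy from 12 Holstein calves at 4 d of age, 6 born to cows fed the control diet (CON) and 6 born to cows that also received rumen-protected Met at 0.09% of dry matter intake for the last 28 d before calving (MET). Stranded libraries of polyadenylated RNA were prepared and read from one end on a single sequencer lane. The authors aligned the reads to the bovine genome UMD 3.1.1 with STAR and deposited, for each calf, the number of reads that featureCounts assigned to the exons of each RefSeq gene, as raw counts by Entrez gene ID without normalization. Reads that matched several places or several genes were not counted. From these counts, expression was computed as counts scaled to a common library total (CPM) after edgeR's TMM normalization, which scales the libraries so that most genes have similar expression. Each gene was tested between the diets with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the test that the paper's methods name. The paper's methods state that weakly expressed genes were removed but name no threshold, and do not mention robust estimation of dispersions. Both settings were left at the tool's defaults. Gene names were taken from the paper's list of DEG and from a table of RefSeq names, and positions from the annotation in the count files.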

A summary of sequencing read alignment and mapping is reported in Additional File 1. Overall, samples had approximately 12 million reads of which 11 million (~ 95%) were uniquely mapped and 9.4 million (~ 78%) assigned to genes. 

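Between 8277789 and 10397604 reads per library were counted on genes, with a median of 9211720 in CON and 9872815 in MET calves. The totals were not clearly different between the diets (exact two-sided permutation p = 0.052 over the 12 libraries). The paper's reported numbers in Additional File 1 run from 10879061 to 13196788 sequenced reads, with 94.9 to 95.6% mapped, and its numbers of reads on exons equal the totals of the count files in each library. The 10 most counted genes, of which ALB took 5.18% of all reads, held between 20.6 and 30.1% of a library's counted reads. A gene with 3 reads, taken as the smallest amount that the depth can show, corresponds to 0.289 to 0.362 CPM, and this floor covers counting error only. Counts were compared between the libraries of all 66 pairs by a chi-square per gene, which is close to 1 where 2 libraries differ by counting noise alone. CON replicates 1 and 4 had a chi-square per gene of 1.36 and MET replicates 1 and 3 of 1.26, while the other 64 pairs lay between 27.5 and 146.1. Across genes, which are not independent replicates, the deviations from the mean of all libraries correlated with r = 0.741 for the MET pair and r = 0.7905 for the CON pair, and with r between −0.352 and 0.181 for the other pairs. The labels give these 4 libraries 4 different animals. The values of CON replicates 1 and 4, and those of MET replicates 1 and 3, differ by little more than counting noise, and each pair was counted as 1 sample. Means and SD are therefore over 5 CON and 5 MET samples, with the CPM of a pair averaged, and results of the 12 libraries are given beside those of 10 samples in which the reads of a pair were summed. Summing was chosen after the pairs had been seen. With 5 samples against 5, the smallest two-sided p of an exact permutation test is 0.00794.

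**Figure D1:**
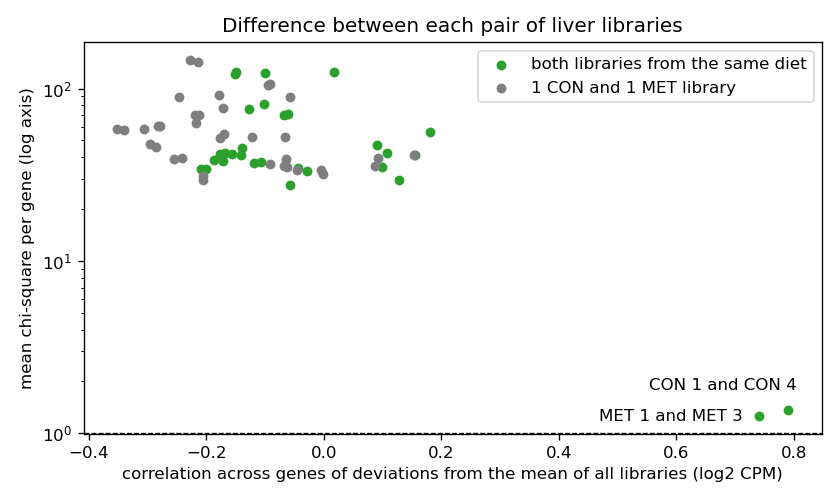
Mean chi-square per gene (log axis) of each of the 66 pairs of liver libraries against the correlation across genes of their deviations from the mean of all libraries (log2 CPM). Points are pairs from the same diet or from different diets, the dashed line marks a chi-square of 1, and the 2 labelled pairs lie at 1.26 and 1.36 while all others lie at 27.5 or more.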

Statistical analysis identified 13,867 uniquely annotated (EntrezID) genes. 

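The count files hold 30336 Entrez gene IDs, of which 21227 had at least 1 read in any library. Between 17121 and 17687 genes had a read in a single library. The default filter of edgeR, which asks for a CPM equal to about 10 reads in at least as many libraries as a diet holds and at least 15 reads in total, kept 13212 genes, and all were tested together. Of these, 12663 could be named. Among all gene IDs, 526 took their name from the paper's list and 24579 from the RefSeq table, while 5231 were not named.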

Of these, applying the 0.05 FDR cut-off, 74 genes (36 upregulated and 38 downregulated) were detected as differentially expressed (DEG) comparing MET with CON heifer calves, whereas 568 DEG (273 upregulated and 295 downregulated) were detected at FDR ≤ 0.10 cut-off (Fig. 2). 

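Over the 12 libraries, 583 genes had FDR at most 0.10, 276 higher and 307 lower in MET, and 71 had FDR at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lowest adjusted p was 0.0381, and 2715 genes (20.55% of those tested) had an unadjusted p of at most 0.05. With the reads of each library pair summed, 0 genes had FDR at most 0.10 in the same test over the 10 samples, where the lowest adjusted p was 0.155 and 2162 genes (16.4%) had an unadjusted p of at most 0.05. DESeq2's Wald test with Benjamini-Hochberg adjustment gave 1295 genes with FDR at most 0.10 over the 12 libraries, and 591 over the same 10 samples. Of the alternatives, DESeq2 moved the number over the 12 libraries most by absolute difference. Leaving out CON replicate 1, which gave 26, moved it by a larger factor. The largest factors came from taking the replicate number as a block, although the numbers do not pair the calves. This block gave 6 genes, or 4 with a correction for gene length added. All 5 MET samples lay on one side of all 5 CON samples in 490 genes, or 3.71% of those tested, where chance gives 0.794% for a single gene.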

A summary of the top-ten up- and downregulated genes (FDR ≤ 0.10) is reported in Tables 8 and 9. 

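Of the 20 genes of Table 8, 16 passed the filter, and each of these had FDR at most 0.10 over the 12 libraries, with log2 fold changes from 1.01 to 1.96. Of the 20 genes of Table 9, 14 passed it and likewise had FDR at most 0.10, with log2 fold changes from −2.03 to −1.27. With each library pair counted once, the adjusted p of the 16 genes lay between 0.155 and 0.212 and that of the 14 genes between 0.155 and 0.186 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 5 MET and 5 CON samples did not overlap in 7 of the 16 genes and in 4 of the 14, where chance gives 0.794% for a gene not chosen for its change. BFSP1 (Entrez gene 281644) lies on chromosome 13 from 38182320 to 38220669. Expression of BFSP1 averaged 3.40 ± 1.11 CPM (SD, n = 5) in MET samples against 1.06 ± 0.366 CPM (SD, n = 5) in CON samples. From CON to MET, BFSP1 changed by a log2 fold change of 1.77 over the 12 libraries (standard error 0.27, adjusted p = 0.0381 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 1.69 over the 10 samples (adjusted p = 0.155). The BFSP1 values of MET samples all exceeded those of CON samples (5 against 5, exact two-sided permutation p = 0.00794). BFSP1 kept a log2 fold change between 1.67 and 1.98, and FDR at most 0.10, in all 12 fits that each left out 1 library. On chromosome 26, NPM3 (Entrez gene 504950) spans positions 22385930 to 22388142. For NPM3, CON samples had 1.58 ± 0.512 CPM (SD, n = 5) and MET samples 4.32 ± 1.39 CPM (SD, n = 5). From the NPM3 counts of the 12 libraries, the log2 fold change was 1.36 (standard error 0.28, adjusted p = 0.0470 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.43 (adjusted p = 0.155) from the 10 samples. NPM3 was higher in all 5 MET samples than in any CON sample (exact two-sided permutation p = 0.00794). NPM3 kept a log2 fold change between 1.24 and 1.55 when each of the 12 libraries was left out in turn, with FDR at most 0.10 in 10 of these 12 fits. Among the CON samples, CON replicate 6 stood apart for NPM3 at 2.49 CPM, with the others between 1.26 and 1.46 CPM. MYOM1, Entrez gene 538404, is annotated on chromosome 24 between 37673540 and 37796153. The MYOM1 values were 2.44 ± 1.41 CPM (SD, n = 5) under MET and 10.0 ± 5.63 CPM (SD, n = 5) under CON. MYOM1 had a log2 fold change of −2.03 (standard error 0.44, adjusted p = 0.0571) over the 12 libraries and of −1.99 (adjusted p = 0.173) over the 10 samples in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For MYOM1, each of the 5 MET samples lay below the 5 CON samples (exact two-sided permutation p = 0.00794). For MYOM1, the 12 fits that each left out 1 library gave log2 fold changes from −2.22 to −1.82, and 10 of them had FDR at most 0.10. The CCNE2 gene (Entrez gene 538436) extends from 71807750 to 71818065 on chromosome 14. CCNE2 expression was 4.83 ± 1.40 CPM (SD, n = 5) in CON and 1.87 ± 0.356 CPM (SD, n = 5) in MET samples. By CCNE2 counts of the 12 libraries, the log2 fold change was −1.44 (standard error 0.22, adjusted p = 0.0381 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against −1.37 (adjusted p = 0.155) over the 10 samples. Diet separated the CCNE2 values completely, with the 5 MET samples below the 5 CON samples (exact two-sided permutation p = 0.00794). For CCNE2, the 12 fits that each left out 1 library gave log2 fold changes from −1.56 to −1.33, all with FDR at most 0.10. The paper chose the genes of Tables 8 and 9 for their change in these same libraries. The exact p of these genes therefore describes their separation and is no independent test of it.

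**Figure D2:**
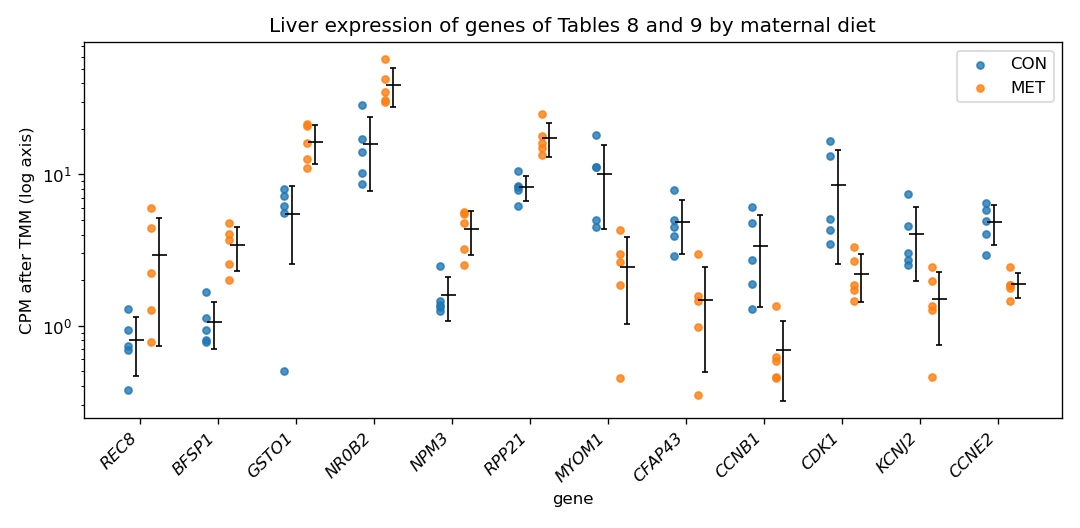
CPM after TMM normalization (log axis) of 12 genes of Tables 8 and 9 in the 5 CON and 5 MET samples, with library pairs counted once. Each point is a sample and each bar the mean and SD of a diet, and the 5 MET samples lie apart from the 5 CON samples in BFSP1, GSTO1, NR0B2, NPM3, RPP21, MYOM1, CDK1, KCNJ2 and CCNE2.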

The entire list of DEG is reported in Additional File 2.

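Of the 568 genes that the paper lists, 554 were among the genes tested, and all 554 had the listed direction over the 12 libraries and over the 10 samples. Their log2 fold changes over the 12 libraries differed from the paper's by a median of 0.0025 and at most 0.0082. FDR was at most 0.10 for 549 of them over the 12 libraries and for 0 over the 10 samples (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the listed genes alone, all 554 had FDR at most 0.10 over both, which shows no stability because the list was called on these data. In 291 of the listed genes the 5 MET and 5 CON samples did not overlap, against a chance of 0.794% for a gene not chosen for its change. Not in the list were 34 genes with FDR at most 0.10 over the 12 libraries. Outside the genes of the paper's text, Tables 7 to 9 and Additional File 4 and the regulators of Table 10, the 5 largest increases and 5 largest decreases among genes whose 12 libraries were fully separated by diet included SMOC2, HRG, CHPF, FAM207A, ANKRD29, FOXN2, ZNF169 and 2 genes known only by the Entrez gene IDs 107131965 and 107132211, besides DLK1. SMOC2 (Entrez gene 615490) lies on chromosome 9 from 104225987 to 104384492. Expression of SMOC2 averaged 10.1 ± 2.97 CPM (SD, n = 5) in MET samples against 23.1 ± 4.88 CPM (SD, n = 5) in CON samples. With MET compared to CON, SMOC2 changed by a log2 fold change of −1.20 over the 12 libraries (standard error 0.20, adjusted p = 0.0398 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of −1.19 over the 10 samples (adjusted p = 0.155). SMOC2 kept a log2 fold change between −1.28 and −1.06, and FDR at most 0.10, in all 12 fits that each left out 1 library. On chromosome 1, HRG (Entrez gene 280820) spans positions 81127286 to 81135756. For HRG, CON samples had 837 ± 281 CPM (SD, n = 5) and MET samples 374 ± 165 CPM (SD, n = 5). From the HRG counts of the 12 libraries, the log2 fold change was −1.19 (standard error 0.32, adjusted p = 0.0826 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −1.16 (adjusted p = 0.183) from the 10 samples. Across the HRG fits without 1 library each, the log2 fold change ranged from −1.29 to −0.997 and FDR was at most 0.10 in 4 of 12. DLK1, Entrez gene 281117, is annotated on chromosome 21 between 67274785 and 67283112. The DLK1 values were 39.6 ± 41.7 CPM (SD, n = 5) under MET and 12.1 ± 1.10 CPM (SD, n = 5) under CON. DLK1 had a log2 fold change of 1.59 (standard error 0.44, adjusted p = 0.0855) over the 12 libraries and of 1.71 (adjusted p = 0.180) over the 10 samples in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DLK1 refitted without each library in turn, the log2 fold change stayed between 0.79 and 1.73, and FDR stayed at most 0.10 in 3 of 12 fits. Among the MET samples, MET replicate 5 stood apart for DLK1 at 114 CPM, with the others between 16.9 and 28.9 CPM. Since these genes were chosen for the separation of the diets, that separation was not tested.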

**Fig. 2:**
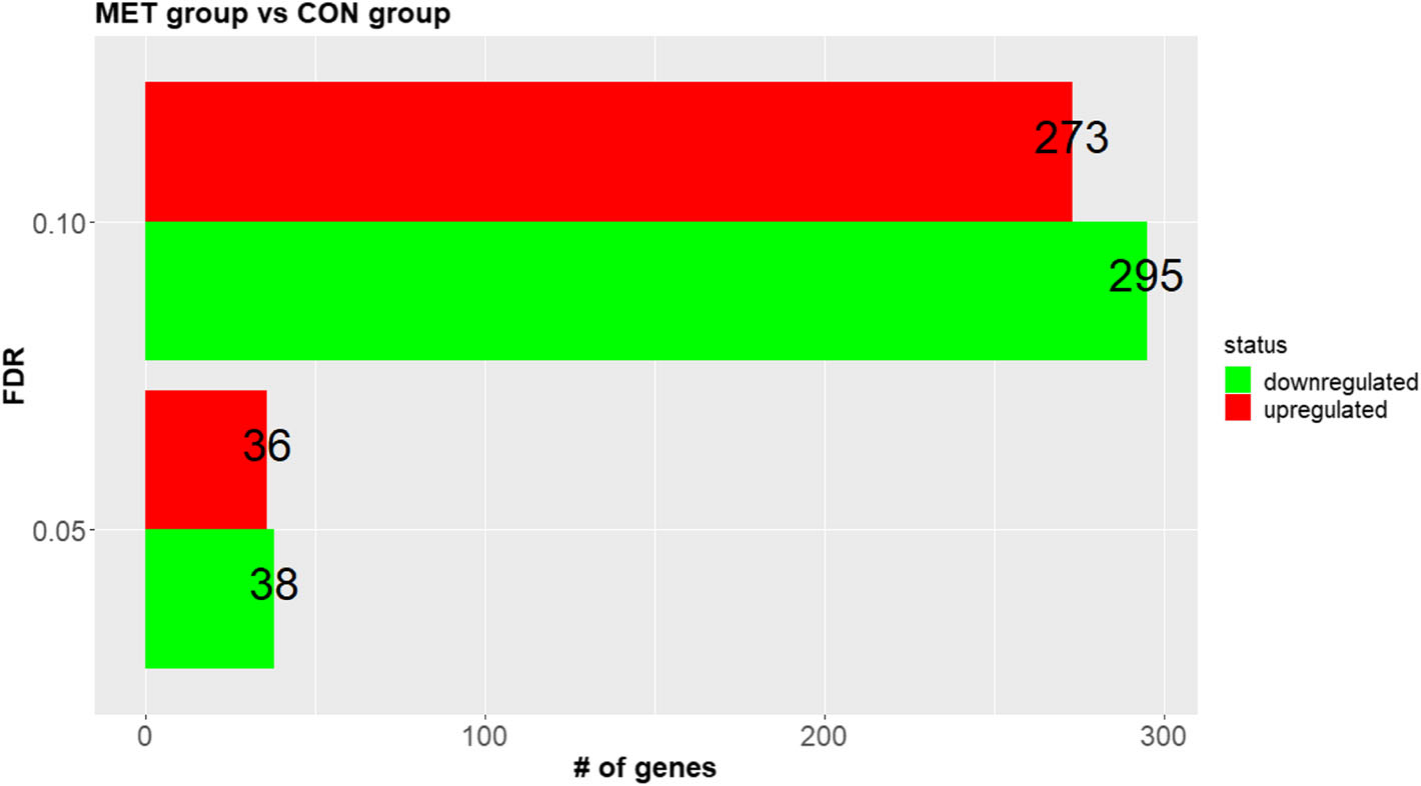
Differentially expressed genes (DEG; at FDR ≤0.10 and ≤ 0.05) from RNAseq data of liver tissue from 4-d old Holstein calves (*n* = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from − 28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany). The green bars indicate downregulation, while the red bars indicate upregulation. The set of bars indicates differentially expressed genes at 0.05 and 0.10 FDR cut-offs considering in both cases the comparison of MET vs. CON

**Table 8:** Top 20 upregulated genes among those that were differentially expressed (DEG; FDR ≤0.10) in RNAseq data from liver tissue of 4-d old Holstein calves (n = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from −28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany)

Entrez gene id	Gene Symbol	FC	FDR
618,238	*M-SAA3.2*	5.70	0.08
520,625	*SLC44A4*	4.46	0.07
516,626	*SLC51A*	4.06	0.09
516,291	*REC8*	3.88	0.07
782,922	*LOC782922*	3.72	0.10
281,644	*BFSP1*	3.42	0.04
530,071	*CRIP3*	2.97	0.09
505,642	*GSTO1*	2.85	0.08
514,770	*NR0B2*	2.64	0.05
527,458	*KLHL26*	2.58	0.08
504,950	*NPM3*	2.58	0.05
523,874	*FAM184B*	2.38	0.10
613,523	*EAF2*	2.32	0.08
514,979	*CLEC6A*	2.30	0.08
506,900	*HIST1H2AC*	2.27	0.10
536,607	*ACTN2*	2.21	0.09
104,968,464	*RPP21*	2.09	0.04
509,463	*ATCAY*	2.07	0.09
506,043	*FKBP11*	2.04	0.09
100,848,337	*BHLHA15*	2.02	0.07

**Table 9:** Top 20 downregulated genes among those that were differentially expressed (DEG; FDR ≤0.10) in RNAseq data from liver tissue of 4-d old Holstein calves (*n* = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from −28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany)

Entrez gene id	Gene Symbol	FC	FDR
527,436	*MSI1*	−4.89	0.07
538,404	*MYOM1*	−4.08	0.07
521,822	*FADS2*	−4.02	0.08
526,134	*SLC9A2*	−3.90	0.09
533,161	*KIF2C*	−3.78	0.08
518,623	*LOC518623*	−3.60	0.08
327,679	*CCNB1*	−3.59	0.07
518,801	*CFAP43*	−3.40	0.05
528,813	*SCNN1D*	−3.23	0.08
537,698	*GRIK5*	−3.22	0.06
281,061	*CDK1*	−3.15	0.08
281,883	*KCNJ2*	−3.12	0.07
534,781	*PBK*	−3.06	0.09
504,746	*ECT2*	−2.82	0.09
616,767	*PRRG4*	−2.81	0.10
518,313	*KIAA1324L*	−2.77	0.08
538,436	*CCNE2*	−2.72	0.04
785,540	*LOC785540*	−2.65	0.09
517,383	*GPRIN1*	−2.42	0.08
615,890	*SMG8*	−2.40	0.08

### KEGG pathway analysis

The Dynamic Impact Approach (DIA) analysis yields the impact and flux of all the manually-curated pathways included in the KEGG database. The term ‘impact’ refers to the biological importance of a given pathway as a function of the change in expression of genes composing the pathway (proportion of DEG and their magnitude) in response to a treatment, condition, or change in physiological state. Consequently, the direction of the impact, or flux, characterizes the average change in expression as up-regulation/activation, down-regulation/inhibition, or no change. Considering DIA results with DEG at FDR ≤ 0.10, a broad effect on the transcriptome due to maternal MET was detected (Fig. 3). 

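Pathways were summarised in the 12 libraries and 10 samples by the mean log2 CPM of all tested members of 10 gene sets, written down from general knowledge of the pathways that the paper names, since the pathway software and database of the paper were not used here. Unlike a count of DEG, the set means include members that did not pass the FDR threshold. The paper named these pathways from changes in these same libraries. The p of a set therefore describes its difference and is no independent test of it. After Benjamini-Hochberg adjustment over the 10 sets, exact permutation tests put 7 sets past an FDR of 0.10 over the 12 libraries and 6 over the 10 samples. Of these 6, 5 remained past it when each sample's trend of expression on gene length was removed. The same correction moved the mean difference of the cytosolic ribosomal proteins from 0.16 to −0.016 over the 12 libraries, the largest move of any set there, and from 0.20 to 0.010 over the 10 samples. The median exonic length of the members ran from 662 bases in the cytosolic ribosomal proteins to 2830 bases in the set for biosynthesis of unsaturated fatty acids.

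**Figure D3:**
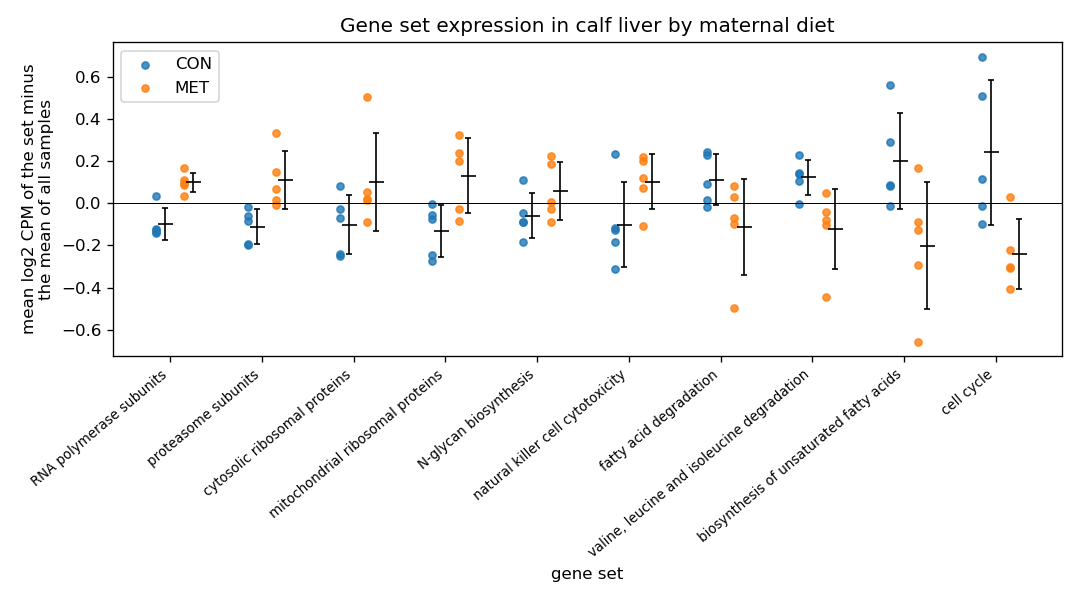
Mean log2 CPM of each gene set in each of the 10 samples, minus the mean of all samples. Each point is a sample and each bar the mean and SD of a diet; RNA polymerase and proteasome subunits are higher in all 5 MET than in all 5 CON samples, and the difference of the cytosolic ribosomal proteins over these samples falls from 0.20 to 0.010 after the gene length correction.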

All main KEGG categories, both metabolic (‘Metabolism’) and non-metabolic (‘Environmental information processing’, ‘Cellular processes’, and ‘Organismal systems’) were broadly impacted with a negative flux (i.e. downregulated), except for ‘Genetic information processing’ that was markedly upregulated (Fig. 3). 

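The proteasome subunits, of which 45 of the 48 members listed were tested, averaged a log2 CPM of 5.73 ± 0.081 (SD, n = 5) in CON and 5.95 ± 0.14 (SD, n = 5) in MET. Their difference between MET and CON was 0.22 over the 12 libraries (exact two-sided permutation p = 0.00216, Benjamini-Hochberg adjusted p = 0.0108 over the 10 sets) and 0.22 over the 10 samples (p = 0.00794, adjusted p = 0.0397). For the proteasome subunits, 5 of the 5 MET samples lay above every CON sample. After the gene length correction, the proteasome subunits differed by 0.12 over the 10 samples (exact two-sided permutation p = 0.0397, Benjamini-Hochberg adjusted p = 0.0794). Of these genes, 40 had a higher and 5 a lower mean in MET, 4 had FDR at most 0.10 over the 12 libraries, and 14 had an unadjusted p of at most 0.05 over the 10 samples in edgeR's quasi-likelihood test. The cytosolic ribosomal proteins averaged a log2 CPM of 7.93 ± 0.14 (SD, n = 5) in CON and 8.13 ± 0.23 (SD, n = 5) in MET over the 78 members tested. Over the 12 libraries the set mean was higher in MET, with a log2 difference of 0.16 (exact two-sided permutation p = 0.130, Benjamini-Hochberg adjusted p = 0.156 over the 10 sets), and over the 10 samples the difference was 0.20 (p = 0.127, adjusted p = 0.141). For the cytosolic ribosomal proteins, 1 of the 5 MET samples lay above every CON sample. Once corrected for gene length, the cytosolic ribosomal proteins differed by 0.010 over the 10 samples (exact two-sided permutation p = 0.881, Benjamini-Hochberg adjusted p = 0.881). Higher means in MET were found for 70 of these genes and lower means for 8; 2 had FDR at most 0.10 over the 12 libraries, and 17 had an unadjusted p of at most 0.05 over the 10 samples in edgeR's quasi-likelihood test. Among the MET samples, MET replicate 6 stood apart in this set at a mean log2 CPM of 8.53, with the others between 7.94 and 8.08. The mitochondrial ribosomal proteins averaged a log2 CPM of 4.69 ± 0.12 (SD, n = 5) in CON and 4.96 ± 0.18 (SD, n = 5) in MET over the 78 members tested. Their difference between MET and CON was 0.26 over the 12 libraries (exact two-sided permutation p = 0.0216, Benjamini-Hochberg adjusted p = 0.0433 over the 10 sets) and 0.26 over the 10 samples (p = 0.0556, adjusted p = 0.0926). For the mitochondrial ribosomal proteins, 3 of the 5 MET samples lay above every CON sample. After the gene length correction, the mitochondrial ribosomal proteins differed by 0.14 over the 10 samples (exact two-sided permutation p = 0.0635, Benjamini-Hochberg adjusted p = 0.102). Of these genes, 76 had a higher and 2 a lower mean in MET, 7 had FDR at most 0.10 over the 12 libraries, and 33 had an unadjusted p of at most 0.05 over the 10 samples in edgeR's quasi-likelihood test. From the number of DEG in each KEGG pathway and the size and direction of their changes, the paper states that expression fell in its main categories other than ‘Genetic information processing’, which it describes as upregulated (Fig. 3).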

In particular, ‘Cell growth and death’, ‘Lipid Metabolism’, ‘Aging’, ‘Metabolism of Cofactors and Vitamins’ and ‘Signaling Molecules and Interaction’ were the most-impacted and downregulated KEGG subcategories (Fig. 5). 

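The cell cycle genes, of which 35 of the 41 members listed were tested, averaged a log2 CPM of 2.60 ± 0.34 (SD, n = 5) in CON and 2.12 ± 0.16 (SD, n = 5) in MET. Over the 12 libraries the set mean was lower in MET, with a log2 difference of −0.40 (exact two-sided permutation p = 0.0260, Benjamini-Hochberg adjusted p = 0.0433 over the 10 sets), and over the 10 samples the difference was −0.48 (p = 0.0238, adjusted p = 0.0595). For the cell cycle genes, 4 of the 5 MET samples lay below every CON sample. Once corrected for gene length, the cell cycle genes differed by −0.47 over the 10 samples (exact two-sided permutation p = 0.0238, Benjamini-Hochberg adjusted p = 0.0794). Higher means in MET were found for 5 of these genes and lower means for 30; 4 had FDR at most 0.10 over the 12 libraries, and 14 had an unadjusted p of at most 0.05 over the 10 samples in edgeR's quasi-likelihood test. The set's median over its genes, in place of their mean, differed by −0.29 over the 12 libraries (Benjamini-Hochberg adjusted p = 0.198 by the exact permutation test).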

Along with ‘Genetic Information Processing’ pathways, the ‘Nucleotide Metabolism’, ‘Glycan Biosynthesis and Metabolism’, ‘Environmental adaptation’, ‘Immune System’ and ‘Nervous system’ were the most-impacted subcategories with a positive flux (i.e. upregulation) in MET vs. CON comparison (Fig. 3). Top-10 up- and downregulated single pathways are reported in Figs. 4 and 5, respectively.

**Fig. 3:**
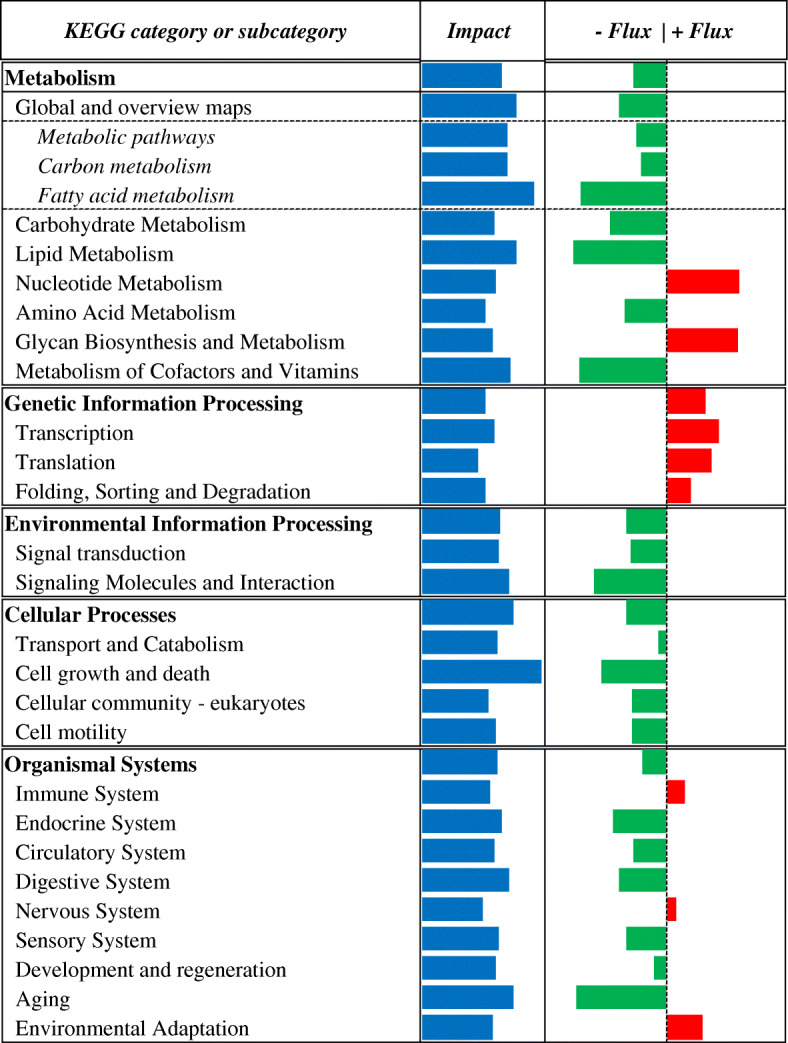
Summary of KEGG metabolic subcategories resulting from the DIA analysis of liver tissue transcriptome from 4-d old Holstein calves (n = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from − 28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany). The columns represent the effect (impact) and flux responses. The blue bars represent the effect value (0 to 300), and the flux columns represent negative (−) and positive (+) flux (− 300 to + 300) based on the direction of the effect. The positive flux (red bars) indicates an upregulation in treated (MET) liver tissue cells compared to control (CON) ones, while the negative flux (green bars) indicates a downregulation

**Fig. 4:**
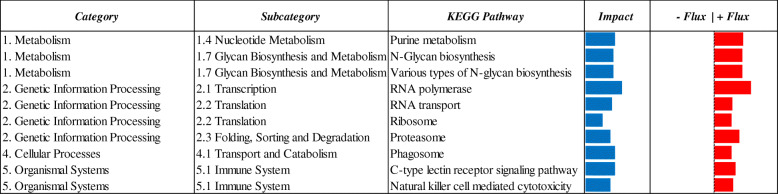
Summary of top-10 upregulated KEGG pathways resulting from the DIA analysis of liver tissue transcriptome from 4-d old Holstein calves (*n* = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from − 28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany). The columns represent the effect (impact) and flux responses. The blue bars represent the effect value (0 to 300), and the flux columns represent negative (−) and positive (+) flux (− 300 to + 300) based on the direction of the effect. The positive flux (red bars) indicates an upregulation in treated (MET) liver tissue cells compared to control (CON) ones, while the negative flux (green bars) indicates a downregulation

**Fig. 5:**
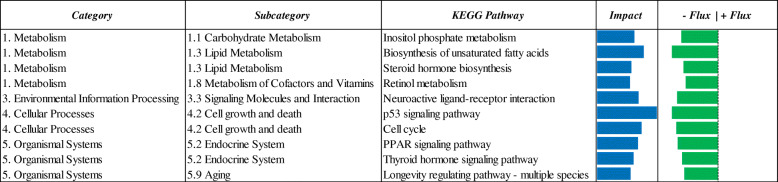
Summary of top-10 downregulated KEGG pathways resulting from the DIA analysis of liver tissue transcriptome from 4-d old Holstein calves (n = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from − 28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany). The columns represent the effect (impact) and flux responses. The blue bars represent the effect value (0 to 300), and the flux columns represent negative (−) and positive (+) flux (− 300 to + 300) based on the direction of the effect. The positive flux (red bars) indicates an upregulation in treated (MET) liver tissue cells compared to control (CON) ones, while the negative flux (green bars) indicates a downregulation

### Transcription regulator discovery

The transcription factor enrichment analysis with the ChIP-X Enrichment Analysis 3 (ChEA3) tool generated a list of 72 TF significantly-associated (FDR ≤ 0.05) with our DEG at the FDR ≤ 0.10 threshold. 

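For each of the 72 TF, the log2 fold changes of the targets that the paper lists were averaged over the targets among the genes tested. MYC had 124 tested targets, 93 higher and 31 lower in MET, with a mean log2 fold change of 0.22 over the 12 libraries and 0.22 over the 10 samples. E2F1 had 147 tested targets, 94 higher and 53 lower in MET, with a mean log2 fold change of 0.10 over the 12 libraries and 0.10 over the 10 samples. PPARG had 129 tested targets, 44 higher and 85 lower in MET, with a mean log2 fold change of −0.23 over the 12 libraries and −0.24 over the 10 samples. HNF4A had 214 tested targets, 82 higher and 132 lower in MET, with a mean log2 fold change of −0.17 over the 12 libraries and −0.17 over the 10 samples. KLF1 had 60 tested targets, 46 higher and 14 lower in MET, with a mean log2 fold change of 0.26 over the 12 libraries and 0.26 over the 10 samples. The mean over the 12 libraries had the sign of the paper's flux in 70 of the 72 TF. STAT5A, with 21 targets higher and 21 lower, and FOXP1, with 2 higher and 2 lower, were the exceptions. Over the 10 samples, the mean of FOXP1 was 0.029, with the sign of the paper's flux, and that of STAT5A 0.019. Because the targets are DEG called on the same samples, these means describe the list and were not tested.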

The list of top 10-ranked upstream regulators is reported in Table 10, whereas the entire list of TF is reported in Additional File 3. 

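The expression of the top-ranked TF themselves was compared between the diets where their genes passed the filter. The MYC gene (Entrez gene 511077) extends from 13769242 to 13775688 on chromosome 14. MYC expression was 18.9 ± 7.54 CPM (SD, n = 5) in CON and 8.61 ± 3.30 CPM (SD, n = 5) in MET samples. By MYC counts of the 12 libraries, the log2 fold change was −1.14 (standard error 0.27, adjusted p = 0.0684 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against −1.13 (adjusted p = 0.175) over the 10 samples. Diets overlapped in MYC, with 4 of the 5 MET samples below every CON sample (exact two-sided permutation p = 0.0159). With MYC refitted without each library in turn, the log2 fold change stayed between −1.35 and −0.94, and FDR stayed at most 0.10 in 5 of 12 fits. ZFX (Entrez gene 280961) lies on chromosome X from 126146067 to 126168149. Expression of ZFX averaged 9.68 ± 1.89 CPM (SD, n = 5) in MET samples against 14.1 ± 1.67 CPM (SD, n = 5) in CON samples. Between MET and CON, ZFX changed by a log2 fold change of −0.51 over the 12 libraries (standard error 0.13, adjusted p = 0.0781 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of −0.54 over the 10 samples (adjusted p = 0.177). The ZFX values of MET samples all fell below those of CON samples (5 against 5, exact two-sided permutation p = 0.00794). ZFX kept a log2 fold change between −0.57 and −0.44 when each of the 12 libraries was left out in turn, with FDR at most 0.10 in 4 of these 12 fits. Among the CON samples, CON replicate 3 stood apart for ZFX at 17.0 CPM, with the others between 13.0 and 13.6 CPM. Without MET replicate 2, in which almost no reads of XIST were counted, its log2 fold change was −0.445 (adjusted p = 0.12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within the range of these fits. On chromosome 15, SPI1 (Entrez gene 507100) spans positions 78402903 to 78432414. For SPI1, CON samples had 18.1 ± 2.34 CPM (SD, n = 5) and MET samples 24.8 ± 5.02 CPM (SD, n = 5). From the SPI1 counts of the 12 libraries, the log2 fold change was 0.47 (standard error 0.13, adjusted p = 0.0857 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.45 (adjusted p = 0.197) from the 10 samples. SPI1 was higher in 4 of the 5 MET samples than in any CON sample (exact two-sided permutation p = 0.0238). SPI1 kept a log2 fold change between 0.36 and 0.52 when each of the 12 libraries was left out in turn, with FDR at most 0.10 in 3 of these 12 fits. HNF4A had a log2 fold change of −0.14 over the 12 libraries (standard error 0.13, adjusted p = 0.578 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FOXO1 changed by −0.19 in the same fit (standard error 0.089, adjusted p = 0.243 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CREB1 and PPARG were below the filter, with 2 to 13 reads per library for CREB1 and 3 to 10 for PPARG, whose exons overlap those of another gene on the same strand. Expression of KLF1 and CEBPB was not analysed here.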

Applying the DIA approach to the ChEA3 results, the TF impact and flux values were predicted (Table 10).

**Table 10:** Summary of the top 10-ranked upstream regulators (TF) out of the 72 identified using the ChEA3 tool and significantly associated (FDR cutoff ≤0.05) with our differentially expressed gene (DEG) list obtained in RNAseq data from liver tissue of 4-d old Holstein calves (*n* = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from − 28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany)

TF	Impact	Flux	Predicted State	Rank	P value	FDR	Overlapping DEG
MYC	178.42	57.40	Activated	1	4.11E-09	1.26E-06	*POP1, GMFG, SMC4, KRTCAP2, CDK5RAP3, IER2, CLPP, DDIT3, UBA52, RPL28, NPRL2, ABCB8, ANAPC11, BLOC1S6, PRKAR2A, TOE1, NR1D2, NFATC4, MRPL38, ABCC10, CYB561D2, MCEE, GSTO1, SUMF1, RNF167, TUT1, SF3B5, RIDA, PSMB2, BID, SF3A2, TARBP2, LAMTOR2, HSPA1A, STK16, MAP 2 K3, CNPY3, LENG1, SNRPA, ENY2, INO80E, GOT1, DHCR24, FOXN2, G6PC3, TMEM11, RAD9A, BMPR2, ZC3H3, MRPL4, NGRN, GPX1, REXO4, EVC, SNRPA1, ZBTB44, MRM1, NCLN, POLR2I, POLR2J, ATOX1, KLF5, KLF9, POLR3H, EIF4A2, SMARCB1, NUBP1, NUBP2, SNRPD1, RPL36AL, PDK1, ALG5, MRPS18B, MRPS18A, ALG3, IMP4, SNX4, PTDSS2, VAT1, ALDH6A1, CALM3, SUGP1, FKBP11, SLC44A4, GRIK5, GUK1, SEC61B, PRMT6, TMED9, NME1, APRT, RPUSD4, KIF2C, YAP1, NEDD8, NT5C, PES1, NPM3, GEMIN2, NR3C1, CHCHD1, ZGPAT, DPM2, DOK2, CCNE2, CCNB1, SHARPIN, DHRS7B, RHBDD3, NONO, DLG1, NABP2, COPE, CHD9, DDX41, YWHAG, PEX1, EEF1D, DOCK1, PFDN6, PNKP, PSMB10, TBRG4, PRRG4, RMND5A, MAPK6, SLC50A1, WEE1*
E2F1	178.13	31.67	Activated	2	7.28E-08	7.45E-06	*SMC4, SMC2, MYC, MPV17, CDK5RAP3, IER2, VPS18, AARSD1, RNF125, CLPP, DDIT3, RPL28, RPN1, ABCB8, ANAPC11, BLOC1S6, MCTS1, TOE1, MCAT, VANGL1, ADI1, MMS19, MRPL38, ING1, NUDC, ANXA4, SUMF1, CDC42EP5, TUT1, SF3B5, AHNAK, RNF138, BID, SF3A2, TARBP2, DCBLD2, SNX15, ATCAY, STK16, CNPY2, LENG1, UTRN, ENY2, FECH, FOXO4, ATXN7, AMDHD2, EIF2B4, GOT1, DHCR24, FOXN2, TMEM11, RAD9A, MRPL4, NGRN, GPX1, REXO4, COASY, SNRPA1, TSSC4, GTF3C5, HM13, MRM1, SH3BP2, POLR2G, FNIP1, KCNJ2, FOXJ3, GFER, ATOX1, KLF5, KLF9, SLC25A30, POLR3H, EIF4A2, SMARCB1, NUBP1, NUBP2, SNRPD1, RPL36AL, EIF2D, TNS3, PDK1, CPT1A, ACTN2, MRPS18B, MRPS18A, ALG3, IMP4, PLPP3, PTDSS2, RACGAP1, VAT1, EAF2, FKBP11, INTS11, MRPS11, CITED4, ROBO1, ACADM, PRMT6, ZFX, ZDHHC17, NME1, APRT, KIF2C, YAP1, UQCR11, TYMS, NT5C, PES1, SCAND1, YIPF1, ITCH, GEMIN2, CHCHD1, HIST1H2AC, ZGPAT, ACYP2, ALDH3A2, DPM2, CCNE2, RPP21, COX19, DPP4, SHARPIN, DHRS7B, ECT2, KLHL26, NONO, HSPA2, TJAP1, BRWD1, PICALM, DDX41, ADGRE5, ARHGEF10, TSFM, PEX1, ETV5, TRAPPC6A, EEF1D, CAT, PFDN6, PNKP, PPP2R3C, TAF10, WEE1, CDK2AP2*
CREB1	174.61	24.88	Activated	3	2.87E-07	2.20E-05	*KRTCAP2, IER2, CHID1, VPS18, BIN3, BIN1, DDIT3, FDX2, PRKD2, UBA52, EXD2, CDCA2, ANAPC11, BLOC1S6, MCTS1, IRF2BP2, TYSND1, NR1D2, FOSL2, MMS19, ING1, CYB561D2, EMD, TUT1, PPARA, SF3B5, PSMB2, TARBP2, SNX15, LAMTOR2, CHPF, LTN1, GOLIM4, FADS2, STK16, MAP 2 K3, CNPY3, SNRPA, ENY2, RLF, EIF2B4, GOT1, TMEM11, CPD, ZC3H3, MRPL4, DAD1, TSSC4, HM13, CXXC1, NCLN, SEC11C, SPAG9, OXR1, KLF6, KLF5, KLF9, TRMT61A, EIF4A2, PANK3, JMJD1C, TXNDC16, NUBP2, EFR3A, GOLPH3L, PREB, APOB, ZRANB1, EAF2, NDUFAF3, CALM3, SUGP1, GUK1, TMED9, KIF2C, AMIGO1, RTL6, CHCHD1, ALG12, BRMS1, SHARPIN, ANKZF1, CBX8, RHBDD3, DENND4A, NONO, NABP2, GMPPA, YWHAG, YWHAZ, ETV5, EEF1D, HLF, NR2C2, PSMB10, MAPK6, TAF10, WEE1, CDK2AP2, RBM42*
PPARG	178.93	−68.11	Inhibited	4	5.64E-07	3.46E-05	*ZC3H12D, SCP2, MYC, NAMPT, WDR91, IER2, CHID1, AARSD1, HDHD5, RNF125, BIN3, CLPP, DDIT3, PRKD2, RPL28, RPN1, MRPL16, PRKAR2A, IRF2BP2, RMDN2, FOSL2, FERMT1, PAH, MTMR10, EEA1, GSTO1, ANXA5, SUMF1, KAT2B, HEATR5A, AEBP2, TUT1, PLCB1, AHNAK, BID, RNLS, BBOX1, TARBP2, LAMTOR5, UHRF1BP1L, MYLK4, FADS2, CDH2, ZBTB39, UTRN, ENY2, AMDHD2, GOT1, FOXN2, CDK1, MDM2, SERINC5, NGRN, GPX1, PIK3CA, MET, GTF3C5, ROCK2, GLRX, MRM1, FNIP1, POLR2J, CYB5A, FOXJ3, DDHD2, PTPN12, CDC42BPA, KBTBD11, BICC1, KLF6, NAGK, KLF9, SLC25A30, PANK3, SMARCB1, TNS3, CPT1A, ECH1, MRPS18B, MRPS18A, PREB, PLPP3, CFTR, STK38L, PCK1, ZRANB1, MYO5C, CUTC, IDE, ROBO1, ACADM, ZDHHC17, RPUSD4, CD47, C1QB, SH3BGRL, KLB, GEMIN2, SSC4D, SELENOP, COX19, COBLL1, ACBD5, CRIM1, HOOK3, ARHGAP25, TJAP1, DLG1, GCLM, PICALM, CHD9, TNFAIP3, PPP1R9B, ADGRE5, YWHAG, ARHGEF10, PEX1, YWHAZ, ACOX1, CAT, KDM7A, USP12, NR2C2, PSMB10, RMND5A, TNKS2, MAPK6, TMEM30B, CMTM4*
KLF1	165.60	73.79	Activated	6	9.92E-07	4.19E-05	*SPI1, KRTCAP2, MYC, AARSD1, CLPP, RPN1, TYSND1, VANGL1, ADI1, MRPL38, EMD, GSTO1, TUT1, SNX15, SMCHD1, SNRPA, FECH, CORO1A, EIF2B4, GOT1, DHCR24, COPS9, SORD, SNRPA1, HM13, CXXC1, NCLN, SEC11C, NUBP2, SNRPD1, SOX6, PDK1, ECH1, IMP4, PREB, SYMPK, CALM3, IDE, RAC2, TMED9, UQCR11, NEDD8, NT5C, CHCHD1, HIST1H2AC, CYBA, BRMS1, RPP21, PPIH, RPS19BP1, ACBD5, NABP2, GCLM, PPP1R9B, YWHAG, TRAPPC6A, CAT, PFDN6, TBRG4, TAF10*
SPI1	173.45	5.80	Activated	5	9.49E-07	4.19E-05	*SPI1, GMFG, SLC4A4, SCP2, PSMD4, NAMPT, CDK5RAP3, IER2, RNF125, PRKD2, RPL28, EXD2, CFP, BLOC1S6, WDR70, MCTS1, NR1D2, NFATC4, FERMT1, PYGL, ING1, PQBP1, EEA1, TRMT112, MRPL42, GSTO1, ANXA4, GMIP, SUMF1, RNF167, TUT1, PPARA, FAM214A, APOLD1, BID, PET100, LAPTM5, PSMB8, LAMTOR2, GOLIM4, MYLK4, PYCARD, ATCAY, STK16, MAP 2 K3, TPM1, CNPY3, CLIP1, CORO1A, YBEY, AMDHD2, MAP 3 K20, GOT1, CYBRD1, DHCR24, FOXN2, BFSP1, G6PC3, CPD, CCDC22, SERINC5, NGRN, PSTPIP1, SORD, DAD1, ROCK2, UNC93B1, CXXC1, GLRX, HSD17B11, HECTD1, SH3BP2, POLR2G, PTPN18, PTPN12, OXR1, FBXL12, SLC25A30, PANK3, JMJD1C, MRPS18B, MAP 7, STK38L, ASL, CD14, STK11IP, STAG2, NDUFAF3, RAC2, TMED9, ZFX, ZDHHC17, VAV1, C1QB, TOR4A, AIF1, PES1, C1QC, WASHC4, NR3C1, EME2, KNTC1, ZGPAT, ACYP2, CYBA, TYROBP, RPS19BP1, CCNB1, CBX8, ACBD5, HOOK3, ARHGAP25, BRWD1, PICALM, CHD9, PPP1R9B, GMPPA, CNPPD1, YWHAZ, ETV5, CAT, PNKP, USP12, TBRG4, STOM, TAF10, SLC50A1, BUD13*
ZFX	170.08	15.72	Activated	7	1.23E-06	4.19E-05	*NCKAP1, PSMD4, NAMPT, IER2, AARSD1, HDHD5, CLPP, UBA52, RPL28, RPN1, ABCB8, ANAPC11, PRKAR2A, TTPA, TOE1, MCAT, NR0B2, VANGL1, ADI1, MRPL38, EEA1, EMD, NUDC, GSTO1, SUMF1, AHNAK, PSMB2, RNF138, SC5D, BID, SF3A2, TARBP2, DCBLD2, STK16, ZBTB39, CNPY2, CNPY3, LENG1, CLIP1, FKBP9, SNRPA, ENY2, FECH, ATXN7, NEK9, FOXN2, BFSP1, G6PC3, MDM2, RAD9A, ISY1, MRPL4, REXO4, COASY, EVC, SNRPA1, GTF3C5, ZBTB44, FNIP1, FOXJ3, ATOX1, SLC25A30, POLR3H, EIF4A2, PANK3, SMARCB1, SNRPD1, FBXO3, TNS3, PDK1, MRPS18A, NEIL2, FNDC4, SNX4, PTDSS2, STK38L, RAC2, PRMT6, ZFX, ZDHHC17, VAV1, AMIGO1, PES1, SCAND1, ITCH, GEMIN2, RTL6, ZGPAT, CYBA, ALDH3A2, DPM2, CCNE2, RHBDD3, KLHL26, NONO, TJAP1, NABP2, GCLM, BRWD1, CHD9, ADGRE5, ETV5, TRAPPC6A, LATS2, ACOX1, EEF1D, ZMYND11, CLN5, TBRG4, MARVELD2, MAPK6, TMEM30B, CMTM4, WEE1, CDK2AP2, BUD13*
CEBPB	167.51	36.64	Activated	8	1.79E-06	5.00E-05	*MYC, CHID1, AARSD1, BIN3, RUFY3, FDX2, CFP, NR2C2AP, TOE1, TYSND1, RMDN2, MCAT, ABCC10, CYB561D2, EMD, PCMTD1, GMIP, RNF167, PLCB1, PDF, PSMB8, LAMTOR5, CHPF, MPV17L2, STK16, ZBTB39, CNPY2, INSIG2, FBXO48, FOXO4, RLF, IP6K2, BCL3, RAD9A, COPS9, NGRN, CXXC1, MRM1, POLR2G, FOXJ3, PTPN12, OXR1, GFER, KBTBD11, FBXL12, KLF6, SLC25A30, NUBP2, RPL36AL, ECH1, IMP4, PREB, SNX4, STK38L, B4GALNT1, ZRANB1, FKBP11, IDE, GUK1, STBD1, SEC61B, PRMT6, TMED9, CYBA, CBX8, RHBDD3, PICALM, ARHGEF10, TSFM, EEF1D, NR2C2, MAPK6, LUM, TAF10, SLC50A1, MAPK12, CDK2AP2, BUD13*
HNF4A	175.29	−51.68	Inhibited	9	3.65E-06	9.34E-05	*NCKAP1, ZC3H12D, KRTCAP2, SCP2, PSMD4, MYC, RUFY3, CDCA2, NPRL2, MRPL16, WDR70, PRKAR2A, TTPA, IRF2BP2, TYSND1, NR0B2, FOSL2, FERMT1, ADI1, PAH, MMS19, HRG, MYOM1, MTMR10, PYGL, ABCC10, EEA1, MRPL42, NUDC, GSTO1, ANXA4, ANXA5, SUMF1, HEATR5A, TUT1, PPARA, PLCB1, RAPGEF5, SF3B5, AHNAK, PDF, CHN2, BID, KIDINS220, BBOX1, DCBLD2, GATM, AADAC, SLMAP, SNX15, LAMTOR5, UHRF1BP1L, CHPF, GOLIM4, PLOD2, IL1RAP, MYLK4, PYCARD, CDH2, MAP 2 K3, CNPY3, CLIP1, UTRN, CALCRL, INSIG2, AMDHD1, ATXN7, AMDHD2, ANKRD29, EIF2B4, GOT1, DHCR24, FOXN2, TMEM11, CPD, ALB, SLCO1A2, BCL3, SERINC5, ZNF771, ISY1, ZC3H3, MRPL4, PSTPIP1, REXO4, COASY, EVC, PCCA, DAD1, MET, TSSC4, GTF3C5, ROCK2, UNC93B1, HM13, GLRX, HSD17B11, HECTD1, NCLN, SH3BP2, FNIP1, POLR2I, SEC11C, SPAG9, CYB5A, METAP1D, SLC35A3, FOXJ3, PTPN12, CDC42BPA, OXR1, BICC1, ATOX1, FBXL12, KLF6, POLR3H, EIF4A2, JMJD1C, TXNDC16, SOX6, TNS3, CPT1A, ACTN2, GOLPH3L, MRPS18A, PLPP3, SNX4, RACGAP1, HLTF, STK38L, SYMPK, ASL, STXBP5, CD14, PCK1, APOB, STK11IP, ALDH6A1, STAG2, MYO5C, CALM3, CUTC, SUGP1, ROBO2, ROBO1, SH3PXD2B, ACADM, TMED9, ZFX, NME1, MICU3, YAP1, UQCR11, NEDD8, AIF1, PES1, SCAND1, IL33, YIPF1, ITCH, KLB, SSC4D, NR3C1, SRP14, SBF2, ZGPAT, IL11RA, LMO7, ACYP2, ALDH3A2, BRMS1, SELENOP, PPIH, COX19, DPP4, SHARPIN, COBLL1, DHRS7B, ACBD5, TCAF1, ARHGEF37, DENND4A, NONO, CRIM1, HOOK3, TJAP1, DLG1, DLG5, COPE, PICALM, CHD9, DOCK7, TNFAIP3, GMPPA, YWHAG, PEX1, YWHAZ, LATS2, RABEP2, ACOX1, ALDH1A1, CAT, DOCK1, HLF, PSMB10, PRRG4, TNKS2, MARVELD2, PPP2R3C, STOM, CMTM4, ATP2B1, WEE1, RBM42, SNTB1*
FOXO1	181.39	−36.48	Inhibited	10	7.35E-06	1.73E-04	*GMFG, ZC3H12D, IER2, VPS18, HDHD5, RNF125, BIN1, UBA52, RPN1, MCTS1, IRF2BP2, NR1D2, FOSL2, MMS19, MTMR10, PYGL, ING1, PCMTD1, AEBP2, AHNAK, LAPTM5, LAMTOR5, FADS2, SMCHD1, TPM1, UTRN, IP6K2, GOT1, RAD9A, ISY1, PTPN21, PSTPIP1, DAD1, HM13, GLRX, MRM1, HECTD1, PTPN18, FOXJ3, KBTBD11, KLF6, NAGK, TRMT61A, TXNDC16, PDK1, MRPS18A, PLPP3, NEIL1, ZRANB1, STK11IP, STAG2, GUK1, SH3PXD2B, RAC2, ACADM, ZFX, CD47, PTGER3, SH3BGRL, SSC4D, NR3C1, SRP14, GPRIN3, TYROBP, CCNE2, RPP21, COBLL1, ECT2, ACBD5, DENND4A, ARHGAP25, GCLM, PICALM, TNFAIP3, PPP1R9B, ADGRE5, USP12, MAPK6, SNTB1*

## Discussion

The present findings were broadly consistent with our previous reports investigating the effect of feeding MET during late-pregnancy on cow and calf hepatic function [10, 24, 26, 27, 30, 31, 34, 35]. Briefly, in those previous studies enhanced MET supply improved immunometabolism along with DMI in dairy cows during the peripartal period and through peak lactation [24, 34, 35]. In the larger cohort of calves from this study encompassing birth through the first 9 wk. of life, we reported that maternal MET supply influenced enzyme activity and metabolome in one-carbon metabolism and the tricarboxylic acid (TCA) cycle, with beneficial physiological advantages to calves [26]. Furthermore, previous results on hepatic target-gene transcription have suggested that feeding Met during late-pregnancy was associated with faster maturation of key metabolic pathways involved in the calf’s ability to quickly adapt to extrauterine life [10, 30]. Thus, RNA-seq results alone revealed that feeding Met during late-gestation broadly altered neonatal calf liver transcriptome profiles. In particular, transcriptome profiles confirmed the hypothesis of an enhanced immunometabolic status attributable to the change in expression profiles of several genes mainly involved in ‘Glucose metabolism’, ‘Lipid metabolism, ‘Glutathione’, and ‘Immune System’ metabolism.

Although the focus of the present integrative analyses only encompassed day 4 of age, together, the data supported the idea that feeding Met to enhance post-ruminal supply in the cow during late-gestation primed or programmed the Met cycle in calf liver, hence, contributing to better rates of growth and development [26]. For instance, the greater concentrations of adenosine and serine observed in MET calves at this early age support the hypothesis of a priming effect of the Met cycle. The conversion of Met to SAM is accompanied by ATP consumption in a reaction controlled by Met adenosyltransferase (MAT) [36] and after demethylation, SAM is converted to SAH, which is subsequently hydrolyzed to homocysteine with the production of adenosine [37]. The tendency for greater *MAT1A* abundance in MET calves (*P* value < 0.10; Table 7) supported this idea. In addition, the greater serine concentrations observed in MET calves supported this hypothesis, since it is known that serine supports the Met cycle by providing one-carbon units to regenerate Met from homocysteine and through de novo ATP synthesis [38]. 

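TYMS, Entrez gene 507631, is annotated on chromosome 24 between 35935161 and 35945796. The TYMS values were 6.25 ± 1.01 CPM (SD, n = 5) under MET and 9.68 ± 1.74 CPM (SD, n = 5) under CON. TYMS had a log2 fold change of −0.59 (standard error 0.16, adjusted p = 0.0849) over the 12 libraries and of −0.62 (adjusted p = 0.175) over the 10 samples in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For TYMS, each of the 5 MET samples lay below the 5 CON samples (exact two-sided permutation p = 0.00794). For TYMS, the 12 fits that each left out 1 library gave log2 fold changes from −0.71 to −0.53, and 2 of them had FDR at most 0.10.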

In this context, the downregulation of *Thymidylate synthase* (*TYMS*) [FC = − 1.50] was also noteworthy. TYMS converts deoxyuridine monophosphate (dUMP) to deoxythymidine monophosphate (dTMP) in a 5,10-methylene-tetrahydrofolate (THF)-dependent reaction [39]. Its downregulation indirectly suggested a greater concentration of the most reduced form of folate 1C unit, 5-methyl-THF that has a unique cellular fate, the remethylation of homocysteine to form methionine [39]. In light of current and previous observations, we speculate that despite the lower activity of MTR in liver from MET calves, enzymatic efficiency might have been greater. More in-depth discussion on this point is available in Additional File 4.

The greater concentration of serine also indicated the potential for greater metabolic activity through the transsulfuration pathway in MET calves, an idea supported by the greater concentration of a number of metabolites including cystathionine and taurine. The former is the product of the CBS reaction using homocysteine and serine, which is considered rate-limiting in the transsulfuration pathway [9]. Thus, despite the lower CBS activity, based on the greater concentrations of a number of intermediate metabolites (e.g. cystathionine, cysteinesulfinic acid), we speculated that efficiency of the CBS reaction was such that flux through the transsulfuration pathway was overall greater in MET calves. As such, concentrations of the cellular antioxidant GSH [40] also increased, and could have elicited beneficial effects on antioxidant responses in the calves.

A greater degree of Met metabolism was also indirectly suggested in our experiment by the marked upregulation of the nucleotide metabolism pathway (Fig. 4), since the role played by Met in Purine synthesis is well-documented [41]. Considering that Met plays an essential role in epigenetics via DNA methylation [42] and that it has been demonstrated that maternal methyl donor supplementation during pregnancy can regulate epigenetics via DNA methylation [43], the overall upregulation of ‘Genetic information processing’ pathways was compatible with the greater global DNA methylation detected in MET calves (Fig. 1). 

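The RNA polymerase subunits, of which 31 of the 31 members listed were tested, averaged a log2 CPM of 3.88 ± 0.074 (SD, n = 5) in CON and 4.08 ± 0.046 (SD, n = 5) in MET. Their difference between MET and CON was 0.19 over the 12 libraries (exact two-sided permutation p = 0.00216, Benjamini-Hochberg adjusted p = 0.0108 over the 10 sets) and 0.20 over the 10 samples (p = 0.00794, adjusted p = 0.0397). For the RNA polymerase subunits, 5 of the 5 MET samples lay above every CON sample. After the gene length correction, the RNA polymerase subunits differed by 0.14 over the 10 samples (exact two-sided permutation p = 0.0238, Benjamini-Hochberg adjusted p = 0.0794). Of these genes, 23 had a higher and 8 a lower mean in MET, 4 had FDR at most 0.10 over the 12 libraries, and 9 had an unadjusted p of at most 0.05 over the 10 samples in edgeR's quasi-likelihood test. Among the CON samples, CON replicate 6 stood apart in this set at a mean log2 CPM of 4.01, with the others between 3.84 and 3.86.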

The evident upregulation of *TRMT61A* (*tRNA Methyltransferase 61A*) [FC = 1.69] was consistent with this scenario, as well as the upregulation of *POLR3H* (*RNA Polymerase III Subunit H*) [FC = 1.72] and *POLR2I* (*RNA Polymerase II Subunit I*) [FC = 1.71] (Additional File 2). 

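The TRMT61A gene (Entrez gene 510283) extends from 69817755 to 69824187 on chromosome 21. TRMT61A expression was 16.7 ± 3.42 CPM (SD, n = 5) in CON and 28.0 ± 4.65 CPM (SD, n = 5) in MET samples. By TRMT61A counts of the 12 libraries, the log2 fold change was 0.76 (standard error 0.14, adjusted p = 0.0402 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against 0.75 (adjusted p = 0.155) over the 10 samples. Diet separated the TRMT61A values completely, with the 5 MET samples above the 5 CON samples (exact two-sided permutation p = 0.00794). For TRMT61A, the 12 fits that each left out 1 library gave log2 fold changes from 0.67 to 0.88, and 10 of them had FDR at most 0.10. POLR2I (Entrez gene 614472) lies on chromosome 18 from 46961969 to 46963214. Expression of POLR2I averaged 20.6 ± 2.60 CPM (SD, n = 5) in MET samples against 12.0 ± 2.17 CPM (SD, n = 5) in CON samples. From CON to MET, POLR2I changed by a log2 fold change of 0.77 over the 12 libraries (standard error 0.12, adjusted p = 0.0381 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 0.78 over the 10 samples (adjusted p = 0.155). The POLR2I values of MET samples all exceeded those of CON samples (5 against 5, exact two-sided permutation p = 0.00794). POLR2I kept a log2 fold change between 0.70 and 0.84, and FDR at most 0.10, in all 12 fits that each left out 1 library.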

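On chromosome 23, HIST1H2AC (Entrez gene 506900) spans positions 31576643 to 31589254. For HIST1H2AC, CON samples had 3.197 ± 1.31 CPM (SD, n = 5) and MET samples 7.06 ± 4.396 CPM (SD, n = 5). From the HIST1H2AC counts of the 12 libraries, the log2 fold change was 1.18 (standard error 0.34, adjusted p = 0.0951 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.15 (adjusted p = 0.212) from the 10 samples. HIST1H2AC was higher in 3 of the 5 MET samples than in any CON sample (exact two-sided permutation p = 0.0318). Across the HIST1H2AC fits without 1 library each, the log2 fold change ranged from 0.83 to 1.34 and FDR was at most 0.10 in 0 of 12. Its exons overlap those of another gene on the same strand, and histone genes have close paralogs, so reads that could not be assigned to one gene are missing from its count.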

In this context, the marked upregulation of histone *HIST1H2AC* [FC = 2.27] was noteworthy considering that SAM is also the most-important methyl-donor for histone methyltransferases [44]. Recent studies demonstrated how increased SAM and histone methylation levels are associated with genetic ablation of MAT in *Saccharomyces pombe* [45]. In the general context of nutritional programming, the marked upregulation of *Meiotic recombination REC8* [FC = 3.88] and downregulation of *cyclin B1* (*CCNB1*) [FC = − 3.59] and *cyclin-dependent kinase 1* (*CDK1*) [FC = − 3.15] was intriguing. These changes could potentially be biologically-relevant considering the role of these genes in oocyte meiosis [46, 47] and that methionine adenosyltransferase 2B (MAT2B) influences oocyte maturation in mouse by regulating the MAPK pathway [48]. 

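REC8, Entrez gene 516291, is annotated on chromosome 10 between 20810610 and 20817662. The REC8 values were 2.95 ± 2.22 CPM (SD, n = 5) under MET and 0.802 ± 0.335 CPM (SD, n = 5) under CON. REC8 had a log2 fold change of 1.96 (standard error 0.50, adjusted p = 0.0734) over the 12 libraries and of 1.84 (adjusted p = 0.180) over the 10 samples in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For REC8, 3 of the 5 MET samples lay above all 5 CON samples (exact two-sided permutation p = 0.0397). With REC8 refitted without each library in turn, the log2 fold change stayed between 1.61 and 2.16, and FDR stayed at most 0.10 in 4 of 12 fits. The CCNB1 gene (Entrez gene 327679) extends from 10431452 to 10441126 on chromosome 20. CCNB1 expression was 3.34 ± 2.02 CPM (SD, n = 5) in CON and 0.694 ± 0.378 CPM (SD, n = 5) in MET samples. By CCNB1 counts of the 12 libraries, the log2 fold change was −1.85 (standard error 0.46, adjusted p = 0.0719 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against −2.11 (adjusted p = 0.173) over the 10 samples. Diets overlapped in CCNB1, with 4 of the 5 MET samples below every CON sample (exact two-sided permutation p = 0.0159). With CCNB1 refitted without each library in turn, the log2 fold change stayed between −2.15 and −1.52, and FDR stayed at most 0.10 in 5 of 12 fits. CDK1 (Entrez gene 281061) lies on chromosome 28 from 16620119 to 16670633. Expression of CDK1 averaged 2.21 ± 0.773 CPM (SD, n = 5) in MET samples against 8.52 ± 5.96 CPM (SD, n = 5) in CON samples. With MET compared to CON, CDK1 changed by a log2 fold change of −1.66 over the 12 libraries (standard error 0.43, adjusted p = 0.0766 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of −1.89 over the 10 samples (adjusted p = 0.173). The CDK1 values of MET samples all fell below those of CON samples (5 against 5, exact two-sided permutation p = 0.00794). CDK1 kept a log2 fold change between −1.83 and −1.28 when each of the 12 libraries was left out in turn, with FDR at most 0.10 in 2 of these 12 fits. Between 3 and 75 reads per library were counted on REC8 and between 4 and 53 on CCNB1.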

Further studies will have to be performed to ascertain the mechanistic relevance of these changes in the context of hepatic nutritional programming of the calf.

### Glucose metabolism

Studies in humans and mice suggest that DNA methylation plays a crucial role in tissue-specific insulin-induced gene expression [49]. Both in vivo and in vitro studies confirmed that AKT is an indicator of hepatic and adipose insulin sensitivity in dairy cows [50, 51]. Thus, the greater phosphorylated AKT ratio in MET calves suggested they were more sensitive to insulin, which is consistent with the tendency for lower plasma glucose concentrations in those calves (*P* value = 0.08; Table 2) despite the lack of statistical difference in insulin concentrations. In this regard, it is also noteworthy that (at least in non-ruminants) AKT phosphorylates and stimulates sterol regulatory element binding transcription factor 1c (SREPB1c) leading to enhanced liver lipogenesis through the suppression of insulin induced protein 2 (INSIG2). INSIG2 is a protein of the endoplasmic reticulum that blocks the activation of SREBP1c by binding to SREBP cleavage-activating protein (SCAP) and prevents it from escorting SREBPs to the Golgi [52]. This scenario was confirmed in our experiment by the significant downregulation of *INSIG2* [FC = − 1.35], and the fact that at this age of the calf most of the supply of fatty acids (FA) are derived from consuming milk replacer.

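On chromosome 2, INSIG2 (Entrez gene 534440) spans positions 70121979 to 70144472. For INSIG2, CON samples had 32.1 ± 1.11 CPM (SD, n = 5) and MET samples 23.4 ± 3.00 CPM (SD, n = 5). From the INSIG2 counts of the 12 libraries, the log2 fold change was −0.43 (standard error 0.095, adjusted p = 0.0582 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −0.45 (adjusted p = 0.173) from the 10 samples. INSIG2 was lower in all 5 MET samples than in any CON sample (exact two-sided permutation p = 0.00794). INSIG2 kept a log2 fold change between −0.48 and −0.39 when each of the 12 libraries was left out in turn, with FDR at most 0.10 in 10 of these 12 fits.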

The lower phosphorylated S6K1 (Ribosomal Protein S6 Kinase) ratio in MET calves was intriguing considering that S6K1 is the predominant regulatory kinase of GSK3 (Glycogen synthase kinase 3) [53] and that AKT is known to inactivate GSK3β [54], one of the two isoforms of GSK3. 

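PCK1, Entrez gene 282855, is annotated on chromosome 13 between 59144588 and 59150714. The PCK1 values were 302 ± 59.6 CPM (SD, n = 5) under MET and 554 ± 193 CPM (SD, n = 5) under CON. PCK1 had a log2 fold change of −0.99 (standard error 0.21, adjusted p = 0.0570) over the 12 libraries and of −0.88 (adjusted p = 0.175) over the 10 samples in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For PCK1, 4 of the 5 MET samples lay below all 5 CON samples (exact two-sided permutation p = 0.0238). For PCK1, the 12 fits that each left out 1 library gave log2 fold changes from −1.10 to −0.88, and 10 of them had FDR at most 0.10.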

In this context, the significant downregulation of *PCK1* (*Phosphoenolpyruvate Carboxykinase 1*) [FC = − 1.99] is in line with the fact that most of the circulating glucose in newborn calves arises from lactose in the milk replacer fed. 

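The FOXO4 gene (Entrez gene 618793) extends from 84822740 to 84831551 on chromosome X. FOXO4 expression was 18.0 ± 2.98 CPM (SD, n = 5) in CON and 12.3 ± 1.83 CPM (SD, n = 5) in MET samples. By FOXO4 counts of the 12 libraries, the log2 fold change was −0.53 (standard error 0.12, adjusted p = 0.0635 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against −0.55 (adjusted p = 0.174) over the 10 samples. Diet separated the FOXO4 values completely, with the 5 MET samples below the 5 CON samples (exact two-sided permutation p = 0.00794). For FOXO4, the 12 fits that each left out 1 library gave log2 fold changes from −0.60 to −0.44, and 10 of them had FDR at most 0.10. Among the CON samples, CON replicate 2 stood apart for FOXO4 at 23.3 CPM, with the others between 15.9 and 17.3 CPM.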

The downregulation of *FOXO4* (*Forkhead Box O4*) [FC = − 1.44] also agreed with this idea, since the FOXO complex binds the *PCK1* promoter [55].

It is well-established that lactose intake on its own is not sufficient to meet the newborn glucose demands [56], thus, calves have to establish endogenous glucose production and gluconeogenesis [57]. In this regard, hepatic glycogen stored during late-gestation represents an important energy source that is quickly exhausted [57, 58] until the gluconeogenic response is better developed. Typically, an increase of glucose-6-phosphatase (G6Pase) activity mirrors the decline of hepatic glycogen storage soon after birth [57]. This scenario was confirmed in our experiment by the significant downregulation of *GYS2* (*Glycogen Synthase 2*) [FC = − 1.39] and the simultaneous upregulation of *G6PC3* (*Glucose-6-Phosphatase Catalytic Subunit 3*) [FC = 1.30].

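GYS2 (Entrez gene 537451) lies on chromosome 5 from 89020672 to 89077024. Expression of GYS2 averaged 235 ± 34.8 CPM (SD, n = 5) in MET samples against 328 ± 47.1 CPM (SD, n = 5) in CON samples. Between MET and CON, GYS2 changed by a log2 fold change of −0.48 over the 12 libraries (standard error 0.13, adjusted p = 0.0813 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of −0.48 over the 10 samples (adjusted p = 0.187). The GYS2 values of 4 of the 5 MET samples fell below those of every CON sample (exact two-sided permutation p = 0.0159). Across the GYS2 fits without 1 library each, the log2 fold change ranged from −0.54 to −0.41 and FDR was at most 0.10 in 2 of 12. On chromosome 19, G6PC3 (Entrez gene 369023) spans positions 44531725 to 44536440. For G6PC3, CON samples had 15.7 ± 2.06 CPM (SD, n = 5) and MET samples 20.4 ± 2.62 CPM (SD, n = 5). From the G6PC3 counts of the 12 libraries, the log2 fold change was 0.38 (standard error 0.11, adjusted p = 0.0918 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.38 (adjusted p = 0.202) from the 10 samples. G6PC3 was higher in 4 of the 5 MET samples than in any CON sample (exact two-sided permutation p = 0.0159). Across the G6PC3 fits without 1 library each, the log2 fold change ranged from 0.32 to 0.43 and FDR was at most 0.10 in 1 of 12.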

Mechanistically, greater activity of G6P phosphatase favors conversion of glucose-6-phosphate to glucose and ensures the release of glucose into the circulation [59]. Nevertheless, the downregulation of *PYGL* (*Glycogen Phosphorylase L*) [FC = − 1.32], along with upregulation of *NR0B2* (*Nuclear Receptor Subfamily 0 Group B Member 2*) [FC = 2.64] and *PPP2R3C* (*Protein Phosphatase 2 Regulatory Subunit B″ Gamma*) [FC = 1.68] was intriguing. These responses seemed to suggest a better capacity of MET calves in the utilization of lactose for meeting glucose requirements with a consequent reduction in depletion of glycogen reserves. 

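PYGL, Entrez gene 505472, is annotated on chromosome 10 between 43786281 and 43841188. The PYGL values were 505 ± 42.4 CPM (SD, n = 5) under MET and 683 ± 78.8 CPM (SD, n = 5) under CON. PYGL had a log2 fold change of −0.40 (standard error 0.11, adjusted p = 0.0781) over the 12 libraries and of −0.44 (adjusted p = 0.180) over the 10 samples in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For PYGL, each of the 5 MET samples lay below the 5 CON samples (exact two-sided permutation p = 0.00794). With PYGL refitted without each library in turn, the log2 fold change stayed between −0.43 and −0.34, and FDR stayed at most 0.10 in 3 of 12 fits. Over the alternatives that kept all 12 libraries separate, the log2 fold change of PYGL, with 5424 exonic bases, ran from −0.423 to −0.308. Its adjusted p there ran from 0.00180 to 0.309, by the test of each alternative with Benjamini-Hochberg adjustment. The NR0B2 gene (Entrez gene 514770) extends from 126892628 to 126894826 on chromosome 2. NR0B2 expression was 15.8 ± 8.05 CPM (SD, n = 5) in CON and 39.2 ± 11.3 CPM (SD, n = 5) in MET samples. By NR0B2 counts of the 12 libraries, the log2 fold change was 1.40 (standard error 0.27, adjusted p = 0.0452 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against 1.31 (adjusted p = 0.173) over the 10 samples. Diet separated the NR0B2 values completely, with the 5 MET samples above the 5 CON samples (exact two-sided permutation p = 0.00794). With NR0B2 refitted without each library in turn, the log2 fold change stayed between 1.27 and 1.65, and FDR stayed at most 0.10 in 10 of 12 fits. PPP2R3C (Entrez gene 533147) lies on chromosome 21 from 45794409 to 45820504. Expression of PPP2R3C averaged 16.1 ± 3.41 CPM (SD, n = 5) in MET samples against 9.69 ± 1.55 CPM (SD, n = 5) in CON samples. From CON to MET, PPP2R3C changed by a log2 fold change of 0.75 over the 12 libraries (standard error 0.15, adjusted p = 0.0486 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 0.73 over the 10 samples (adjusted p = 0.173). The PPP2R3C values of 4 of the 5 MET samples exceeded those of every CON sample (exact two-sided permutation p = 0.0159). PPP2R3C kept a log2 fold change between 0.67 and 0.84 when each of the 12 libraries was left out in turn, with FDR at most 0.10 in 10 of these 12 fits.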

The *PYGL* gene encodes a protein that catalyzes the cleavage of alpha-1,4-glucosidic bonds to release glucose-1-phosphate from liver glycogen stores and plays an important role in maintaining blood glucose homeostasis [60]. *NR0B2* encodes a protein that can directly bind to cAMP response element-binding protein (CREB) to block the association with CREB regulated transcription coactivator 2 (CRTC2), leading to an inhibition of hepatic gluconeogenic mRNA abundance [61, 62]. This was in line with the fact that AKT is known to phosphorylate and inhibit CRTC2 whose disruption is known to improve insulin sensitivity [63]. *PPP2R3C* encodes a subunit of the PP2A (protein phosphatase 2) holoenzyme involved in glucocorticoid receptor (GR) feedback regulation, and particularly in GR-mediated negative regulation [64]. In this regard, it is known that glucocorticoids in neonatal calves through activation of the GR can influence many important liver functions such as gluconeogenesis [65]. Particularly neonatal glucose metabolism when nutrient supply is insufficient [57]. Overall, this idea was also supported by our metabolomics results. Indeed, in absence of differences in feed intake, the greater concentrations of the tricarboxylic acid cycle intermediates fumarate and glutamate along with NAD/NADH in MET calves indicated enhanced rates of energy metabolism [26].

### Lipid metabolism

Lactose intake on its own is not sufficient to meet glucose demands [56] and mitochondrial FA oxidation increases after birth to cover energy needs [57]. 

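The fatty acid degradation genes, of which 34 of the 34 members listed were tested, averaged a log2 CPM of 6.90 ± 0.12 (SD, n = 5) in CON and 6.68 ± 0.23 (SD, n = 5) in MET. Over the 12 libraries the set mean was lower in MET, with a log2 difference of −0.20 (exact two-sided permutation p = 0.0454, Benjamini-Hochberg adjusted p = 0.0649 over the 10 sets), and over the 10 samples the difference was −0.22 (p = 0.0714, adjusted p = 0.102). For the fatty acid degradation genes, 3 of the 5 MET samples lay below every CON sample. Once corrected for gene length, the fatty acid degradation genes differed by −0.23 over the 10 samples (exact two-sided permutation p = 0.0714, Benjamini-Hochberg adjusted p = 0.102). Higher means in MET were found for 11 of these genes and lower means for 23; 4 had FDR at most 0.10 over the 12 libraries, and 6 had an unadjusted p of at most 0.05 over the 10 samples in edgeR's quasi-likelihood test. With the library size alone in place of TMM, the difference was −0.17 over the 12 libraries (Benjamini-Hochberg adjusted p = 0.251 by the exact permutation test). On chromosome 29, CPT1A (Entrez gene 506812) spans positions 46820298 to 46880905. For CPT1A, CON samples had 287 ± 55.1 CPM (SD, n = 5) and MET samples 197 ± 32.7 CPM (SD, n = 5). From the CPT1A counts of the 12 libraries, the log2 fold change was −0.55 (standard error 0.15, adjusted p = 0.0846 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −0.54 (adjusted p = 0.183) from the 10 samples. CPT1A was lower in 4 of the 5 MET samples than in any CON sample (exact two-sided permutation p = 0.0159). CPT1A kept a log2 fold change between −0.61 and −0.49 when each of the 12 libraries was left out in turn, with FDR at most 0.10 in 4 of these 12 fits. ACADM, Entrez gene 505968, is annotated on chromosome 3 between 69344152 and 69382579. The ACADM values were 101 ± 27.3 CPM (SD, n = 5) under MET and 175 ± 49.1 CPM (SD, n = 5) under CON. ACADM had a log2 fold change of −0.75 (standard error 0.20, adjusted p = 0.0798) over the 12 libraries and of −0.79 (adjusted p = 0.181) over the 10 samples in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For ACADM, each of the 5 MET samples lay below the 5 CON samples (exact two-sided permutation p = 0.00794). For ACADM, the 12 fits that each left out 1 library gave log2 fold changes from −0.82 to −0.61, and 5 of them had FDR at most 0.10.

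**Figure D4:**
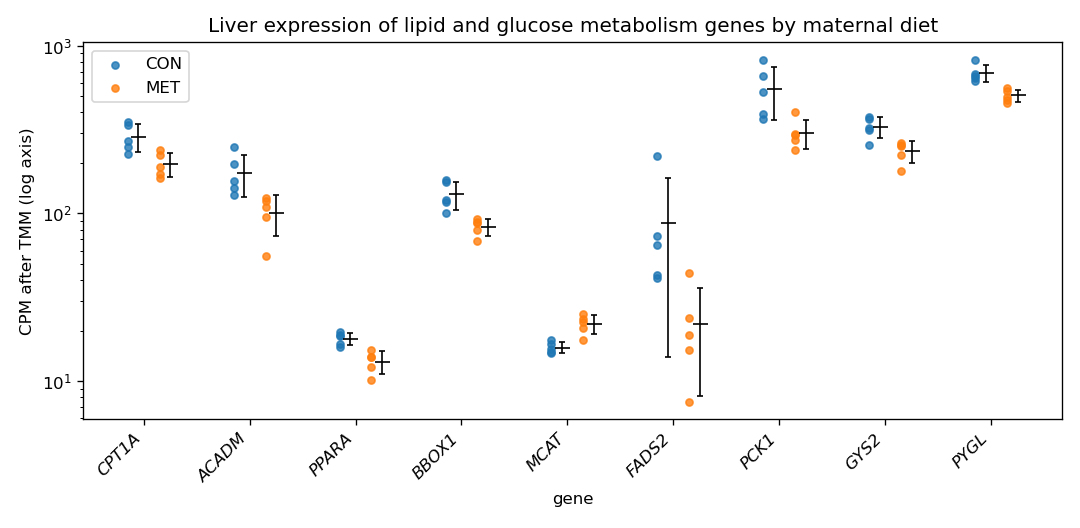
CPM after TMM normalization (log axis) of 9 genes of lipid and glucose metabolism in the 5 CON and 5 MET samples, with library pairs counted once. Each point is a sample and each bar the mean and SD of a diet, and the MET mean is lower in all of them but MCAT.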

In our experiment, we detected an overall downregulation of ‘Lipid metabolism’ in MET calves (Fig. 3; Additional File 5), and notably of ‘Fatty acid degradation’ genes such as *ACOX1* (*Acyl-CoA Oxidase 1*) [FC = − 1.53], *CPT1A* (*Carnitine Palmitoyltransferase 1A*) [FC = − 1.46], and *ACADM* (*Acyl-CoA Dehydrogenase Medium Chain*) [FC = − 1.68] all of which are well-known to be crucial for mitochondrial and peroxisomal FA oxidation [66]. There was also a significant downregulation of *PPARA* (*Peroxisome Proliferator Activated Receptor Alpha*) [FC = − 1.33] that encodes a nuclear receptor controlling genes required for activation of mitochondrial and peroxisomal FA oxidation [67]. 

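The PPARA gene (Entrez gene 281992) extends from 117150450 to 117233112 on chromosome 5. PPARA expression was 17.9 ± 1.57 CPM (SD, n = 5) in CON and 13.1 ± 2.00 CPM (SD, n = 5) in MET samples. By PPARA counts of the 12 libraries, the log2 fold change was −0.42 (standard error 0.12, adjusted p = 0.0849 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against −0.45 (adjusted p = 0.178) over the 10 samples. Diet separated the PPARA values completely, with the 5 MET samples below the 5 CON samples (exact two-sided permutation p = 0.00794). For PPARA, the 12 fits that each left out 1 library gave log2 fold changes from −0.47 to −0.35, and 2 of them had FDR at most 0.10.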

In this context, the downregulation of *Gamma-Butyrobetaine Hydroxylase 1* (*BBOX1*) [FC = − 1.51], which in non-ruminants is regulated by PPARA [68], was noteworthy. This gene encodes the rate-limiting enzyme in the synthesis of carnitine from butyrobetaine [68], an essential nutrient for CPT1 activity and mitochondrial FA oxidation [69, 70]. 

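BBOX1 (Entrez gene 507159) lies on chromosome 15 from 58532712 to 58609232. Expression of BBOX1 averaged 83.3 ± 9.51 CPM (SD, n = 5) in MET samples against 129.9 ± 24.9 CPM (SD, n = 5) in CON samples. With MET compared to CON, BBOX1 changed by a log2 fold change of −0.60 over the 12 libraries (standard error 0.13, adjusted p = 0.0528 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of −0.64 over the 10 samples (adjusted p = 0.173). The BBOX1 values of MET samples all fell below those of CON samples (5 against 5, exact two-sided permutation p = 0.00794). Across the BBOX1 fits without 1 library each, the log2 fold change ranged from −0.66 to −0.53 and FDR was at most 0.10 in 10 of 12.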

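On chromosome 5, MCAT (Entrez gene 508130) spans positions 114576427 to 114588044. For MCAT, CON samples had 15.9 ± 1.21 CPM (SD, n = 5) and MET samples 21.9 ± 2.90 CPM (SD, n = 5). From the MCAT counts of the 12 libraries, the log2 fold change was 0.50 (standard error 0.10, adjusted p = 0.0452 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.47 (adjusted p = 0.174) from the 10 samples. MCAT was higher in 4 of the 5 MET samples than in any CON sample (exact two-sided permutation p = 0.0159). Across the MCAT fits without 1 library each, the log2 fold change ranged from 0.46 to 0.56 and FDR was at most 0.10 in 10 of 12.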

In the absence of differences in hepatic concentration of butyrobetaine (Table 5) and fat intake, and because calves were consuming a high-fat milk replacer (15% crude fat on dry matter basis), the significant upregulation of *MCAT* (*Malonyl-Coa-Acyl Carrier Protein Transacylase*) [FC = 1.42] agreed with the downregulation of *CPT1A*. Indeed, *MCAT* is a component of the fatty synthase complex [71] and is specifically involved in the step where malonyl-CoA is loaded into the enzyme complex at the beginning of the FA biosynthesis process [72]. Considering that most of the FA found in the liver would have come as chylomicron remnants or from lipogenesis [73], it is plausible that lipogenesis from intake of lactose and glucose availability in the liver would have increased malonyl-CoA concentration, an allosteric inhibitor of *CPT1A* and mitochondrial FA oxidation [74]. Although we did not measure proteins involved in mitochondrial or peroxisomal FA oxidation, the downregulation of the above well-known FA oxidation genes that are transcriptionally-regulated suggested that the most logical alternative for the liver to handle FA coming from the diet in the MET calves might have been through synthesis of very low density lipoproteins (VLDL), phospholipid species, and/or incorporation into cellular membranes. The former hypothesis, formulated previously [75], was corroborated in our experiment by the tendency for greater mRNA abundance of *MAT1A* and *PEMT* (*P* value < 0.10; Table 7) in MET calves. These genes, indeed, play an important role in hepatic phosphatidylcholine (PC) synthesis [76–78], which is known to participate in VLDL synthesis and help prevent fatty liver [79, 80]. Endogenous synthesis of PC from supplemental Met [81] was already proposed to play a role in the ability of the cow liver to handle influx of FA produced from lipolysis after parturition [34]. More in-depth discussion about possible effects on increased VLDL export through the generation of PC is available in Additional File 4.

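FADS2, Entrez gene 521822, is annotated on chromosome 29 between 41045232 and 41082249. The FADS2 values were 22.0 ± 13.8 CPM (SD, n = 5) under MET and 88.2 ± 74.2 CPM (SD, n = 5) under CON. FADS2 had a log2 fold change of −2.01 (standard error 0.46, adjusted p = 0.0635) over the 12 libraries and of −2.004 (adjusted p = 0.175) over the 10 samples in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For FADS2, 4 of the 5 MET samples lay below all 5 CON samples (exact two-sided permutation p = 0.0238). With FADS2 refitted without each library in turn, the log2 fold change stayed between −2.37 and −1.46, and FDR stayed at most 0.10 in 8 of 12 fits. The unsaturated fatty acid biosynthesis genes, of which 16 of the 21 members listed were tested, averaged a log2 CPM of 6.21 ± 0.23 (SD, n = 5) in CON and 5.81 ± 0.30 (SD, n = 5) in MET. Their difference between MET and CON was −0.35 over the 12 libraries (exact two-sided permutation p = 0.0216, Benjamini-Hochberg adjusted p = 0.0433 over the 10 sets) and −0.40 over the 10 samples (p = 0.0476, adjusted p = 0.0926). For the unsaturated fatty acid biosynthesis genes, 4 of the 5 MET samples lay below every CON sample. After the gene length correction, the unsaturated fatty acid biosynthesis genes differed by −0.42 over the 10 samples (exact two-sided permutation p = 0.0318, Benjamini-Hochberg adjusted p = 0.0794). Of these genes, 3 had a higher and 13 a lower mean in MET, 3 had FDR at most 0.10 over the 12 libraries, and 6 had an unadjusted p of at most 0.05 over the 10 samples in edgeR's quasi-likelihood test. With the library size alone in place of TMM, the difference of this set was −0.32 over the 12 libraries (Benjamini-Hochberg adjusted p = 0.127 by the exact permutation test).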

The marked downregulation of *Fatty Acid Desaturase 2* (*FADS2*) [FC = − 4.02] was also intriguing. This gene encodes the delta-6 desaturase enzyme, which catalyzes the first step in the desaturation and elongation of the dietary essential FA [82]. Interestingly, a different pool of PC molecular species is synthesized in the liver and is partly dependent on the pathway of synthesis: the cytidine diphosphocholine (CDP)-choline and phosphatidylethanolamine N-methyltransferase (PEMT) pathways [83]. PC synthesized via the PEMT pathway has higher concentrations of long-chain and highly-unsaturated species [84], whereas PC produced via the CDP-choline pathway has higher monounsaturated and saturated FA [85]. Thus, we speculate that lower *FADS2* expression may influence the availability of the preferred substrate required for liver PC synthesis in the PEMT pathway. In this regard, a diminished methylation capacity and hypermethylation silencing of *FADS2* mRNA expression has been observed in mice with CBS deficiency [86].

### Amino acid metabolism

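The branched-chain amino acid degradation genes, of which 41 of the 43 members listed were tested, averaged a log2 CPM of 6.74 ± 0.083 (SD, n = 5) in CON and 6.50 ± 0.19 (SD, n = 5) in MET. Over the 12 libraries the set mean was lower in MET, with a log2 difference of −0.24 (exact two-sided permutation p = 0.00433, Benjamini-Hochberg adjusted p = 0.0144 over the 10 sets), and over the 10 samples the difference was −0.25 (p = 0.0159, adjusted p = 0.0529). For the branched-chain amino acid degradation genes, 4 of the 5 MET samples lay below every CON sample. Once corrected for gene length, the branched-chain amino acid degradation genes differed by −0.27 over the 10 samples (exact two-sided permutation p = 0.00794, Benjamini-Hochberg adjusted p = 0.0794). Higher means in MET were found for 9 of these genes and lower means for 32; 5 had FDR at most 0.10 over the 12 libraries, and 8 had an unadjusted p of at most 0.05 over the 10 samples in edgeR's quasi-likelihood test.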

Our functional analysis indicated that ‘Amino Acid metabolism’ was overall inhibited (Fig. 3; Additional File 5), due to marked inhibition of the ‘Valine, leucine and isoleucine degradation’ pathway. Leucine, isoleucine and valine are branched-chain amino acids (BCAA) with a number of biological functions beyond protein synthesis [87]. Furthermore, although little is known about the impact of changes in BCAA availability on immune system functionality in ruminants, both human and rodent studies have underscored the relationship between BCAA availability and improved immune function [88–91], highlighting the need for further studies about BCAA effects on dairy cows during the periparturient period and on newborn calves.

An increased concentration and utilization of essential AA, particularly BCAA, was observed in immortalized bovine mammary epithelial cells when the supply of Met increased [92]. The authors speculated this change was potentially mediated by alterations in AA transporters controlled by mTOR whose activation was observed when Met supply increased [92–94]. 

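The LAMTOR2 gene (Entrez gene 616375) extends from 14763799 to 14766945 on chromosome 3. LAMTOR2 expression was 42.6 ± 3.96 CPM (SD, n = 5) in CON and 57.6 ± 5.73 CPM (SD, n = 5) in MET samples. By LAMTOR2 counts of the 12 libraries, the log2 fold change was 0.44 (standard error 0.090, adjusted p = 0.0458 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against 0.44 (adjusted p = 0.173) over the 10 samples. Diet separated the LAMTOR2 values completely, with the 5 MET samples above the 5 CON samples (exact two-sided permutation p = 0.00794). With LAMTOR2 refitted without each library in turn, the log2 fold change stayed between 0.39 and 0.49, and FDR stayed at most 0.10 in 10 of 12 fits. Over the alternatives that kept all 12 libraries separate, the log2 fold change of LAMTOR2, with 646 exonic bases, ran from 0.249 to 0.479. Its adjusted p there ran from 0.000572 to 0.260, by the test of each alternative with Benjamini-Hochberg adjustment.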

In this context, the significant upregulation of *Late Endosomal/Lysosomal Adaptor, MAPK and MTOR Activator* (*LAMTOR2*) [FC = 1.36] was noteworthy. The protein encoded by this gene is part of the regulatory complex involved in AA sensing and activation of mTORC1 [95], a signaling complex promoting cell growth in response to growth factors, energy level, and supply of AA [96].

Although a greater mRNA abundance of AA transporters was observed in the placenta of MET cows [24], which we speculated was partly due to greater DMI, overall, our results indicated that feeding RPM to enhance post-ruminal supply of MET did not affect hepatic AA transport in calf liver. In this regard, it is important to note that our calves were fed a high-protein milk replacer (28% crude protein on dry matter basis). Without differences in intake, our results suggested a lower utilization of AA in MET calf liver. This idea is supported by the lower p-S6K1, since it is well known the central role played by S6K1 in the regulation of protein translation in mammals [97]. The numerically-lower expression of pRPS6 (*P* value = 0.15) also partly corroborated this idea. Indeed, RPS6 was the first S6K substrate identified [98]. Considering our scenario of lower AA utilization by the liver, we speculate about the presence of possible AA ‘sparing effects’ in MET calves, i.e. more essential AA available for other organs, e.g. skeletal muscle for growth. This hypothesis agrees with the greater rate of growth already observed in utero and during early postnatal life in calves born to cows fed RPM to enhance post-ruminal Met supply during late gestation [26, 27].

### Glutathione metabolism

Although no significant differences between CON and MET calves were detected for GSH concentration, upregulation of *GSTO1* (*Glutathione S-Transferase Omega 1*) [FC = 2.85] and *GPX1* (*Glutathione Peroxidase 1*) [FC = 1.56; Additional File 2] both of which are involved in ‘Glutathione metabolism’ underscored the importance of this pathway in the MET neonatal liver. 

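GSTO1 (Entrez gene 505642) lies on chromosome 26 from 25088448 to 25097722. Expression of GSTO1 averaged 16.4 ± 4.78 CPM (SD, n = 5) in MET samples against 5.49 ± 2.94 CPM (SD, n = 5) in CON samples. Between MET and CON, GSTO1 changed by a log2 fold change of 1.51 over the 12 libraries (standard error 0.37, adjusted p = 0.0692 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 1.56 over the 10 samples (adjusted p = 0.175). The GSTO1 values of MET samples all exceeded those of CON samples (5 against 5, exact two-sided permutation p = 0.00794). GSTO1 kept a log2 fold change between 1.27 and 1.64 when each of the 12 libraries was left out in turn, with FDR at most 0.10 in 8 of these 12 fits. Among the CON samples, CON replicate 2 stood apart for GSTO1 at 0.503 CPM, with the others between 5.59 and 7.99 CPM. On chromosome 22, GPX1 (Entrez gene 281209) spans positions 51325106 to 51326274. For GPX1, CON samples had 108 ± 19.8 CPM (SD, n = 5) and MET samples 169.8 ± 33.1 CPM (SD, n = 5). From the GPX1 counts of the 12 libraries, the log2 fold change was 0.64 (standard error 0.15, adjusted p = 0.0684 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.66 (adjusted p = 0.174) from the 10 samples. GPX1 was higher in all 5 MET samples than in any CON sample (exact two-sided permutation p = 0.00794). GPX1 kept a log2 fold change between 0.53 and 0.71 when each of the 12 libraries was left out in turn, with FDR at most 0.10 in 9 of these 12 fits.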

In non-ruminants, the role of GSH (a potent intracellular antioxidant in liver tissue) has been extensively described, in particular its association with methyl-transferase products involved in ‘Cysteine and Methionine metabolism’ [99]. In this regard, the tendency for greater taurine production in MET calves (*P* value = 0.06; Table 3) suggested possible beneficial effects on antioxidant responses during early postnatal life. An improved antioxidant status has been observed in peripartal dairy cows receiving enhanced post-ruminal Met supply [22, 35], and an increased in GPX activity also has been highlighted [100].

The idea that endogenous taurine plays a role in the antioxidant response of calves was formulated considering enzyme activity and metabolomics in the bigger cohort of calves from the present study [26]. It was further supported by data from an in vitro study in which taurine supplementation mitigated the inflammatory activation of blood polymorphonuclear leukocytes from neonatal Holstein calves [101]. More in general along with taurine, despite the lower CBS activity, the greater concentration of cystathionine and serine detected in MET calves suggested a greater activity of the transsulfuration pathway in MET calves, which is the main source of the cellular antioxidant GSH [40]. This scenario in our experiment supported the hypothesis of a better antioxidant status in MET calves, also suggested by the marked downregulation of *Catalase* (*CAT*) [FC = − 1.77; Additional File 2]. 

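CAT, Entrez gene 531682, is annotated on chromosome 15 between 65779325 and 65815272. The CAT values were 1105 ± 104 CPM (SD, n = 5) under MET and 1939.5 ± 327 CPM (SD, n = 5) under CON. CAT had a log2 fold change of −0.83 (standard error 0.13, adjusted p = 0.0398) over the 12 libraries and of −0.81 (adjusted p = 0.155) over the 10 samples in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For CAT, each of the 5 MET samples lay below the 5 CON samples (exact two-sided permutation p = 0.00794). For CAT, the 12 fits that each left out 1 library gave log2 fold changes from −0.91 to −0.78, all with FDR at most 0.10.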

In humans, CAT is the most-adaptive antioxidant enzyme in the presence of oxidative stress and plays a pivotal role in cellular defense against oxidative damage [102].

The increase of antioxidant enzymes such as CAT can be considered a compensatory response to increased oxidative stress [103]. In non-ruminants, hepatic CAT activity increased during oxidative impairment due to an inhibition of CBS, although no variation in mRNA abundance [104] and no effect on GHS peroxidase, GHS reductase and GHS S-transferase activities were reported [104]. This latter pattern seemed to be recognizable in our experiment, suggesting that lower CBS activity was not associated with an alteration in epigenetic methylation as reported previously [105]. This is particularly noteworthy considering the role played by CBS in the transition from methylation to transsulfuration. More in-depth discussion about CBS activity is available in Additional File 4.

Overall, our results seemed to support the idea that feeding RPM to enhance post-ruminal supply of Met (along with other nutrients due to the greater DMI) may promote, through the transsulfuration pathway, production of the antioxidants GSH and taurine in calves [26]. The increased potential for antioxidant production may help alleviate oxidative stress and inflammation induced from reactive oxygen metabolite production in the liver [35, 106, 107] particularly at birth when antioxidant mechanisms in the new-born are still immature [108, 109]. Although downregulation of various genes associated with mitochondrial FA oxidation was observed in MET calves, the fact that high intracellular levels of FA are a source of reactive oxygen species [110] potentially via peroxisomal oxidation underscores the importance for production of antioxidants such as GSH and taurine. This hypothesis was also broadly supported in our experiment by the marked downregulation of ‘p53 signaling pathway’ (Fig. 5), since it is known that p53 activation is induced by multiple stress signals [111] and notably by oxidative stress [112].

Furthermore, considering that induction of thermogenic genes was recently observed as a consequence of taurine supplementation [113], and that liver is one important hub in thermogenesis [114], the overall upregulation of ‘Enrivonmental Adaptation’ function (Fig. 3; Additional File 5) due to changes in the ‘Thermogenesis’ pathway suggested that adaptive functions also might have been enhanced by feeding RPM to enhance post-ruminal supply of Met in the pregnant cow. The importance of thermoregulation in the newborn is well-establish as well as its linkage with energy sources available at birth [115], thus, it is plausible that a better energetic and immunometabolic status in MET calves may contribute to the thermoregulation.

### Immune system

New-born calves are immunologically naïve at birth [116], and particularly vulnerable since they have to face many stressors while their immune system is still immature [33]. Birth is the first direct and critical stressor in the calf’s life that has to be faced through innate immunity, a process that functions less effectively in adults, and passive immunity, i.e. the ingestion of colostrum [116]. In this regard, it is worth noting that feeding RPM in late-pregnancy does not seem to impact colostrum yield, colostral FA or AA profiles, colostral immunoglobulin G (IgG) concentrations, or apparent IgG absorption by the calf [27, 30], suggesting that neither the increase in post-ruminal Met nor total nutrient supply (due to greater DMI) affects the ability of the calf to acquire passive immunity. This is in line with the absence of difference in plasma GGT concentration in MET or CON calves (Table 2). Activity of GGT is a suitable indicator of passive immunity transfer in calves, and is highly- and positively-correlated with plasma IgG [117]. At least in non-ruminants, the liver is a key frontline immune tissue, balanced between an anti-inflammatory and immunotolerant status [118, 119]. In our study the overall upregulation of various pathways involved in ‘Immune system’ (Fig. 3; Additional File 5) and notably of ‘C-type lectin receptor signaling’ and ‘Natural killer cell mediated cytotoxicity’ pathways (Fig. 4) seemed to support our general hypothesis of an enhanced immunometabolic status in response to feeding RPM to enhance post-ruminal supply of Met in late-pregnancy. Indeed, these pathways are well-known to be involved in innate immunity [120–122].

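The natural killer cell cytotoxicity genes, of which 25 of the 32 members listed were tested, averaged a log2 CPM of 2.84 ± 0.20 (SD, n = 5) in CON and 3.04 ± 0.13 (SD, n = 5) in MET. Their difference between MET and CON was 0.16 over the 12 libraries (exact two-sided permutation p = 0.156, Benjamini-Hochberg adjusted p = 0.156 over the 10 sets) and 0.20 over the 10 samples (p = 0.111, adjusted p = 0.139). For the natural killer cell cytotoxicity genes, 0 of the 5 MET samples lay above every CON sample. After the gene length correction, the natural killer cell cytotoxicity genes differed by 0.19 over the 10 samples (exact two-sided permutation p = 0.127, Benjamini-Hochberg adjusted p = 0.159). Of these genes, 17 had a higher and 8 a lower mean in MET, 4 had FDR at most 0.10 over the 12 libraries, and 9 had an unadjusted p of at most 0.05 over the 10 samples in edgeR's quasi-likelihood test.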

The upregulation of the ‘Natural killer cell mediated cytotoxicity’ pathway was especially noteworthy considering that natural killer cells are mainly present in liver tissue and play a key role in the innate immune system [121, 123, 124]. Increasing evidence of cross talk between NK cells and other immune cells suggested that NK cells also play an important role in shaping the adaptive immune response [125–127]. On the other hand, C-type lectin receptors (CLR) are powerful pattern-recognition receptors that mediate immune recognition and response [128], whose role in orchestrating the induction of signaling pathways regulating adaptive immune responses is also well-recognized [129, 130].

The evident upregulation of the ‘Glycan Biosynthesis and Metabolism’ pathway (Fig. 3) agreed with the general scenario of an earlier and more effective immune status. Indeed, the role of glycans in the regulation of both innate and adaptive immune responses is well-documented in non-ruminants [131], in particular it is well-known that the immune system is highly controlled and fine-tuned by glycosylation through the addition of a diversity of carbohydrate structures (glycans) to the immune cell receptors [131]. This was consistent with the upregulation of the ‘C-type lectin receptor signaling’ pathway in our experiment, since C-type lectins are a class of glycans binding proteins [132]. In addition, considering the role of the phagosome in linking innate and adaptive immunity [133], the upregulation of the ‘Phagosome’ pathway (Fig. 4) also supported the hypothesis of an enhanced immune status in MET calves.

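The N-glycan biosynthesis genes, of which 47 of the 48 members listed were tested, averaged a log2 CPM of 4.86 ± 0.11 (SD, n = 5) in CON and 4.98 ± 0.14 (SD, n = 5) in MET. Over the 12 libraries the set mean was higher in MET, with a log2 difference of 0.11 (exact two-sided permutation p = 0.143, Benjamini-Hochberg adjusted p = 0.156 over the 10 sets), and over the 10 samples the difference was 0.12 (p = 0.167, adjusted p = 0.167). For the N-glycan biosynthesis genes, 2 of the 5 MET samples lay above every CON sample. Once corrected for gene length, the N-glycan biosynthesis genes differed by 0.10 over the 10 samples (exact two-sided permutation p = 0.214, Benjamini-Hochberg adjusted p = 0.238). Higher means in MET were found for 28 of these genes and lower means for 19; 6 had FDR at most 0.10 over the 12 libraries, and 14 had an unadjusted p of at most 0.05 over the 10 samples in edgeR's quasi-likelihood test.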

The general downregulation of ‘Platelet activation’ (Additional File 5) broadly agreed with this scenario, since liver dysfunction is usually reported in combination with an activation of platelets, often considered dynamic sentinels interacting with immune cells [134–136]. 

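The M-SAA3.2 gene (Entrez gene 618238) extends from 26755567 to 26759547 on chromosome 29. M-SAA3.2 expression was 0.274 ± 0.102 CPM (SD, n = 5) in CON and 1.35 ± 1.42 CPM (SD, n = 5) in MET samples. Between 1 and 5 M-SAA3.2 reads per library were counted in CON and between 3 and 40 in MET, too few to pass the filter used for the other genes, so M-SAA3.2 was tested among the 15527 genes with CPM above 0.5 in at least 2 libraries. M-SAA3.2 then had a log2 fold change of 2.52 (standard error 0.66, adjusted p = 0.0888 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over the 12 libraries and of 2.28 (adjusted p = 0.205) over the 10 samples. The exact two-sided permutation test of M-SAA3.2 over the 10 samples gave p = 0.0556. Without any filter, M-SAA3.2 had adjusted p = 0.102 over the 12 libraries in the same test. The gene belongs to a family of close paralogs, and reads that matched more than 1 of them were not counted.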

In this context, the marked upregulation of *M-SAA3.2* (*Mammary Serum Amyloid A3.2*) [FC = 5.70] was noteworthy (Table 8). SAA is an acute-phase protein which is highly-conserved among all vertebrate species [137]. In this regard, it is important to note that, if this response translated into more SAA protein secreted from the liver, it would mean that AA within liver would have been channeled away from protein synthesis, as suggested by the lower p-S6K1 observed in MET calves. Although the functional significance of SAA production remains speculative, several authors suggested its plausible role as an immunological defense molecule providing immediate defense against inflammatory challenges [138, 139], with a protective role during inflammation [140] and particularly with a possible beneficial function in the well-being and better extrauterine life adaptation in calves [141]. More in-depth discussion on single target genes involved in the general context of enhanced immune status is available in Additional File 4.

### Upstream regulators

Transcription factor enrichment analysis with the ChEA3 tool [142] allowed us to predict 72 TF significantly associated (FDR ≤ 0.05) with our DEG list (Additional File 3). A similar approach to the DIA analysis [143] was also applied to predict the potential impact and flux for each highlighted TF. Focusing on the top-10 ranked TF (Table 10) and based on information retrieved from the published literature, many of them are consistent with our general scenario of a higher immunometabolic state, greater insulin sensitivity and lower mitochondrial FA oxidation in MET calves. Among other TF identified were FOXO1 (Forkhead Box O1), PPARG (Peroxisome Proliferator Activated Receptor Gamma), E2F1 (E2F Transcription Factor 1), and CREB1 (CAMP Responsive Element Binding Protein 1). All these have relatively well-established associations with important metabolic and cellular processes in non-ruminants.

At least in non-ruminants, FOXO1 is a key TF associated with coordinating lipid metabolism in the post-absorptive state, integrating insulin signaling with glucose and lipid metabolism [144]. In liver, insulin activates the PI3K/PKB signaling pathway [145] and results in FOXO1 protein phosphorylation and degradation [146]. FOXO1 binds and promotes transcription of *PCK1*, which plays a key role in gluconeogenesis [146]. Indeed, hepatic FOXO1 loss-of-function mutant suppresses *PCK1* expression determining a decreased hepatic gluconeogenesis [146]. Also the regulation of pyruvate dehydrogenase kinase (PDK) expression by FOXO signaling has been recently investigated and the inhibition of PDK by insulin via phosphorylation of FOXO through PI3K/Akt signaling pathway has been described [147, 148]. The downregulation of *PDK1* [FC = − 1.45] in our experiment was in line with this scenario. Furthermore, at least in non-ruminants, FOXO1 regulates transcription of genes involved in hepatic assembly of VLDL [149] and also plays a fundamental role in development and differentiation of immune cells [150].

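PDK1 (Entrez gene 528655) lies on chromosome 2 from 24065277 to 24107467. Expression of PDK1 averaged 14.3 ± 2.02 CPM (SD, n = 5) in MET samples against 20.0 ± 5.03 CPM (SD, n = 5) in CON samples. From CON to MET, PDK1 changed by a log2 fold change of −0.54 over the 12 libraries (standard error 0.16, adjusted p = 0.0914 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of −0.49 over the 10 samples (adjusted p = 0.213). The PDK1 values of 4 of the 5 MET samples fell below those of every CON sample (exact two-sided permutation p = 0.0159). Across the PDK1 fits without 1 library each, the log2 fold change ranged from −0.60 to −0.41 and FDR was at most 0.10 in 1 of 12. Among the MET samples, MET replicate 1 stood apart for PDK1 at 10.7 CPM, with the others between 14.6 and 15.6 CPM.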

The nuclear receptor PPARG belongs to peroxisome proliferator-activated receptors, members of the superfamily of ligand-activated nuclear transcription factors. Many PPAR-regulated genes encode proteins that regulate FA oxidation (mitochondrial and peroxisomal) and storage, for example, *ACOX1* and *CPT1A*. Furthermore, PPARG regulates pantothenate kinase (PANK) [151], which catalyzes the rate-controlling step in coenzyme A (CoA) biosynthesis [152]. In our experiment, we detected downregulation of *PANK3* [FC = − 1.87], which would be metabolically important because CoA is an essential cofactor supporting a multitude of oxidative and synthetic reactions, including those involved in FA biosynthesis and oxidation [153]. 

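On chromosome 20, PANK3 (Entrez gene 510749) spans positions 182972 to 204785. For PANK3, CON samples had 24.7 ± 5.47 CPM (SD, n = 5) and MET samples 13.2 ± 2.58 CPM (SD, n = 5). From the PANK3 counts of the 12 libraries, the log2 fold change was −0.91 (standard error 0.16, adjusted p = 0.0398 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −0.90 (adjusted p = 0.155) from the 10 samples. PANK3 was lower in 4 of the 5 MET samples than in any CON sample (exact two-sided permutation p = 0.0159). PANK3 kept a log2 fold change between −1.01 and −0.83, and FDR at most 0.10, in all 12 fits that each left out 1 library.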

Taking all of this into account, the predicted inhibition of PPARG seemed particularly in line with our general scenario of FA oxidation downregulation.

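E2F1, Entrez gene 535369, is annotated on chromosome 13 between 63704817 and 63714008. The E2F1 values were 2.03 ± 0.476 CPM (SD, n = 5) under MET and 2.74 ± 1.71 CPM (SD, n = 5) under CON. E2F1 had a log2 fold change of −0.30 (standard error 0.36, adjusted p = 0.665) over the 12 libraries and of −0.40 (adjusted p = 0.636) over the 10 samples in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For E2F1, 0 of the 5 MET samples lay below all 5 CON samples (exact two-sided permutation p = 0.556). Without CON replicate 3 the direction of E2F1 changed, to a log2 fold change of 0.074, and the other 11 fits that each left out 1 library gave values down to −0.44.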

Among the list of top-10 ranked TF, the presence of E2F1, a well-known TF promoting hepatic gluconeogenesis [154] and innate immune response [155] is noteworthy. Similarly, the predicted activation of CREB1 whose role in coordinating hepatic lipid and glucose metabolism through inhibition of PPARG has been documented [156] along with its role in the immune system through promoting anti-inflammatory responses [157].

## Conclusions

Feeding RPM to enhance maternal post-ruminal Met supply was associated with greater global DNA methylation and distinct hepatic transcriptome, proteome, and metabolome profiles after birth. The hypothesis that enhancing post-ruminal Met supply during late-gestation primed or programmed the Met cycle in calf liver was corroborated. However, in light of the greater DMI in response to feeding RPM (a consistent response across published studies), the increased supply of other nutrients and their potential impact cannot be disregarded. Molecular changes with potential beneficial effects to overall hepatic function were highlighted, especially in terms of metabolism and inflammatory status. This was attributable to the change in expression profiles of several genes mainly involved in ‘Glucose’, ‘Lipid’, ‘Glutathione’, and ‘Immune System’ metabolism. In particular, the results seemed to suggest a greater flux through the TCA cycle along with a better antioxidant status due to taurine and GSH synthesis. Although further studies are required to corroborate this result, the upregulation of ‘Immunity System’ pathways supported the hypothesis that feeding RPM to enhance maternal Met supply may play a role in regulating fetal immunity.

## Methods

### Animals

All procedures for this study were conducted in accordance with a protocol approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Illinois (protocol # 14270). Heifer calves in the present study were a subset from a larger cohort of animals born to Holstein cows randomly assigned to receive a basal control (CON) close-up diet (from − 28 ± 2 d to parturition) [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose MET (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany) [27]. Diet composition is available in Additional File 6. All management procedures have been described previously [27]. Briefly, during the preliminary period from − 45 to − 29 d relative to parturition all cows received a common low-energy and high-straw far-off diet (1.33 Mcal/kg of DM and 13.9% CP) with no RPM. Cows were individually-fed using Calan gates (American Calan Inc., Northwood, NH). At − 28 days relative to parturition, cows were randomly assigned to CON or MET groups. The Met product was offered at a rate of 0.09% of previous day DMI. This supply of Met was based on studies demonstrating beneficial effects on production performance and health during the prepartum period [23, 158]. Mepron® is a commercial rumen-protected source of DL-Met in the form of small beads containing a minimum of 85% methionine that resists ruminal degradation due to an ethyl-cellulose film coating the methionine core. The intestinal digestibility coefficient of Mepron® is 90% [159] and its ruminal bypass value is 80% [160]. Feeding this amount of RPM increased Met concentrations in plasma prior to and during the first 3 weeks postpartum [25].

After parturition, neonatal calves were separated from their dams. Body weight (BW), hip and wither height (HH, WH), hip width (HW) and body length were measured. Heifer calves were kept in the experiment if they fulfilled all the following criteria previously described [30], 1) single heifer calf; (2) heifer calf birth weight > 36 kg; (3) calving difficulty score < 3; and (4) dam first colostrum volume > 3.8 L. All calves were managed in the same fashion. At birth, the navel was disinfected with 7% tincture of iodine solution (First Priority Inc., Elgin, IL, United States), and neonatal calves were vaccinated with TSV II (Pfizer Inc., New York, NY, United States) via nostril application.

Calves were offered 3.8 L of first milking colostrum from their mother within 6 h. If voluntary colostrum intake had not reached the 3.8 L required, calves were force-fed via an esophageal tube to ensure that all calves consumed the same amount of colostrum. Calves were housed in individual outdoor hutches bedded with straw and fed twice daily (AM and PM) with a milk replacer (Advance Excelerate, Milk Specialties, Carpentersville, IL; 28.5% CP, 15% fat). More in detail, heifer calves received 4.54 kg/day of milk replacer mix (0.59 kg of milk replacer in 3.95 L of water) and had ad libitum access to starter grain mix [Ampli-Calf Starter 20®; 19.9% CP and 13.5% neutral detergent fiber (NDF), Purina Animal Nutrition, Shoreview, MN, United States] fed in the morning. All heifer calves remained clinically healthy during the study.

### Sample collection

Per IACUC guidelines, blood samples were collected (*n* = 6 calves per group) from the jugular vein at 2 d of age using 20-gauge BD Vacutainer needles (Becton Dickinson, Franklin Lakes, NJ). Vacutainer tubes used contained lithium heparin, and plasma was obtained by centrifugation at 1900×g for 15 min at 4 °C and stored at − 80 °C until further analysis. Plasma was used to analyze the concentrations of a number of biomarkers associated with energy metabolism (e.g. NEFA, BHBA), immune function, liver function, and oxidant status according to protocols described in a number of publications from our group [9, 10, 30, 31]. In addition, plasma was used to profile concentrations of free AA and indicators of skeletal muscle protein turnover [27]. Plasma insulin concentrations were determined using a bovine-specific commercial ELISA kit (catalog no. 10–1201-01; Mercodia, Uppsala, Sweden).

Per IACUC guidelines, surgical biopsies of the liver could not be obtained until day 4 of age. At that point, samples were obtained via puncture biopsy under local anesthesia (n = 6 calves per group) using published protocols from our group [26, 31]. Tissue was frozen immediately in liquid nitrogen and stored at − 80 °C until further analysis. Samples from the same calves (n = 6 per treatment) used for DNA methylation and RNA-sequencing were used for protein expression, enzyme activity, and metabolomics analyses. The chosen protein targets are key members of the nutrient signaling cascades that respond to insulin and AA supply, hence, allowed us to evaluate potential effects of maternal MET on key metabolic aspects of neonatal liver function. Since newborn calves do not have a functional rumen, insulin plays an essential role on aspects of hepatic nutrient metabolism including coordination of glucose, FA, and AA metabolism [57]. Similarly, since our previous work with neonatal calves revealed unique adaptations in hepatic one-carbon metabolism in response to feeding RPM in late-pregnancy [10, 30], we elected to perform those assays along with targeted metabolomics analysis.

### DNA isolation and global DNA methylation

The DNA was isolated from 50 mg of liver tissue using the Blood and Tissue DNeasy Kit (Qiagen). Methylation of genomic DNA was detected using the Methylamp global DNA methylation quantification ultra-kit (Epigentek) according to manufacturer’s instructions. Details on calculation were reported previously by our group [161].

### Western blotting

The protocol used for western blot was the same as reported previously [162]. Briefly, 50 g of liver tissue was used for total protein extraction using T-PER tissue protein extraction reagent (Cat. 78,510, Thermo Scientific) containing Halt protease and phosphatase inhibitor cocktail (100x, catalog no. 78442; Thermo Fisher Scientific). Concentration of total protein was determined using the Pierce BCA protein assay kit (catalog no. 23227; Thermo Fisher Scientific). Equal amounts of protein were separated using 4–20% Mini-Protean TGX precast gels (Cal. 4,561,096, Bio-rad) and transferred onto a PVDF membrane (Cat. 1,620,261, Bio-rad) using a semidry transfer cell (Serial No. 221BR, Bio-rad). After blocking with 5% non-fat dry milk in trisbuffered saline at room temperature for 2 h, the membrane was washed and incubated with a primary antibody directed against target antibodies. Antibodies raised from rabbit monoclonal antibody were from Cell Signaling Technology and diluted to 1:1000 prior to use [25, 92]. Targets were mTOR, p-mTOR (Ser2448), S6K, p-S6K (Thr389), RPS6, p-RPS6 (Ser235/236), 4EBP1, p-4EBP1 (Thr37/46), Akt, p-Akt (Ser473), eIF2, p-eIF2 (Ser51), eEF2, and p-eEF2 (Thr56) (catalog nos. 2972, 2971, 9202, 9234, 2217, 2211, 9452, 9459, 9272, 9271, 9722, 9721, 2332, and 2331, respectively; Cell Signaling Technology). The secondary antibody was HRP AffiniPure goat anti-rabbit IgG (ab6721, Abcam, diluted to 1:10,000). Visualization of the target proteins was performed using the Clarity Western ECL Substrate (Cat. 170–5060, Bio-rad). Each protein was normalized against GAPDH (Polyclonal antibodies raised in rabbit, ab22555, Abcam, diluted 1:2000). Data are reported as relative expression. The ECL signals were recorded using an imaging system (ChemiDocTM MP, Bio-rad) and analyzed using Image lab 5.2.1 (Bio-Rad, USA).

### Metabolomics

Approximately 100 mg of frozen tissue was extracted using a 2-step protocol described by Wu et al. [163]. Targeted metabolomics (liquid chromatography–MS) was performed to quantify 31 metabolites related to TCA cycle, one-carbon metabolism, and transsulfuration pathway. Samples were analyzed with the 5500 QTRAP liquid chromatography–tandem MS system (Sciex, Framingham, MA) at the metabolomics core facility of the Roy J. Carver Biotechnology Center, University of Illinois (Urbana). Software Analyst 1.6.2 [161] was used for data acquisition and analysis.

### One-carbon metabolism enzyme activity assays

Activity of BHMT, MTR, and CBS was determined according to protocols detailed by Zhou et al. [164].

### RNA extraction and quantitative PCR

All RNA extraction procedures were performed as described previously [26]. Briefly, RNA extracted from liver samples using the miRNeasy kit (Qiagen, Hilden, Germany) following the manufacturer’s protocol. Samples were treated on-column with DNaseI (Qiagen) to remove genomic DNA from the RNA. Quantification was accessed using the NanoDrop ND-1000 (NanoDrop Technologies, Rockland, DE), and RNA quality was measured using an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA). All samples had an RNA integrity number factor greater than 8, RNA was diluted to 100 ng with DNase/RNase-free water for cDNA synthesis by using RT-PCR, and the cDNA was diluted 1:4 with DNase/RNase-free water.

The quantitative PCR (qPCR) performed was SYBER Green based (Quanta Biosciences, Beverly, MA), using a 7-point standard curve obtained from a cDNA pool of all samples. The final data were normalized using the geometric mean of 3 internal control genes: UXT, GAPDH, and RPS9. A total of 24 genes selected related to the Met cycle, DNA methylation, transsulfuration, GSH, and cytidine 5′-diphosphocholine (CDP)–choline pathway were measured. The log_2_ transformed data were analyzed in order to compare the expression means of CON and MET groups. All evaluated genes and primer information are reported in Additional File 7.

### Statistical analysis

Data were assessed for normality of distribution using the Shapiro-Wilk test. When the normality assumption was rejected, data were log_2_-transformed before statistical analysis and log_2_-back transformed after analysis. Differences between the means of the groups were analyzed via one-way ANOVA. Statistical differences were declared significant at *P* value ≤ 0.05 and tendencies at *P* value ≤ 0.10. All statistical analyses were performed in R environment [165].

### RNA-sequencing

Sequencing was performed by the High-Throughput Sequencing and Genotyping Unit of the W. M. Keck Biotechnology Center at the University of Illinois at Urbana Champaign (Urbana, IL, USA). A total of 12 mRNA libraries were prepared with Illumina’s ‘TruSeq Stranded Sample Prep kit’ following the manufacturer’s instructions. Libraries were sequenced on one lane for 101 cycles from one end of the fragments on a HiSeq2500 (Illumina Inc.), using HiSeq SBS sequencing kit version 4. Fastq files were generated and demultiplexed with the bcl2fastq (v2.17.1.14) software (Illumina). Approximately a total of 143 million single-reads sequences of 100 nt in length were collected. The quality control of the raw sequences was assessed with FastQC software (v0.11.15) and the reads were mapped to the bovine reference genome (UMD v.3.1.1; Ensembl Genomes website) using the software package STAR (v2.5.3a). The number of reads that mapped to each gene in each sample was calculated using the feature Counts function in the Subread package (v1.5.2). Data are available at the GEO site of NCBI (GSE163644).

### Identification of differentially expressed genes

The entire downstream analysis for identification of DEGs was conducted within the R environment using the edgeR pipeline [166]. Non-expressed and weakly-expressed genes were removed [167], TMM (trimmed mean of M-values) normalization was applied to all samples and the data were log_2_-transformed. Once dispersion estimates were obtained and a negative binomial generalized linear model was fitted with a design matrix describing the treatment condition (MET and CON groups), quasi-likelihood F-test was used to determine differential expression. Multiplicity correction was performed by applying the Benjamini-Hochberg method on the *P* values, to control the false discovery rate (FDR). The expression level was deemed to be significantly different between the two groups for FDR ≤ 0.10 [32].

### Dynamic impact approach (DIA)

The DIA software was used for functional analyses [143]. Briefly, DIA uses the KEGG systems information to rank biological pathways, calculating the overall impact (importance of a given pathway) and flux (direction of impact; e.g., upregulation, downregulation, or no change) based on gene fold change (FC) values. For this purpose, the entire DEG data set (FDR ≤ 0.10) with associated statistical *P* values was imported into DIA and the functional analysis was performed interrogating all KEGG pathway database.

### Gene network analysis

The PANEV (Pathway Network Visualizer) tool [168] was extensively used to visualize the results in a context of gene/pathway networks, and pinpoint candidate genes associated with a subset of pathways of interest. Briefly, PANEV is an R package set for gene/pathway-based network visualization. Based on information available on KEGG, it visualizes genes within a customized network of multiple interconnected pathways, chosen by the user since supposed to be involved with the trait under investigation. The network graph visualization helped us to interpret functional profiles of cluster of genes. In our case, a network of interconnected (i.e. up- and downstream) pathways involved in ‘Glycolysis/gluconeogenesis’, ‘Lipid metabolism’, ‘Amino acid metabolism’ and ‘Immune system’ pathways was created to pinpoint functional candidate genes with coordinate expressions (Additional File 8).

### Transcription regulator discovery

ChIP-X Enrichment Analysis 3 (ChEA3) tool [142] was used to predict the TF associated with the downstream DEG. ChEA3 is a transcription factor enrichment analysis software that ranks TF associated with user-submitted gene sets [142]. The entire list of DEG (FDR ≤ 0.10) was uploaded on ChEA3 and the ‘Literature ChIP-seq’ library, containing ChIP-seq experiments from human, mouse and rat, was interrogated. ChEA3 core analysis was run using default settings and TF with FDR ≤ 0.05 were considered significantly associated with our DEG list. Furthermore, in order to estimate the state (i.e. activation/inhibition) of significantly-predicted TF, the same approach underlying DIA analysis [143] was applied to the candidate TF list. Briefly, impact and flux value were calculated for each predicted TF according to Bionaz et al. [143]: the impact was obtained by combining the proportion of DEG with the log_2_ mean fold change and mean –log P value of all TF-target genes. More details about rationale and calculation steps of the analysis are reported in the original publication [143]. The ChEA3 outcomes were matched with PANEV results in order to create a network of possible connections between TF and the downstream DEG involved with the ‘Glycolysis/gluconeogenesis’, ‘Lipid metabolism’, ‘Amino acid metabolism’ and ‘Immune system’ pathways (Additional File 9).

## Supplementary Information

**Additional File 1: **Summary of RNA sequencing and alignment for all the samples. mRNA libraries were sequenced on a HiSeq2500 (Illumina Inc.). Quality control metrics were performed on raw sequencing reads using the FASTQC (v0.11.15) application. An index of the reference genome was built and single-end clean reads for each individual were aligned to the reference genome by STAR (v2.5.3a). Reads were mapped and annotated to the *Bos Taurus* UMD_3.1.1, downloaded from Ensembl Genomes website. Reads aligned were quantified with Subread package (v1.5.2) based on the Refseq gene annotation.

**Additional File 2: **List of all differentially expressed genes (FDR ≤ 0.10) from RNAseq data in liver tissue of 4-d old Holstein calves (*n* = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from − 28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany).

**Additional File 3: **List of all transcription factor (TF) obtained with ChEA3 transcription factor enrichment analysis tool and significantly overrepresented (FDR ≤ 0.05) in the differentially expressed gene (DEG) list from RNAseq data in liver tissue of 4-d old Holstein calves (n = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from − 28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany). For each TF, the ranking (Rank), *P* value, false discovery rate (FDR), the overlapping genes among the DEG list, and the predicted state (i.e. impact and flux value) calculated using the rationale underlying the Dynamic Impact Approach (DIA) analysis are reported.

**Additional File 4:.** Extended discussion on methionine synthase (MTR) and cystathionine beta-synthase (CBS) activity, phosphatidylcholine (PC) and very low density lipoproteins (VLDL), and on single genes involved in immune status in MET calves.

**Additional File 5: **KEGG pathways in ‘Lipid Metabolism’, ‘Amino Acid Metabolism’, and ‘Immune System’ subcategories resulting from the DIA analysis of RNAseq data from liver tissue of 4-d old Holstein calves (*n* = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from − 28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany). The columns represent the effect (impact) and flux responses. The blue bars represent the effect value (0 to 300), and the flux columns represent negative (−) and positive (+) flux (− 300 to + 300) based on the direction of the effect. The positive flux (red bars) indicates an upregulation in treated (MET) liver tissue cells compared to control (CON) ones, while the negative flux (green bars) indicates a downregulation.

**Additional File 6:.** Ingredient and nutrient composition of far-off (from − 45 to − 29 d) and close-up (from − 28 d to parturition) diets fed to Holstein cows used in the present study.

**Additional File 7:.** Extended information about quantitative real-time PCR. Accession number, gene symbol, and forward and reverse primer sequences of genes analyzed in calf liver.

**Additional File 8:.** Gene/pathway-based network visualization obtained with Pathway Network Visualizer (PANEV) tool, considering the entire list of differentially expressed genes (FDR ≤ 0.10). The network was created taking into account the main pathways of interest involved in ‘Glycolysis/gluconeogenesis’, ‘Lipid metabolism’, ‘Amino acid metabolism’ and ‘Immune system’, along with the list of their interconnected (i.e. up- and downstream) pathways based on information retrieved on KEGG pathway database.

**Additional File 9:.** Transcription Factor/Gene/pathway-based network visualization matching the outcomes from Pathway Network Visualizer (PANEV) tool with the main results obtained by ChIP-X Enrichment Analysis 3 (ChEA3) software.

## Data Availability

The raw sequencing data of 12 animals in this study are available from the GEO site of NCBI under accession number GSE163644.

## Abbreviations

4EBP1: Eukaryotic translation initiation factor 4E-binding protein 1
AA: Amino acid
ACADM: Acyl-CoA dehydrogenase medium chain
ACOX1: Acyl-CoA oxidase 1
AKT: Serine/threonine-protein kinases
AM: Ante meridiem
ANGPTL3: Angiopoietin-like protein 3
ANOVA: Analysis of variance
APOB: Apolipoprotein B
BBOX1: Butyrobetaine hydroxylase 1
BCAA: Branched-chain amino acids
BHBA: Beta-hydroxybutyric acid
BHMT: Betaine-homocysteine S-methyltransferase
BW: Body weight
CAT: Catalase
CBS: Cystathionine β-synthase
CCNB1: Cyclin B1
CD14: CD14 molecule
CD209: CD209 molecule
CDK1: Cyclin-dependent kinase 1
cDNA: Complementary deoxyribonucleic acid
CDO1: Cysteine dioxygenase type 1
CDP: Cytidine diphosphate
ChEA3: ChIP-X enrichment analysis 3
CLEC6A: C-type lectin domain containing 6A
CLR: C-type lectin receptors
CON: Control
CPT1A: Carnitine palmitoyltransferase 1A
CREB1: CAMP responsive element binding protein 1
CRTC2: CREB regulated transcription coactivator 2
DEG: Differentially expressed gene
DIA: Dynamic impact approach
DMI: Dry matter intake
DNA: Deoxyribonucleic acid
dTMP: Deoxythymidine monophosphate
dUMP: Deoxyuridine monophosphate
E2F1: E2F transcription factor 1
ECL: Emitter-coupled logic
eEF2: Eukaryotic elongation factor 2
eIF2: Eukaryotic initiation factor 2
FA: Fatty acid
FADS2: Fatty acid desaturase 2
FDR: False discovery rate
FOXO1: Forkhead transcription factor 1
FOXO4: Forkhead box O4
G6Pase: Glucose-6-phosphatase
G6PC3: Glucose-6-phosphatase catalytic subunit 3
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
GCL: Glutamate–cysteine ligase
GCLM: Glutamate-cysteine ligase modifier subunit
GPX1: Glutathione peroxidase 1
GR: Glucocorticoid receptor
GSH: Glutathione
GSK3: Glycogen synthase kinase 3
GSTO1: Glutathione S-transferase omega 1
GYS2: Glycogen synthase 2
HH: Hip height
HIST1H2AC: H2A clustered histone 6
HRP: Horseradish peroxidase
HW: Hip width
IACUC: Institutional animal care and use committee
IgG: Immunoglobulin G
INSIG2: Insulin induced protein 2
KEGG: Kyoto encyclopedia of genes and genomes
KLF5: Krüppel-like factor 5
LAMTOR2: Late endosomal/lysosomal adaptor, MAPK and MTOR activator
LIPH: Lipase H
LPA: Lipoprotein A
LPL: Lipoprotein lipase
MAPK: Mitogen-activated protein kinase
MAT1A: Methionine adenosyltransferase 1A
MAT2B: Methionine adenosyltransferase 2B
MCAT: Malonyl-CoA-acyl carrier protein transacylase
Met: Methionine
MET: Maternal methionine supplied
mRNA: Messenger ribonucleic acid
M-SAA3.2: Mammary serum amyloid A3.2
mTORC1: Mechanistic target of rapamycin kinase 1
MTR: 5-methyltetrahydrofolate homocysteine methyltransferase
NAD: Nicotinamide adenine dinucleotide
NADH: Nicotinamide adenine dinucleotide plus hydrogen
NDF: Neutral Detergent Fiber
NEFA: Non-esterified fatty acids
NK: Natural killer
NR0B2: Nuclear receptor subfamily 0 group B member 2
NR3C1: Nuclear receptor subfamily 3 group C member 1
p-4EBP1: Phosphorylated eukaryotic translation initiation factor 4E-binding protein 1
p-AKT: Phosphorilated serine/threonine-protein kinases
PANEV: Pathway network visualizer tool
PANK: Pantothenate kinase
PC: Phosphatidylcholine
PCK1: Phosphoenolpyruvate carboxykinase 1
PCYT1B: Phosphate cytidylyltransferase 1, choline, beta
PDK: Pyruvate dehydrogenase kinase
p-eEF2: Phosphorylated eukaryotic elongation factor 2
p-eIF2: Phosphorylated eukaryotic initiation factor 2
PEMT: Phosphatidylethanolamine N-methyltransferase
Phe: Phenylalanine
PI3K: Phosphoinositide 3-kinases
PKB: Protein kinase B
PLPP3: Phospholipid phosphatase 3
PM: Post meridiem
p-mTOR: Phosphorylated mechanistic target of rapamycin kinase.
POLR2I: RNA polymerase II subunit I
POLR3H: RNA polymerase III subunit H
PP2A: Protein phosphatase 2
PPARA: Peroxisome proliferator activated receptor alpha
PPARG: Peroxisome proliferator sctivated receptor gamma
PPP2R3C: Protein phosphatase 2 regulatory subunit B″ gamma
p-RPS6: Phosphorylated ribosomal protein S6
p-S6K1: Phosphorylated ribosomal protein S6 kinase beta-1
PYGL: Glycogen phosphorylase L
qPCR: Quantitative polymerase chain reaction
QTRAP: Quadropule ion trap
REC8: REC8 meiotic recombination protein
RNA: Ribonucleic acid
RNA-Seq: RNA sequencing
RPM: Rumen-protected methionine
RPS6: Ribosomal protein S6
RPS9: Ribosomal protein S9
RT-PCR: Real-time polymerase chain reaction
S6K: Ribosomal S6 kinase
S6K1: Ribosomal protein S6 kinase beta-1
SAM: S-adenosylmethionine
SCAP: SREBP cleavage-activating protein
SLC44A4: Solute carrier family 44 member 4
SLC51A: Solute carrier family 51 subunit alpha
SREBP1: Sterol-regulated element-binding protein
SREPB1c: Sterol regulatory element binding transcription factor 1c
Tau: Taurine
TCA: Tricarboxylic acid cycle
TF: Transcription factor
THF: Tetrahydrofolate
TNF: Tumor necrosis factor
TRMT61A: tRNA methyltransferase 61A
TYMS: Thymidylate synthase
UXT: Ubiquitously expressed prefoldin like chaperone
VLDL: Very low density lipoproteins
WH: Wither height

# Supplementary material for: Unique adaptations in neonatal hepatic transcriptome, nutrient signaling, and one-carbon metabolism in response to feeding ethyl cellulose rumen-protected methionine during late-gestation in Holstein cows
**Source:** BMC Genomics. 2021 Apr 17;22:280. doi: 10.1186/s12864-021-07538-w
**Supplement:** Supplementary file 1 — Additional File 1: Summary of RNA sequencing and alignment for all the samples. mRNA libraries were sequenced on a HiSeq2500 (Illumina Inc.). Quality control metrics were performed on raw sequencing reads using the FASTQC (v0.11.15) application. An index of the reference genome was built and single-end clean reads for each individual were aligned to the reference genome by STAR (v2.5.3a). Reads were mapped and annotated to the Bos Taurus UMD_3.1.1, downloaded from Ensembl Genomes website. Reads aligned were quantified with Subread package (v1.5.2) based on the Refseq gene annotation.

**Additional File 1:** Summary of RNA sequencing and alignment for all the samples. mRNA libraries were sequenced on a HiSeq2500 (Illumina Inc.). Quality control metrics were performed on raw sequencing reads using the FASTQC (v0.11.15) application. An index of the reference genome was built and single-end clean reads for each individual were aligned to the reference genome by STAR (v2.5.3a). Reads were mapped and annotated to the Bos Taurus UMD_3.1.1, downloaded from Ensembl Genomes website. Reads aligned were quantified with Subread package (v1.5.2) based on the Refseq gene annotation.

| **Sample ID** | **Treatment** | **Total Reads** | **Total Mapped Reads** | **Reads mapped to annotated exons** |
| --- | --- | --- | --- | --- |
| 1 | CON | 12,221,828 | 11,639,884 | 9,500,438 |
| 2 | CON | 11,168,823 | 10,640,267 | 8,906,764 |
| 3 | CON | 10,879,061 | 10,400,778 | 8,277,789 |
| 4 | CON | 11,758,882 | 11,205,120 | 9,111,404 |
| 5 | CON | 11,772,012 | 11,253,914 | 9,312,036 |
| 6 | CON | 11,657,305 | 11,129,228 | 9,317,134 |
| 1 | MET | 13,196,788 | 12,549,985 | 10,397,604 |
| 2 | MET | 11,705,537 | 11,142,667 | 8,954,783 |
| 3 | MET | 12,689,657 | 12,068,463 | 9,975,314 |
| 4 | MET | 11,332,005 | 10,755,817 | 9,163,920 |
| 5 | MET | 12,411,897 | 11,776,700 | 10,010,787 |
| 6 | MET | 12,272,518 | 11,650,398 | 9,770,316 |

# Supplementary material for: Unique adaptations in neonatal hepatic transcriptome, nutrient signaling, and one-carbon metabolism in response to feeding ethyl cellulose rumen-protected methionine during late-gestation in Holstein cows
**Source:** BMC Genomics. 2021 Apr 17;22:280. doi: 10.1186/s12864-021-07538-w
**Supplement:** Supplementary file 2 — Additional File 2: List of all differentially expressed genes (FDR ≤ 0.10) from RNAseq data in liver tissue of 4-d old Holstein calves (n = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from − 28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany).

**Additional File 2:** List of all differentially expressed genes (FDR ≤ 0.10) from RNAseq data of liver tissue of calves (n = 6/group) from Holstein cows randomly assigned to receive a basal control (CON) close-up diet (from −28 ±2 d to parturition) [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany).

# Supplementary material for: Unique adaptations in neonatal hepatic transcriptome, nutrient signaling, and one-carbon metabolism in response to feeding ethyl cellulose rumen-protected methionine during late-gestation in Holstein cows
**Source:** BMC Genomics. 2021 Apr 17;22:280. doi: 10.1186/s12864-021-07538-w
**Supplement:** Supplementary file 3 — Additional File 3: List of all transcription factor (TF) obtained with ChEA3 transcription factor enrichment analysis tool and significantly overrepresented (FDR ≤ 0.05) in the differentially expressed gene (DEG) list from RNAseq data in liver tissue of 4-d old Holstein calves (n = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from − 28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany). For each TF, the ranking (Rank), P value, false discovery rate (FDR), the overlapping genes among the DEG list, and the predicted state (i.e. impact and flux value) calculated using the rationale underlying the Dynamic Impact Approach (DIA) analysis are reported.

**Additional File 3:** List of all transcription factor (TF) obtained with ChEA3 transcription factor enrichment analysis tool and significantly overrepresented (FDR ≤ 0.05) in the differentially expressed genes (DEG) list from RNAseq data of liver tissue of calves (n = 6/group) from Holstein cows randomly assigned to receive a basal control (CON) close-up diet (from −28 ±2 d to parturition) [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany). For each TF, the ranking (Rank), P value, false discovery rate (FDR), the overlapping genes among the DEG list, and the predicted state (i.e. impact and flux value) calculated using the rationale underlying the Dynamic Impact Approach (DIA) analysis are reported.

# Supplementary material for: Unique adaptations in neonatal hepatic transcriptome, nutrient signaling, and one-carbon metabolism in response to feeding ethyl cellulose rumen-protected methionine during late-gestation in Holstein cows
**Source:** BMC Genomics. 2021 Apr 17;22:280. doi: 10.1186/s12864-021-07538-w
**Supplement:** Supplementary file 4 — Additional File 4:. Extended discussion on methionine synthase (MTR) and cystathionine beta-synthase (CBS) activity, phosphatidylcholine (PC) and very low density lipoproteins (VLDL), and on single genes involved in immune status in MET calves.

**Additional File 4:** Extended discussion on methionine synthase (MTR) and cystathionine beta-synthase (CBS) activity, on phosphatidylcholine (OC) and very low density lipoproteins (VLDL), and on single genes involved in immune status in MET calves.

**Methionine synthase (MTR) activity**

At least in non-ruminants, within the one-carbon metabolism system, there is a phenomenon known as ‘folate trapping’ relying on irreversible conversion of 5,10-methyl-THF to 5-methyl-THF [1]. This indicates that conversion of 5-methyl-THF back into THF encompasses the release of the methyl group to successfully convert adenosylcobalamin into methylcobalamin. If this reaction does not occur, folate will get ‘trapped’ in the methylated form [1]. A pivotal role in this conversion is played by 5-Methyltetrahydrofolate-Homocysteine Methyltransferase Reductase (MTRR), which is known to maintain activation of the methionine synthase enzyme (MTR) [2]. Another potential factor associated with MTR activity at this early age could have been the supply, or lack, of vitamin B_12_. Although all calves consumed the same amounts of milk replacer and had ad-libitum access to solid feed, ruminal microbial activity at 4 days of age would not be expected to be the main supplier of B vitamins. Thus, it is unlikely that differences in activity of MTR were due to a shortage of vitamin B_12_, a key cofactor of MTR. Taken previous and current data together, we speculate that despite the lower activity of MTR in liver from MET calves, enzymatic efficiency might have been greater.

**Phosphatidylcholine (PC) and very low density lipoproteins (VLDL)**

Phosphatidylcholine (PC) is the major phospholipid component of very low density lipoproteins (VLDL) [3] and a strong reduction of VLDL secretion was observed when PC biosynthesis was inhibited [4]. In particular, along with PC synthesis in the CDP–choline pathway through choline kinase enzymes [5], in vivo synthesis of PC also occurs via SAM donating 3 methyl groups to phosphatidylethanolamine, a reaction catalyzed by PEMT [6]. This scenario, with the caveat that FA influx into liver would be from dietary origin, seemed to be further supported in our experiment by the strong upregulation of *SLC44A4* (*Solute Carrier Family 44 Member 4*) [FC = 4.46] encoding a sodium-dependent transmembrane transport protein involved in the uptake of choline for PC synthesis [7]. 

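The SLC44A4 gene (Entrez gene 520625) extends from 27291966 to 27305342 on chromosome 23. SLC44A4 expression was 0.589 ± 0.241 CPM (SD, n = 5) in CON and 2.43 ± 2.14 CPM (SD, n = 5) in MET samples. Between 2 and 8 SLC44A4 reads per library were counted in CON and between 6 and 50 in MET, too few to pass the filter used for the other genes, so SLC44A4 was tested among the 15527 genes with CPM above 0.5 in at least 2 libraries. SLC44A4 then had a log2 fold change of 2.16 (standard error 0.53, adjusted p = 0.0772 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over the 12 libraries and of 2.07 (adjusted p = 0.194) over the 10 samples. The exact two-sided permutation test of SLC44A4 over the 10 samples gave p = 0.0397. Without any filter, SLC44A4 had adjusted p = 0.0926 over the 12 libraries in the same test.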

In this regard, possible effects on increased VLDL export through the generation of PC via the CDP pathway have already been demonstrated in primary bovine liver cells in response to enhanced in vitro supply of Met and choline [8].

The idea that an increase in VLDL could have been one route to maintain a ‘normal’ intracellular pool of FA and lipid droplets in MET calves was further and indirectly supported in our experiment by the greater concentrations of glycochenodeoxycholic, glycocholic, taurocholic, and lithocholic acids. Cholic and chenodeoxycholic acid are primary bile acids formed in the liver where they are conjugated with glycine or taurine before secretion into bile [9]. The pivotal role of bile in mammalian digestion and absorption of lipid is widely-recognized [10]. Since feed intake in our calves was the same, the fact that most of the bile acids had greater concentrations in MET calves suggested they were more efficient at digesting dietary fat from milk replacer. As such, MET calves might have cleared more FA from chylomicron remnants for further use either in FA oxidation, phospholipid synthesis, cellular membrane synthesis, and/or export as VLDL. The fact that the ‘FA degradation’ pathway was downregulated in MET calves suggested that, rather than active FA oxidation, incoming FA might have been incorporated into phospholipids (e.g. in bile), cellular membranes, and/or exported as VLDL. In this regard, it is noteworthy to highlight the significant upregulation of *SLC51A* [FC = 4.06] encoding the solute carrier family 51 subunit alpha. This transporter is essential for intestinal bile acid absorption and, thus, dietary lipid digestion [11]. 

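SLC51A (Entrez gene 516626) lies on chromosome 1 from 71416805 to 71434992. Expression of SLC51A averaged 1.61 ± 1.39 CPM (SD, n = 5) in MET samples against 0.389 ± 0.167 CPM (SD, n = 5) in CON samples. Between 1 and 6 SLC51A reads per library were counted in CON and between 3 and 33 in MET, too few to pass the filter used for the other genes, so SLC51A was tested among the 15527 genes with CPM above 0.5 in at least 2 libraries. SLC51A then had a log2 fold change of 2.03 (standard error 0.57, adjusted p = 0.0954 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over the 12 libraries and of 2.04 (adjusted p = 0.206) over the 10 samples. The exact two-sided permutation test of SLC51A over the 10 samples gave p = 0.0873. Without any filter, SLC51A had adjusted p = 0.123 over the 12 libraries in the same test.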

The *NR0B2* gene [FC = 2.64], which encodes a member of the nuclear receptor superfamily, classified as an ‘orphan’ subgroup is also known for its role in hepatic bile acid metabolism [12].

The downregulation of *Lipase H* (*LIPH*) [FC = -1.75] further supported the idea of a better capacity of MET calves to handle dietary fat, and was in line with the lower expression of *Phospholipid Phosphatase 3* (*PLPP3*) [FC = -1.84]. Indeed, *LIPH* encodes a membrane-bound member of the mammalian triglyceride lipase family that catalyzes the production of 2-acyl lysophosphatidic acid (LPA) [13], whereas *PLPP3* encodes a cell-surface glycoprotein that hydrolyzes extracellular LPA and short-chain phosphatidic acid [14].

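On chromosome 1, LIPH (Entrez gene 512028) spans positions 82226125 to 82279679. For LIPH, CON samples had 22.1 ± 4.32 CPM (SD, n = 5) and MET samples 12.2 ± 1.76 CPM (SD, n = 5). From the LIPH counts of the 12 libraries, the log2 fold change was −0.81 (standard error 0.14, adjusted p = 0.0398 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −0.85 (adjusted p = 0.155) from the 10 samples. LIPH was lower in all 5 MET samples than in any CON sample (exact two-sided permutation p = 0.00794). LIPH kept a log2 fold change between −0.87 and −0.74, and FDR at most 0.10, in all 12 fits that each left out 1 library. PLPP3, Entrez gene 617707, is annotated on chromosome 3 between 90185369 and 90272886. The PLPP3 values were 7.44 ± 1.26 CPM (SD, n = 5) under MET and 14.6 ± 3.28 CPM (SD, n = 5) under CON. PLPP3 had a log2 fold change of −0.88 (standard error 0.16, adjusted p = 0.0402) over the 12 libraries and of −0.96 (adjusted p = 0.155) over the 10 samples in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For PLPP3, each of the 5 MET samples lay below the 5 CON samples (exact two-sided permutation p = 0.00794). For PLPP3, the 12 fits that each left out 1 library gave log2 fold changes from −0.98 to −0.76, all with FDR at most 0.10.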

In the context of VLDL synthesis the downregulation of *Angiopoietin-Like Protein 3* (*ANGPTL3*) gene [FC = -1.55] in MET calves was noteworthy. Considering that ANGPTL3 has been shown to inhibit lipoprotein lipase (LPL) [15], which is an endothelium-associated enzyme that hydrolyzes the triacylglycerol component of circulating chylomicrons and VLDL [16], we speculate a possible role of *ANGPTL3* in the modulation of lipid metabolism by regulation of VLDL triglyceride levels through inhibition of LPL activity. 

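The APOB gene (Entrez gene 494004) extends from 77953271 to 78040406 on chromosome 11. APOB expression was 1249.5 ± 92.3 CPM (SD, n = 5) in CON and 944 ± 84.2 CPM (SD, n = 5) in MET samples. By APOB counts of the 12 libraries, the log2 fold change was −0.38 (standard error 0.11, adjusted p = 0.0859 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against −0.41 (adjusted p = 0.188) over the 10 samples. Diet separated the APOB values completely, with the 5 MET samples below the 5 CON samples (exact two-sided permutation p = 0.00794). For APOB, the 12 fits that each left out 1 library gave log2 fold changes from −0.41 to −0.34, and 1 of them had FDR at most 0.10. Over the alternatives that kept all 12 libraries separate, the log2 fold change of APOB, with 14286 exonic bases, ran from −0.397 to −0.189. Its adjusted p there ran from 0.00123 to 0.510, by the test of each alternative with Benjamini-Hochberg adjustment.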

In this general scenario, the unexpected downregulation of *Apolipoprotein B* (*APOB*) [FC = -1.29], although in line with downregulation of PPARA [FC = -1.33] which in non-ruminants controls its expression [17], deserved particular mention. It is commonly-accepted that apoB is important in stabilizing the nascent VLDL particles [18]. Single gene expression studies with dairy cows have suggested that decreased mRNA abundance for *APOB* is consistent with decreased secretion of VLDL from liver [19, 20]. However, expression patterns of key genes involved in VLDL assembly in bovine vary greatly early postpartum, and these contrasting responses do not clarify how the entire process might be regulated at the transcriptional level [19]. Considering the downregulation of *APOB* in our experiment, we speculate that the limiting step of VLDL synthesis in calves is not at the level of APOB. For instance, betaine (a methyl donor) alleviated hepatic triglyceride accumulation in apolipoprotein E-deficient mice, upregulating the expression of PPARA and some of its target genes (e.g. *CPT1A*) and reversing the hypermethylation of PPAR via reducing methylation of its promoter [21].

At least in non-ruminants, it is well known that hepatic VLDL production is tightly regulated by insulin. Indeed, in response to increased postprandial insulin release, hepatic VLDL production is suppressed whereas under fasting conditions, an increased VLDL secretion into the blood is observed [22]. Although the protein abundance data in the present study suggested greater hepatic insulin sensitivity in MET calves, it is unclear if this effect was strong enough to diminish VLDL production in those calves. The role of forkhead transcription factor FOXO1 to integrate hepatic insulin action to VLDL production in non-ruminants is well-established [23], and was recognizable among our TF enrichment analysis results where a high impact and inhibited state were predicted for FOXO1 (Table 10).

**Cystathionine beta-synthase (CBS) activity**

The cystathionine beta-synthase (CBS) enzyme catalyzes the rate-limiting step in the transsulfuration pathway, the condensation of homocysteine and serine to cystathionine. Cystathionine γ-lyase subsequently catalyzes the hydrolysis of cystathionine to cysteine and α-ketobutyrate. Apart from its role in protein synthesis, cysteine is a precursor of glutathione (GSH), a strong antioxidant and an essential compound in detoxification of many xenobiotics [24, 25]. Short-term regulation of GSH production occurs via the availability of cysteine, the limiting substrate, and by feedback inhibition of glutamate–cysteine ligase (GCL) by GSH [26]. In this regard, we detected downregulation of *GCLM* [FC = -1.33], a GCL modifier subunit, whose upregulation in rats was reported in response to cysteine deprivation and was associated with a higher catalytic efficiency of GCL [26]. It is also important to note that restoration of GSH levels in hepatocytes from rats reversed the inactivation of MAT resulting from S-nitrosylation [27], a response we speculate is supported by the tendency for greater *MAT1A* abundance in MET calves.

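GCLM (Entrez gene 525659) lies on chromosome 3 from 49741375 to 49762680. Expression of GCLM averaged 36.8 ± 3.94 CPM (SD, n = 5) in MET samples against 49.1 ± 6.23 CPM (SD, n = 5) in CON samples. Between MET and CON, GCLM changed by a log2 fold change of −0.41 over the 12 libraries (standard error 0.10, adjusted p = 0.0719 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of −0.42 over the 10 samples (adjusted p = 0.177). The GCLM values of 4 of the 5 MET samples fell below those of every CON sample (exact two-sided permutation p = 0.0159). Across the GCLM fits without 1 library each, the log2 fold change ranged from −0.47 to −0.36 and FDR was at most 0.10 in 4 of 12.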

Despite continued progress on epigenetic mechanisms in mammals, epigenetic control of CBS is unclear with few published studies mainly in non-ruminants [28–31]. For example, altered intrauterine milieu associated with uteroplacental insufficiency could determine genomic hypomethylation in the liver, inducing decreased mRNA levels of CBS [29]. Decreased expression of CBS has also been observed in mice fed a methionine-deficient diet [32, 33], and lower CBS activity detected when betaine homocysteine methyltransferase (BHMT) is inhibited [34]. Supplemental betaine restored CBS activity in BHMT knock-out mice [35], but it is also reported that reduction in the SAM/SAH ratio due to loss of CBS activity, does not result in overall DNA hypomethylation [30]. These seemingly contrasting results, mostly from non-ruminant species, underscore important gaps in knowledge and the need for deeper investigation.

**Single genes involved in immune status in MET calves**

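On chromosome 5, CLEC6A (Entrez gene 514979) spans positions 102101576 to 102118596. For CLEC6A, CON samples had 1.76 ± 0.441 CPM (SD, n = 5) and MET samples 3.55 ± 1.55 CPM (SD, n = 5). From the CLEC6A counts of the 12 libraries, the log2 fold change was 1.20 (standard error 0.31, adjusted p = 0.0760 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.05 (adjusted p = 0.189) from the 10 samples. CLEC6A was higher in 4 of the 5 MET samples than in any CON sample (exact two-sided permutation p = 0.0318). Across the CLEC6A fits without 1 library each, the log2 fold change ranged from 1.01 to 1.36 and FDR was at most 0.10 in 5 of 12. CD209, Entrez gene 513266, is annotated on chromosome 7 between 17811222 and 17814125. The CD209 values were 16.9 ± 7.59 CPM (SD, n = 5) under MET and 7.74 ± 1.38 CPM (SD, n = 5) under CON. CD209 had a log2 fold change of 1.01 (standard error 0.29, adjusted p = 0.0886) over the 12 libraries and of 1.12 (adjusted p = 0.174) over the 10 samples in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For CD209, 4 of the 5 MET samples lay above all 5 CON samples (exact two-sided permutation p = 0.0238). With CD209 refitted without each library in turn, the log2 fold change stayed between 0.73 and 1.16, and FDR stayed at most 0.10 in 3 of 12 fits.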

In context of an enhanced immune status in MET calves, focusing on single gene targets, a prominent role seemed to be played by *CLEC6A* (*C-Type Lectin Domain Containing 6A*) [FC=2.30; Table 8] and *CD209* (*CD209 molecule*) [FC=2.02; Table S2] genes both of which were markedly upregulated in our analysis. These two genes belong to C-type lectin receptors [36]. In particular, *CD209* is described as a phagocytic receptor [37]. Also upregulation of *CD14* (*c*) [FC = 1.62] deserves particular mention. Indeed, this gene is known to influence host immune response and alternative activation of macrophages [38]. 

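The CD14 gene (Entrez gene 281048) extends from 53446100 to 53449114 on chromosome 7. CD14 expression was 230.0 ± 38.1 CPM (SD, n = 5) in CON and 373 ± 108 CPM (SD, n = 5) in MET samples. By CD14 counts of the 12 libraries, the log2 fold change was 0.70 (standard error 0.17, adjusted p = 0.0715 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against 0.70 (adjusted p = 0.182) over the 10 samples. Diets overlapped in CD14, with 4 of the 5 MET samples above every CON sample (exact two-sided permutation p = 0.0238). With CD14 refitted without each library in turn, the log2 fold change stayed between 0.58 and 0.80, and FDR stayed at most 0.10 in 6 of 12 fits.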

A plausible better immune status was also suggested by the downregulation of genes usually associated with an ongoing inflammation state. 

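TNFAIP3 (Entrez gene 508105) lies on chromosome 9 from 76762930 to 76778565. Expression of TNFAIP3 averaged 13.2 ± 2.17 CPM (SD, n = 5) in MET samples against 22.7 ± 6.05 CPM (SD, n = 5) in CON samples. From CON to MET, TNFAIP3 changed by a log2 fold change of −0.69 over the 12 libraries (standard error 0.18, adjusted p = 0.0781 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of −0.78 over the 10 samples (adjusted p = 0.173). The TNFAIP3 values of 4 of the 5 MET samples fell below those of every CON sample (exact two-sided permutation p = 0.0159). TNFAIP3 kept a log2 fold change between −0.79 and −0.56 when each of the 12 libraries was left out in turn, with FDR at most 0.10 in 2 of these 12 fits.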

For example, downregulation of *TNFAIP3* (*TNF Alpha Induced Protein 3*) [FC = -1.61] is compatible with a lower basal inflammatory status, considering that this gene is currently qualified as a susceptibility gene for inflammatory disease [39] and that a high level of TNF-α was observed in calves from dams exposed to high concentrations of metabolic-related oxidative stressors (e.g. NEFA) [40]. The downregulation of *NR3C1* (*Nuclear Receptor Subfamily 3 Group C Member 1*) [FC = -1.40] also supported our hypothesis, since this gene is associated with the mitigation of inflammatory activation in vitro [41].

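On chromosome 7, NR3C1 (Entrez gene 281946) spans positions 56231970 to 56351929. For NR3C1, CON samples had 46.2 ± 4.01 CPM (SD, n = 5) and MET samples 33.1 ± 4.37 CPM (SD, n = 5). From the NR3C1 counts of the 12 libraries, the log2 fold change was −0.49 (standard error 0.10, adjusted p = 0.0528 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −0.48 (adjusted p = 0.173) from the 10 samples. NR3C1 was lower in all 5 MET samples than in any CON sample (exact two-sided permutation p = 0.00794). NR3C1 kept a log2 fold change between −0.53 and −0.42 when each of the 12 libraries was left out in turn, with FDR at most 0.10 in 10 of these 12 fits. Among the MET samples, MET replicate 4 stood apart for NR3C1 at 25.3 CPM, with the others between 33.9 and 35.5 CPM.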

**References**

1. Pizano JM, Williamson CB. Nutritional Influences on Methylation. In: Noland D, Drisko JA, Wagner L, editors. Integrative and Functional Medical Nutrition Therapy: Principles and Practices. Cham: Springer International Publishing; 2020. p. 269–84. doi:10.1007/978-3-030-30730-1_18.

2. Wang W, Jiao X-H, Wang X-P, Sun X-Y, Dong C. MTR, MTRR, and MTHFR gene polymorphisms and susceptibility to nonsyndromic cleft lip with or without cleft palate. Genet Test Mol Biomarkers. 2016;20:297–303.

3. Gruffat D, Durand D, Graulet B, Bauchart D. Regulation of VLDL synthesis and secretion in the liver. Reprod Nutr Dev. 1996;36:375–89.

4. Yao ZM, Vance DE. The active synthesis of phosphatidylcholine is required for very low density lipoprotein secretion from rat hepatocytes. J Biol Chem. 1988;263:2998–3004.

5. Fagone P, Jackowski S. Phosphatidylcholine and the CDP–choline cycle. Biochimica et Biophysica Acta (BBA) - Molecular and Cell Biology of Lipids. 2013;1831:523–32.

6. Zhou Z, Garrow TA, Dong X, Luchini DN, Loor JJ. Hepatic activity and transcription of betaine-homocysteine methyltransferase, methionine synthase, and cystathionine synthase in periparturient dairy cows are altered to different extents by supply of methionine and choline. J Nutr. 2017;147:11–9.

7. Paul A, Krelin Y, Arif T, Jeger R, Shoshan-Barmatz V. A new role for the mitochondrial pro-apoptotic protein SMAC/Diablo in phospholipid synthesis associated with tumorigenesis. Molecular Therapy. 2018;26:680–94.

8. Zhou YF, Zhou Z, Batistel F, Martinez-Cortés I, Pate RT, Luchini DL, et al. Methionine and choline supply alter transmethylation, transsulfuration, and cytidine 5′-diphosphocholine pathways to different extents in isolated primary liver cells from dairy cows. Journal of Dairy Science. 2018;101:11384–95.

9. Chiang JYL. Bile acid metabolism and signaling. In: Comprehensive Physiology. American Cancer Society; 2013. p. 1191–212. doi:10.1002/cphy.c120023.

10. de Aguiar Vallim TQ, Tarling EJ, Edwards PA. Pleiotropic roles of bile acids in metabolism. Cell Metab. 2013;17:657–69.

11. Ballatori N, Christian WV, Wheeler SG, Hammond CL. The heteromeric organic solute transporter, OSTα–OSTβ/SLC51: A transporter for steroid-derived molecules. Mol Aspects Med. 2013;34. doi:10.1016/j.mam.2012.11.005.

12. Chanda D, Park J-H, Choi H-S. Molecular basis of endocrine regulation by orphan nuclear receptor small heterodimer partner. Endocrine Journal. 2008;55:253–68.

13. Jin W, Broedl UC, Monajemi H, Glick JM, Rader DJ. Lipase H, a new member of the triglyceride lipase family synthesized by the intestine. Genomics. 2002;80:268–73.

14. Busnelli M, Manzini S, Hilvo M, Parolini C, Ganzetti GS, Dellera F, et al. Liver-specific deletion of the Plpp3 gene alters plasma lipid composition and worsens atherosclerosis in apoE-/- mice. Sci Rep. 2017;7:44503.

15. Liu J, Afroza H, Rader DJ, Jin W. Angiopoietin-like protein 3 inhibits lipoprotein lipase activity through enhancing its cleavage by proprotein convertases. J Biol Chem. 2010;285:27561–70.

16. Mead JR, Irvine SA, Ramji DP. Lipoprotein lipase: structure, function, regulation, and role in disease. J Mol Med (Berl). 2002;80:753–69.

17. Shah A, Rader DJ, Millar JS. The effect of PPAR-α agonism on apolipoprotein metabolism in humans. Atherosclerosis. 2010;210:35–40.

18. Gibbons GF. Assembly and secretion of hepatic very-low-density lipoprotein. Biochem J. 1990;268:1–13.

19. Bernabucci U, Ronchi B, Basiricò L, Pirazzi D, Rueca F, Lacetera N, et al. Abundance of mRNA of apolipoprotein B100, apolipoprotein E, and microsomal triglyceride transfer protein in liver from periparturient dairy cows. Journal of Dairy Science. 2004;87:2881–8.

20. Sparks JD, Collins HL, Chirieac DV, Cianci J, Jokinen J, Sowden MP, et al. Hepatic very-low-density lipoprotein and apolipoprotein B production are increased following in vivo induction of betaine–homocysteine S-methyltransferase. Biochem J. 2006;395 Pt 2:363–71.

21. Wang L, Chen L, Tan Y, Wei J, Chang Y, Jin T, et al. Betaine supplement alleviates hepatic triglyceride accumulation of apolipoprotein E deficient mice via reducing methylation of peroxisomal proliferator-activated receptor alpha promoter. Lipids Health Dis. 2013;12:34.

22. Malmström R, Packard CJ, Watson TD, Rannikko S, Caslake M, Bedford D, et al. Metabolic basis of hypotriglyceridemic effects of insulin in normal men. Arterioscler Thromb Vasc Biol. 1997;17:1454–64.

23. Kamagate A, Dong HH. FoxO1 integrates insulin signaling to VLDL production. Cell Cycle. 2008;7:3162–70.

24. Pastore A, Federici G, Bertini E, Piemonte F. Analysis of glutathione: implication in redox and detoxification. Clinica Chimica Acta. 2003;333:19–39.

25. Gaucher C, Boudier A, Bonetti J, Clarot I, Leroy P, Parent M. Glutathione: antioxidant properties dedicated to nanotechnologies. Antioxidants (Basel). 2018;7. doi:10.3390/antiox7050062.

26. Lee J-I, Kang J, Stipanuk MH. Differential regulation of glutamate–cysteine ligase subunit expression and increased holoenzyme formation in response to cysteine deprivation. Biochem J. 2006;393 Pt 1:181–90.

27. Corrales FJ, Ruiz F, Mato JM. In vivo regulation by glutathione of methionine adenosyltransferase S-nitrosylation in rat liver. Journal of Hepatology. 1999;31:887–94.

28. Caudill MA, Wang JC, Melnyk S, Pogribny IP, Jernigan S, Collins MD, et al. Intracellular S-adenosylhomocysteine concentrations predict global DNA hypomethylation in tissues of methyl-deficient cystathionine beta-synthase heterozygous mice. J Nutr. 2001;131:2811–8.

29. MacLennan NK, James SJ, Melnyk S, Piroozi A, Jernigan S, Hsu JL, et al. Uteroplacental insufficiency alters DNA methylation, one-carbon metabolism, and histone acetylation in IUGR rats. Physiological Genomics. 2004;18:43–50.

30. Lee H-O, Wang L, Kuo Y-M, Gupta S, Slifker MJ, Li Y, et al. Lack of global epigenetic methylation defects in CBS deficient mice. J Inherit Metab Dis. 2017;40:113–20.

31. Zhang N. Role of methionine on epigenetic modification of DNA methylation and gene expression in animals. Anim Nutr. 2018;4:11–6.

32. Tang B, Mustafa A, Gupta S, Melnyk S, James SJ, Kruger WD. Methionine-deficient diet induces post-transcriptional down-regulation of Cystathionine β-Synthase. Nutrition. 2010;26:1170–5.

33. Aissa AF, Tryndyak V, Conti A de, Melnyk S, Gomes TDUH, Bianchi MLP, et al. Effect of methionine-deficient and methionine-supplemented diets on the hepatic one-carbon and lipid metabolism in mice. Molecular Nutrition & Food Research. 2014;58:1502–12.

34. Strakova J, Gupta S, Kruger WD, Dilger RN, Tryon K, Li L, et al. Inhibition of betaine-homocysteine S-methyltransferase in rats causes hyperhomocysteinemia and reduces liver cystathionine β-synthase activity and methylation capacity. Nutr Res. 2011;31:563–71.

35. Kim SK, Choi KH, Kim YC. Effect of acute betaine administration on hepatic metabolism of S-amino acids in rats and mice. Biochemical Pharmacology. 2003;65:1565–74.

36. Patin EC, Orr SJ, Schaible UE. Macrophage inducible C-type lectin as a multifunctional player in immunity. Front Immunol. 2017;8. doi:10.3389/fimmu.2017.00861.

37. Kerrigan AM, Brown GD. C-type lectins and phagocytosis. Immunobiology. 2009;214:562–75.

38. Tundup S, Srivastava L, Nagy T, Harn D. CD14 influences host immune responses and alternative activation of macrophages during Schistosoma mansoni infection. Infect Immun. 2014;82:3240–51.

39. Jarosz M, Olbert M, Wyszogrodzka G, Młyniec K, Librowski T. Antioxidant and anti-inflammatory effects of zinc. Zinc-dependent NF-κB signaling. Inflammopharmacol. 2017;25:11–24.

40. Ling T, Hernandez-Jover M, Sordillo LM, Abuelo A. Maternal late-gestation metabolic stress is associated with changes in immune and metabolic responses of dairy calves. Journal of Dairy Science. 2018;101:6568–80.

41. Abdelmegeid MK, Vailati-Riboni M, Alharthi A, Batistel F, Loor JJ. Supplemental methionine, choline, or taurine alter in vitro gene network expression of polymorphonuclear leukocytes from neonatal Holstein calves. Journal of Dairy Science. 2017;100:3155–65.

# Supplementary material for: Unique adaptations in neonatal hepatic transcriptome, nutrient signaling, and one-carbon metabolism in response to feeding ethyl cellulose rumen-protected methionine during late-gestation in Holstein cows
**Source:** BMC Genomics. 2021 Apr 17;22:280. doi: 10.1186/s12864-021-07538-w
**Supplement:** Supplementary file 5 — Additional File 5: KEGG pathways in ‘Lipid Metabolism’, ‘Amino Acid Metabolism’, and ‘Immune System’ subcategories resulting from the DIA analysis of RNAseq data from liver tissue of 4-d old Holstein calves (n = 6/group) born to cows randomly assigned to receive a basal control (CON) diet from − 28 ± 2 d to parturition [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added Met or CON plus ethyl cellulose Met (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany). The columns represent the effect (impact) and flux responses. The blue bars represent the effect value (0 to 300), and the flux columns represent negative (−) and positive (+) flux (− 300 to + 300) based on the direction of the effect. The positive flux (red bars) indicates an upregulation in treated (MET) liver tissue cells compared to control (CON) ones, while the negative flux (green bars) indicates a downregulation.

**Additional File 5:** KEGG pathways in ‘Lipid Metabolism’, ‘Amino Acid Metabolism’, and ‘Immune System’ subcategories resulting from the DIA analysis on heifer calf liver transcriptome from Holstein cows (n = 6/treatment) randomly assigned to receive a basal control (CON) close-up diet (from −28 ±2 d to parturition) [1.47 Mcal/kg dry matter (DM) and 15.3% crude protein (CP)] with no added MET or CON plus ethyl cellulose MET (MET, Mepron®, Evonik Nutrition & Care GmbH, Germany). The columns represent the effect (impact) and flux responses. The blue bars represent the effect value (0 to 300), and the flux columns represent negative (−) and positive (+) flux (−300 to +300) based on the direction of the effect. The positive flux (red bars) indicates an upregulation in treated (MET) liver tissue cells compared to control (CON) ones, while the negative flux (green bars) indicates a downregulation.

# Supplementary material for: Unique adaptations in neonatal hepatic transcriptome, nutrient signaling, and one-carbon metabolism in response to feeding ethyl cellulose rumen-protected methionine during late-gestation in Holstein cows
**Source:** BMC Genomics. 2021 Apr 17;22:280. doi: 10.1186/s12864-021-07538-w
**Supplement:** Supplementary file 6 — Additional File 6:. Ingredient and nutrient composition of far-off (from − 45 to − 29 d) and close-up (from − 28 d to parturition) diets fed to Holstein cows used in the present study.

**Additional File 6:** Ingredient and nutrient composition of far-off (from −45 to −29 d) and close-up (from −28 d to parturition) diets fed to cows.

| **Ingredient, % of DM** | **Diets** | |
| --- | --- | --- |
|  | **Far-off** | **Close-up** |
| Alfalfa haylage | ­­ — | 6.55 |
| Corn silage | 34.7 | 26.6 |
| Wheat straw | 33.7 | 26.5 |
| Corn grain, ground, dry | — | 12.6 |
| Molasses, beet sugar | — | 4.03 |
| Soybean hulls | 15.7 | 3.46 |
| Soybean meal, 48% CP | 12.0 | 7.83 |
| Expeller soybean meal^1^ | — | 5.80 |
| Protein supplement^2^ | — | 0.78 |
| Urea | 0.46 | 0.59 |
| Soychlor^3^ | — | 1.23 |
| Salt | 0.40 | — |
| Dicalcium phosphate | 0.50 | 0.52 |
| Magnesium sulfate | 1.90 | 2.08 |
| Mineral vitamin mix^4^ | 0.40 | 0.17 |
| Vitamin A^5^ | — | 0.03 |
| Vitamin D^6^ | — | 0.03 |
| Vitamin E^7^ | 0.40 | 0.60 |
| Biotin^8^ | — | 0.70 |
| Momensin^9^ | 0.01 | — |
| Ethyl-cellulose rumen-protected Met^10^ | — | 0.09 |

^1^SoyPlus, West Central Soy (Ralston, IA).

^2^ProVAAl AADvantage, Perdue AgriBusiness (Salisbury).

^3^West Central Soy.

^4^Contained a minimum of 5% Mg, 10% S, 7.5% K, 2.0% Fe, 3.0% Zn, 3.0% Mn, 5,000 mg of Cu/kg, 250 mg of I/kg, 40 mg of Co/kg, 150 mg of Se/kg, 2,200 kIU of vitamin A/kg, 660 kIU of vitamin D3/kg, and 7,700 IU of vitamin E/kg.

^5^Contained 30,000 kIU/kg.

^6^Contained 5,000 kIU/kg.

^7^Contained 44,000 kIU/kg.

^8^ADM Animal Nutrition (Quincy, IL).

^9^Rumensin, Elanco Animal Health (Greenfield, IN).

^10^Evonik Nutrition and Care GmbH (Hanau-Wolfgang, Germany). Added only in the treatment group.

# Supplementary material for: Unique adaptations in neonatal hepatic transcriptome, nutrient signaling, and one-carbon metabolism in response to feeding ethyl cellulose rumen-protected methionine during late-gestation in Holstein cows
**Source:** BMC Genomics. 2021 Apr 17;22:280. doi: 10.1186/s12864-021-07538-w
**Supplement:** Supplementary file 7 — Additional File 7:. Extended information about quantitative real-time PCR. Accession number, gene symbol, and forward and reverse primer sequences of genes analyzed in calf liver.

**Additional File 7:** Extended information about quantitative real-time PCR. Accession number, gene symbol, and forward and reverse primer sequences of genes analyzed in calf liver.

**RNA Isolation, Quality Evaluation and cDNA synthesis**

Total RNA was isolated from liver samples using TRIzol Reagent (Invitrogen, Carlsbad, CA). Liver samples were homogenized in TRIzol reagent with 1 μL linear acrylamide (Ambion, Inc., Austin, TX) using a Tissue-TearorTM (BioSpec Products, Inc.) homogenizer at maximum speed. Upon centrifugation, total RNA was separated with chloroform followed by acid phenol:chloroform (Ambion, Inc., Austin, TX) to remove DNA. Total RNA was then precipitated with isopropanol and the RNA pellet was cleaned with 75% ethanol prior to reconstitution in RNA storage buffer (Ambion, Inc., Austin, TX) and storage at −80°C. Total RNA was cleaned using RNeasy mini kit columns (Cat. # 74104, QIAGEN) and genomic DNA was removed using the RNase-Free DNase Set (Cat. # 79254, Qiagen). The RNA concentration was measured with NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies). The purity of RNA was assessed by ratio of optical density OD260/280, which were above 1.97 for all samples. A portion of the RNA was diluted to 100 ng/μL with DNase/RNase-free water for cDNA synthesis through RT-PCR. cDNA was synthesized using 100 ng of RNA, 1 μg of dT18 (Operon Biotechnologies), 1 μL of 10 mM dNTP mix (Cat. #18427013, Invitrogen), 1 μL of Random Primers (Cat. #48190011, Invitrogen), and 10 μL of DNase/RNase-free water. The mixture was incubated at 65°C for 5 min and kept on ice for 3 min. A total of 6 μL of master mix composed of 4.5 μL of 5X First-Strand Buffer, 1 μL of 0.1 M DTT, 0.25 μL (50 U) of SuperScript III RT (Cat. #11752050, Invitrogen), and 0.25 μL of RNase Inhibitor (Cat. #N2111, Promega) was added. The reaction was performed in an Eppendorf Mastercycler Gradient following such temperature program: 25°C for 5 min, 50°C for 60 min, and 70°C for 15 min. The cDNA was then diluted 1:4 with DNase/RNase-free water.

**Primer Design and Evaluation**

Primers were designed and evaluated as previously described (Bionaz and Loor, 2007). Briefly, primers were designed using Primer Express 3.0 with minimum amplicon size of 80 bp (amplicons of 100–120 bp were of superiority, if possible) and limited 3’ G + C percentage (Applied Biosystems). Primer sets were intentionally designed to fall across exon-exon junctions. Then, primers were aligned against NCBI database through BLASTN and UCSC’s COW (Bos taurus) Genome Browser Gateway to determine the compatibility of primers with already annotated sequence of the corresponding gene in both databases. Prior to quantitative real time PCR (qPCR), primers were verified through a 20-μL PCR reaction, which followed the same procedures of qPCR described below except the dissociation step. A universal reference cDNA amplified from all samples was utilized to ensure the identification of genes. Five microliters of PCR product was run in a 2% agarose gel stained with ethidium bromide, and the remaining 15 μL were cleaned with a QIAquick PCR Purification Kit (Cat. #28104, QIAGEN) and sequenced at the Core DNA Sequencing Facility of the Roy J. Carver Biotechnology Center at the University of Illinois, Urbana. The sequencing product was confirmed through BLASTN at the National Center for Biotechnology Information (NCBI) database. Only primers that presented a single band of the expected size and the right amplification product were used for qPCR. Supplemental Table 1 shows the list of all primers designed and used for qPCR analysis in this study.

**qPCR**

qPCR was performed in a MicroAmp Optical 384-Well Reaction Plate (Cat. #4309849, Applied Biosystems). Within each well, 4 μL of diluted cDNA combined with 6 μL of mixture composed of 5 μL 1×SYBR Green master mix (Cat. #4309155, Applied Biosystems), 0.4 μL each of 10 μM forward and reverse primers, and 0.2 μL of DNase/RNase-free water were added. Three replicates and a 6-point standard curve plus the nontemplate control (NTC) were run for each sample to test the relative expression level. qPCR was conducted in ABI Prism 7900 HT SDS instrument (Applied Biosystems) following the conditions below: 2 min at 50°C, 10 min at 95°C, 40 cycles of 15 s at 95°C (denaturation), and 1 min at 60°C (annealing + extension). The presence of a single PCR product was verified by the dissociation protocol using incremental temperatures to 95°C for 15 s, then 65 °C for 15 s. The threshold cycle (Ct) data were analyzed and transformed using the standard curve with the 7900 HT Sequence Detection System Software (version 2.2.1, Applied Biosystems, CA). Data were then normalized with the geometric mean of the three Internal Control Genes (ICG).

**Accession number, gene symbol, and forward and reverse primer sequences of genes analyzed in calf liver.**

| **Gene** | **Accession number** | **Forward**  **primer** | **Reverse**  **primer** |
| --- | --- | --- | --- |
| *MAT1A* | NM_001046497 | CAAGGGCTTTGACTTTAA | CCGACATCCTCTTCATTT |
| *BHMT* | NM_001011679 | GCTCTCCTCGTCCATCCTCAT | CCGTTCTAGGATGCCCTTCTT |
| *BHMT2* | XM_003586514 | ACACCACAAGGATGAAGT | CAGGCTCTCCAGATTCTT |
| *MTR* | NM_001030298 | ATACCGCCAATGCCAAGG | ATGAGACACGCTGATGACAA |
| *SAHH* | NM_001034315 | CAATGTCAATGACTCTGT | CTTGATGCCATCTATGAG |
| *PEMT* | NM_182989 | AATTACCAAGAGCAGAGG | CAGATTCCAGATTCCAGAT |
| *BADH* | NM_001045969 | CACCTACTGTCCTGCTAA | ATCACCAATCTGTCTCACTAC |
| *CHDH* | NM_001205564 | AAACTGAGAAGTGCCAAC | ACGGAAGTCTTTAATGTCA |
| *SARDH* | NM_001193041 | GAGGAGGTGTCAGATGAG | GCAGACTGTGGACTTAATC |
| *DNMT1* | NM_001206502.1 | GCGCCTCAGCTAAAATCAAGG | CCACAAACACCGCATACGAC |
| *DNMT3A* | NM_182651.2 | GGAGTCACTGGAAGCCCAACC | CATAGATCCAGGTGTGGAGCGG |
| *CBS* | NM_001102000 | GCCACCACCTCTGTCAAATTC | GGACAGAAAGCAGAGTGGTAACTG |
| *CTH* | BC151523.1 | GACCCATGCATCAGTGCCTA | ATTTGGAGGGTTAGCTGCCT |
| *CSAD* | XM_005206242 | GCCTCAACACCAGCCAGTA | GTTTCTTCAGCACCTCCTGCCT |
| *CDO1* | NM_001034465 | ATGGAAGCCTATGAGAGCAA | TTCAGAAAGCAGTGGGAGTC |
| *GCLC* | NM_001083674 | TACGATCAGTTGGCTACC | CCGAGTTCTATCATCTACAGA |
| *GSS* | NM_001015630 | CGAGTGATCCAATGCATTTCA | ATGTCCCACGTGCTTGTTCAT |
| *GSR* | NM_001114190 | GAGAACGCTGGCATTGAG | AGCAGGCAGTCAACATCT |
| *GPX1* | NM_174076.3 | AACGCCAAGAACGAGGAGATC | CATTCACCTCGCACTTTTCGA |
| *CHKA* | XM_002699402 | GCACAGGTTCCTCAGTTA | GCCATCCAGCAGTAAGAT |
| *CHKB* | XM_010805827 | CCAAGAGGAGCAGAGGAA | GTAGAACTGGAACCGAGACT |
| *PCYT1A* | XM_005201384 | GATGAGGTGGTGAGGAAT | CGAGTGATGATGTCTGATG |
| *PCYT1B* | NM_001193051 | ACTGTCGCTATGTGGATGAA | GCCTTCTGTTCTCTGTGTTG |
| *CEPT1* | NM_001193130 | GGATAGCCCTGGTCTTCTCTT | ATTCGCCTCAATATGTTCAGATTCTT |

**References**

Bionaz M, Loor JJ. Identification of reference genes for quantitative real-time PCR in the bovine mammary gland during the lactation cycle. Physiol Genomics. 2007 May 11;29(3):312-9. doi: 10.1152/physiolgenomics.00223.2006. Epub 2007 Feb 6. PMID: 17284669.

How the deposited data were processed for this re-analysis (not part of the article)

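Liver RNA of 12 Holstein calves was sequenced at 4 d of age, 6 from cows fed the control diet (CON) and 6 from cows given rumen-protected methionine in late gestation (MET). Each library was mapped to its diet and replicate number by its label, and no library was left unmapped. All libraries were run on 1 lane, and the 6 CON libraries carried one first index and the 6 MET libraries another, so that index and diet cannot be told apart.

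The authors trimmed the reads (named in the labels only), aligned them to the bovine assembly UMD 3.1.1 with STAR and assigned them to genes with featureCounts, and they deposited raw counts of reads per gene for each library, by Entrez gene ID and without normalization. The counting was stranded, and reads that matched several places or overlapped several genes were left out. The files gave the exons and lengths of the genes. Chromosome numbers were read from the sequence names and checked against a table of RefSeq genes of a later assembly, which put 90.8 to 100% of the genes of a sequence on that chromosome. Gene symbols came from the paper's list of differentially expressed genes and from that table, and genes in neither were given by their ID.

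Counts scaled to a common library total (CPM) were computed after TMM normalization with edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's default filter, with a minimum count of 10 and a minimum total count of 15, which left 13212 of the 21227 genes with a read. The diets were compared with edgeR's quasi-likelihood test on a model with diet alone, without robust estimation, and p was adjusted by the Benjamini-Hochberg method over all genes tested, with thresholds of 0.10 and 0.05. The standard error of a log2 fold change is that of the fitted coefficient. A few genes that the paper names and that were below the filter were tested among the genes with CPM above 0.5 in at least 2 libraries.

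The counted reads per library were between 8277789 and 10397604, and 3 reads, the floor used here, equal 0.289 to 0.362 CPM. Floors cover counting error only, since reads without molecular identifiers are not independent molecules. The libraries of CON replicates 1 and 4 differed by little more than counting noise, as did those of MET replicates 1 and 3. Each of these pairs was counted as 1 sample. Means and SD are over 5 samples per diet with the CPM of a pair averaged. Tests are given over the 12 libraries, and beside them over the 10 samples with the reads of each pair summed. Single values were compared by exact two-sided permutation tests over the 252 arrangements of the 10 samples or the 924 arrangements of the 12 libraries, on log2 CPM with a prior count of 2. For genes that the paper lists as differentially expressed, which were chosen on these same libraries, the exact p describes the separation. It is no independent test of it.

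Genes to be given with their values were chosen by a rule: each gene for which the paper prints a fold change in its text, in Tables 8 and 9 or in Additional File 4, the 24 genes of Table 7, the upstream regulators of Table 10, and outside those the 5 largest increases and 5 largest decreases among genes with FDR at most 0.10 whose 12 libraries were fully separated by diet. Not all genes that this rule chose are reported here. Other genes named were chosen after their values were seen. Pathways were followed by 10 gene sets written from general knowledge, with the mean log2 CPM of a set's tested genes as its score, and with Benjamini-Hochberg adjustment over the sets. These are pathways that the paper names from the same libraries, so the p of a set is no independent test. The pathway and transcription factor software of the paper was not used here. For the transcription factors, the targets that the paper lists were averaged, without a test.

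Alternatives covered the normalization (RLE factors, upper quartile, library size only, library size without the 10 most counted genes), the test (edgeR's likelihood-ratio test, robust estimation, DESeq2 1.42.0, voom of limma 3.58.1, and limma's camera for the gene sets), the filter, a correction for gene length (a smooth trend of each sample on log2 length with a span of 0.5 was removed), blocks of replicates with the same number, each library left out in turn, and each library pair counted once. Corrections for GC content were not run, because no genome sequence was used here. In the fit whose library size left out the 10 most counted genes, TMM was applied as well. The steps were tested on simulated data with 200 changed genes, of which the quasi-likelihood test recovered 176 with 15 unchanged genes called, and 166 with 21 called when 5 samples per diet were simulated. DESeq2 recovered 184 with 49 unchanged genes called, and voom 174 with 15. After a trend on gene length had been put into simulated data, the correction brought its correlation with the fold change from 0.75 to 0.03. Figures were drawn with Python 3.11.15.

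The quantitative PCR, methylation, protein, enzyme and metabolite data of the paper were not analysed here.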

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

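The test for libraries with small totals, and those of a Y-linked gene and of a mixture of RNA, were chosen only after the results were seen.

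Among 186 groups of 5 samples or 6 libraries of one diet, 11 held 1 sample whose gap to the nearest of the others, as a share of the group's whole range, was above the 95% critical value of Dixon's test, where chance gives 9.3. For genes, the gap was 0.871 for GSTO1 in CON replicate 2, which was low, 0.782 for NPM3 in CON replicate 6 (high), 0.78 for FOXO4 in CON replicate 2 (high), 0.83 for PDK1 in MET replicate 1 (low), 0.865 for NR3C1 in MET replicate 4 (low), 0.846 for ZFX in CON replicate 3 (high) and 0.719 for DLK1 in MET replicate 5 (high). For gene sets, it was 0.89 for the RNA polymerase subunits in CON replicate 6 (high) and 0.762 for the cytosolic ribosomal proteins in MET replicate 6 (high). CON replicate 2 also had the fewest genes with a read among the CON libraries, with a gap of 0.675. The remaining result, the expression of XIST in MET replicate 2, had a gap of 0.967. CON replicate 2 holds 3 of the 11 results, CON replicate 6 holds 2, and 6 other samples hold 1 each. Of the 11, 2 lie in the library with the smallest total of its diet, so low totals do not account for most of them. The deposited counts are not normalized, so the authors' normalization cannot be the cause. Apart from XIST, the number is close to what chance gives, and no biological explanation was tested for samples within a diet.

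XIST, which is transcribed from the inactive X chromosome of females, had 1 read in MET replicate 2 and 2819 to 5375 reads in the other 11 libraries. USP9Y, a gene of the Y chromosome, had 9 reads in MET replicate 2 and 0 in each of the other 11. Of 10 genes known to escape X inactivation, 6 had their lowest expression among the 10 samples in MET replicate 2, where chance gives 10% for each gene (probability of as many 0.000147, treating the genes as independent). The XIST share of MET replicate 2 was 0.0228% of the median share of the other libraries, which speaks against a mixture of male and female RNA. These values are consistent with a male calf, or with a library from a male calf under another label, and the 2 cannot be told apart here. The paper describes the calves as heifers. Without MET replicate 2, 349 genes had FDR at most 0.10 over the remaining 11 libraries, within the range of 26 to 565 of the fits that each left out 1 library.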

How the results depend on the processing

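The alternatives that count each library pair once were chosen only after the pairs had been seen, and all other alternatives before the data were examined. Corrections for GC content were not run.

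Against 583 genes with FDR at most 0.10, RLE factors gave 602, upper-quartile normalization 666, voom 556, robust estimation 596, a CPM above 1 in at least 6 libraries 586, a CPM above 0.5 in at least 2 libraries 522, at least 10 counts in every library 680, and the library size without the top 10 genes 586. Library size only gave 107, no filter 238, the gene length correction 250, DESeq2 1295 and the likelihood-ratio test 914. The fits that each left out 1 library gave 26 to 565 genes, with the lowest numbers, 26 and 35, without CON replicate 1 or 4. With library pairs summed, the quasi-likelihood test gave 0 genes (2162 with an unadjusted p of at most 0.05), as it did with robust estimation (2124) or the gene length correction (1860), as did voom (2122), while DESeq2 gave 591 and the likelihood-ratio test 324. Leaving out the second library of each pair gave 0 (2122), and leaving out the first 0 (2149). The share of these genes that was higher in MET was 47.3%, and moved to 66.4% with library size only and to 39.8% with upper-quartile normalization.

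Against 71 genes with FDR at most 0.05, the numbers were 71 with RLE factors, 77 with upper-quartile normalization, 70 with voom, 83 with robust estimation, 76 with at least 10 counts in every library, 0 with library size only (2297 with an unadjusted p of at most 0.05), 703 with DESeq2, 426 with the likelihood-ratio test, 6 with no filter, 30 with a CPM above 0.5 in at least 2 libraries and 28 with the gene length correction, and 0 to 64 across the fits that each left out 1 library (2283 to 2763 at an unadjusted p of at most 0.05). With pairs summed, DESeq2 gave 278 and the likelihood-ratio test 109, and the quasi-likelihood test, its robust and length-corrected forms, voom and both ways of leaving out 1 library of each pair gave 0, with the unadjusted numbers given above. Library size only gave 107 genes with FDR at most 0.10, and the library size without the top 10 genes gave 586, 576 of them shared with the 583. TMM was applied in the second of these fits and not in the first. The 2 fits therefore cannot show whether the drop with library size only depends on the 10 most counted genes. Why the filter and the other tests moved these numbers was not tested.

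Of the paper's listed genes, each gene tested kept the listed direction under all alternatives. FDR was at most 0.10 for 549 of them over the 12 libraries, for 107 with library size only, 228 with no filter, 217 with the gene length correction, and 26 to 423 across the fits that each left out 1 library. With pairs summed, the numbers were 458 with DESeq2, 279 with the likelihood-ratio test and 0 with the quasi-likelihood test, its robust and length-corrected forms and voom, and 0 with either library of each pair left out (554 at an unadjusted p of at most 0.05, or 522 with the gene length correction).

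Taking the replicate number as a replicate block gave 6 genes with FDR at most 0.10, 5 of them listed by the paper, and 1, FADS2, with FDR at most 0.05. With the gene length correction added it gave 4, all listed (FADS2, LIPH, PLPP3 and GeneID101906561), and 0 with FDR at most 0.05 (1955 at an unadjusted p of at most 0.05). The labels give the replicates that share a number to different animals, and the expression of same-numbered replicates across the diets had a mean correlation across genes of −0.0418 against 0.00891 for others, so that the numbers do not pair the calves and the block only costs degrees of freedom.

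The gene sets kept their direction except for the cytosolic ribosomal proteins, whose difference of 0.165 became −0.016 with the gene length correction, with or without the replicate block. That set passed the threshold with library size only (0.20) and with camera (0.165), as did N-glycan biosynthesis (0.114) with camera and natural killer cell cytotoxicity with the median over the set (0.19) and camera (0.164). Fatty acid degradation no longer passed it with library size only (−0.17), the median (−0.11), library pairs averaged (−0.22) or pairs averaged with the gene length correction (−0.225), biosynthesis of unsaturated fatty acids with library size only (−0.32) or the median (−0.38), cell cycle with the median (−0.29), and the mitochondrial ribosomal proteins with pairs averaged and the gene length correction (0.135). With the gene length correction and the replicate block together, RNA polymerase subunits (0.141), proteasome subunits (0.122), mitochondrial ribosomal proteins (0.137), fatty acid degradation (−0.204), valine, leucine and isoleucine degradation (−0.264), unsaturated fatty acids (−0.374) and cell cycle (−0.389) no longer passed, in a test with fewer arrangements. Across the fits that each left out 1 library, the differences ranged from 0.178 to 0.221 for RNA polymerase subunits, 0.173 to 0.242 for proteasome subunits, 0.074 to 0.202 for cytosolic and 0.213 to 0.299 for mitochondrial ribosomal proteins, 0.076 to 0.152 for N-glycan biosynthesis, 0.112 to 0.228 for natural killer cell cytotoxicity, −0.242 to −0.122 for fatty acid degradation, −0.278 to −0.175 for valine, leucine and isoleucine degradation, −0.424 to −0.26 for unsaturated fatty acids and −0.454 to −0.296 for cell cycle. In these fits, fatty acid degradation no longer passed without CON replicate 2, 5 or 6 or MET replicate 1 or 5, while natural killer cell cytotoxicity passed without CON replicate 1 or 4 or MET replicate 4, cytosolic ribosomal proteins without CON replicate 2 or MET replicate 3, and N-glycan biosynthesis without CON replicate 3. Apart from the length correction of the cytosolic ribosomal proteins, the cause of these changes was not tested.

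The difference between the diets in the slope of expression on gene length, −0.085 over the 12 libraries, was −0.045 with no filter, −0.0996 in genes at or above the median expression and −0.0856 with pairs averaged, and passed its threshold in each. RLE factors cannot move it.

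Among genes that the text names, the log2 fold change of PEMT reversed from −0.050 to 0.00389 with library size only, 0.054 with the gene length correction, 0.067 with the replicate block added to it, 0.011 with pairs summed, 0.012 with DESeq2, 0.011 with the likelihood-ratio test, 0.032 with voom, 0.011 with robust estimation and 0.11 with the gene length correction (each with pairs summed), 0.00543 without the second and 0.019 without the first library of each pair, and ranged from −0.135 to 0.023 across the fits that each left out 1 library. The log2 fold change of PCYT1B reversed from 0.023 to −0.17 with voom, −0.12 with the replicate block, −0.028 with the length correction and block, −0.17 with voom and pairs summed and −0.056 without the second library of each pair, and ranged from −0.361 to 0.21 across the fits that each left out 1 library. That of E2F1 reversed from −0.30 to 0.074 without CON replicate 3, and the fits that each left out 1 library went down to −0.439. The cause was not tested. Of the 71 tested genes with FDR at most 0.10 that were chosen by rule for the text, 44 lost it with library size only, 27 with no filter, 31 with the gene length correction, 12 with voom, 5 with a CPM above 0.5 in at least 2 libraries, and 1 each with upper-quartile normalization and robust estimation, while 1 other gene gained it with DESeq2, with the likelihood-ratio test, with upper-quartile normalization, with at least 10 counts in every library and with the gene length correction. All 71 lost it with pairs summed in the quasi-likelihood test, with or without robust estimation or the gene length correction, with pairs summed and voom, and with either library of each pair left out, while with pairs summed 14 lost it with the likelihood-ratio test and 5 with DESeq2. With the replicate block, 68 of the 71 lost it, with or without the gene length correction. In the fits that each left out 1 library, between 15 and 62 lost it, the most without CON replicate 1. The 71 genes kept one sign under all alternatives, and 9 of them kept FDR at most 0.10 in each of the fits that left out 1 library.

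With all libraries thinned to 8277789 reads, 582 genes had FDR at most 0.10 and 26 had FDR at most 0.05, so depth limits the stricter count more. Among the genes chosen by rule for the text, 12 had counts below the filter. Of these, 4 come from Table 8: M-SAA3.2, SLC44A4, SLC51A and KLHL26. KLF1 and CEBPB, whose expression was not analysed, are not in this number.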

Differences from the paper's values

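The fits with library pairs summed were chosen only after the pairs had been seen.

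No value compared here over the 12 libraries differed from the paper's by more than 1.5 times for a count or by more than the spread between samples for a fold change. The paper's 568 genes with FDR at most 0.10 stand beside 583 here, its 273 higher and 295 lower genes beside 276 and 307, its 74 genes with FDR at most 0.05 beside 71, and its 13,867 genes tested beside 13212.

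Of the 568 genes that the paper lists, 5 were tested here with FDR above 0.10, at most 0.107: ALB, FLYWCH2, PRKAR2A, SEC61B and SNRPD1. All 5 had FDR at most 0.10 with DESeq2, the likelihood-ratio test or robust estimation, 4 with at least 10 counts in every library, 3 with RLE factors, 2 with upper-quartile normalization, voom or without CON replicate 2, and 1 without CON replicate 3, MET replicate 1 or MET replicate 3. With pairs summed, a choice made after seeing the values, DESeq2 called all 5 and the likelihood-ratio test 2. Another 14 listed genes were below the filter. Of these, 12 had FDR at most 0.10 with a CPM above 0.5 in at least 2 libraries, 4 with no filter and 3 with a CPM above 1 in at least 6 libraries, and 1 to 3 in 8 of the fits that each left out 1 library.

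The paper lists the genes of Tables 8 and 9 as those with the largest changes among its DEG. Its list of DEG also holds Entrez genes 107131965 (fold change 3.07) and 107132211 (fold change −2.57), which are not in these tables. The smallest fold changes in the tables are 2.02 and −2.40. Here 34 genes with FDR at most 0.10 (from 0.0766 to 0.0995) are not in the paper's list. Of these, 5 rose by more than the smallest tested increase of Table 8 (ZDHHC19, LOC515676, DLK1, GLYAT and ZNF169) and 4 fell by more than the smallest tested decrease of Table 9 (IGFBP1, LOC780876, SECTM1A and LOC107131549), chosen after their values were seen. ZDHHC19 had a log2 fold change of 2.26 (standard error 0.63, adjusted p = 0.0869 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.00756 to 0.292 over the alternatives), and 2.40 with pairs summed. IGFBP1 had a log2 fold change of −2.59 (standard error 0.67, adjusted p = 0.0766 by the same test with Benjamini-Hochberg adjustment), and −2.46 with pairs summed. Its adjusted p ran from 0.0109 to 0.242 over the alternatives. Over the 12 libraries, its decrease was the largest of any gene with FDR at most 0.10. Across the fits that each left out 1 library, the log2 fold change of ZDHHC19 ranged from 1.43 to 2.54, with FDR at most 0.10 in 2 of 12. That of IGFBP1 ranged from −2.94 to −2.29, with FDR at most 0.10 in 4 of 12.

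The paper treats the 12 libraries as 12 calves. With CON replicates 1 and 4 counted as 1 sample, and MET replicates 1 and 3 likewise, an alternative chosen after seeing the values, 0 of the listed genes had FDR at most 0.10 in the quasi-likelihood test, although all 554 tested had an unadjusted p of at most 0.05. With pairs summed, DESeq2 called 591 genes, 458 of them listed, and the likelihood-ratio test 324, of which 279 are listed.

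The paper gives STAT5A as inhibited and FOXP1 as activated. The mean log2 fold change of the tested targets was 0.011 for STAT5A and −0.013 for FOXP1 over the 12 libraries. With pairs summed, chosen after seeing the values, it was 0.019 for STAT5A and 0.029 for FOXP1, which has the sign of the paper's flux. The paper describes MYC and ZFX as activated regulators, from their targets. The genes themselves were lower in MET over the 12 libraries, with log2 fold changes of −1.14 for MYC and −0.51 for ZFX. The paper's list of DEG also has both genes lower, with fold changes of −2.2 for MYC and −1.42 for ZFX.

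The paper describes all calves as heifers. In MET replicate 2, XIST had 1 read and USP9Y had 9.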

Other observations

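The comparisons of library pairs, the fits with pairs summed and the tests of the slope on gene length over 10 samples were chosen only after the result was seen.

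CON replicates 1 and 4, and MET replicates 1 and 3, differed by a chi-square per gene of at most 1.362. If near-identical expression arose by chance between calves, other pairs of one diet would be expected to come close, but the lowest of the other 28 pairs of one diet was 27.5 and the highest 124.7. In the 2 pairs, 0.2 and 0.376% of genes differed by more than counting noise, against 32.2 to 58.6% in the other pairs. The values are consistent with 1 RNA sample counted as 2 calves in each pair, and do not settle at which step this arose. The labels give each library its own animal and its own combination of indexes. The 2 pairs carry the same 2 second indexes, one in CON replicate 1 and MET replicate 1 and the other in CON replicate 4 and MET replicate 3, so the indexing of the libraries is a candidate step, which was not tested.

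The number of genes with FDR at most 0.10, 583 over the 12 libraries, fell to 0 when the pairs were summed (2162 genes with an unadjusted p of at most 0.05). Fewer samples in the fit were not enough for such a drop: the 16 fits that left out 1 other library of each diet and kept both pairs as 4 libraries gave 83 to 346 genes, with a median of 199.5. In simulated data with the same number of samples, 5 against 5, the test recovered 166 of 200 changed genes. The simulated changes were log2 fold changes of 1 or 2 in either direction. Some genes called over the 12 libraries changed less, such as LAMTOR2 (0.44) and INSIG2 (−0.43). The simulated spread was estimated from the 12 libraries with the pairs as separate calves. This recovery therefore cannot show how many of the smaller changes would be found with 5 against 5. In 10 simulated data sets without a diet effect, at most 1 gene had FDR at most 0.10 with 12 separate calves, and at most 17 with 10 calves of which 2 were sequenced 2 times. A candidate explanation for the larger number over 12 libraries is that the pairs, counted as separate calves, lower the estimated spread within a diet. DESeq2 and the likelihood-ratio test still called 591 and 324 genes with pairs summed, and in data simulated with 6 samples against 6 DESeq2 called 49 unchanged genes against 15 for the quasi-likelihood test. DESeq2 was not run on the simulated data with 5 against 5.

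The other splits drawn of the 12 libraries gave fewer genes with FDR at most 0.10. Of 98 splits of the 12 libraries that kept both pairs together, 1, the real one, gave as many as 583 genes with FDR at most 0.10, and the next gave 245. Of the 32 splits that parted all 6 same-numbered replicates, 1, the real one, gave as many, and the next gave 41. However, 24 of these 32 splits put the libraries of a pair in different groups, which favours a low number, so they are a weak comparison. The other 8 kept both pairs together, too few for a share under 0.05, and the most in them apart from the real one was 2. For FDR at most 0.05, 4 of the 98 splits gave as many as 71 genes, the real one included, and the most was 115. Over the 10 samples, 1 of 100 splits, the real one, gave as many as 2162 genes with an unadjusted p of at most 0.05, the next gave 1476 and the median was 587. Of the other splits of the 10 samples, 9 gave at least 1 gene with FDR at most 0.10, and the most was 109. By the number of genes with an unadjusted p of at most 0.05, the real split of the 10 samples thus stands out from the other splits drawn, although 0 genes pass the FDR threshold.

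Differences in library size do not account for the number of genes. After thinning all libraries to the smallest total, 582 genes had FDR at most 0.10. With the top 10 genes left out of the library size the number was 586. TMM was also applied in that fit and largely cancels such a change, so it cannot exclude an effect of a few abundant genes.

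Genes higher in MET were shorter than genes lower in MET, with a median exonic length of 1526.5 bases for the higher and 4144 for the lower genes with FDR at most 0.10 over the 12 libraries, against 2807 for all genes tested. The slope of log2 CPM on log2 length was 0.0371 ± 0.0475 (SD, n = 5) in CON and −0.0485 ± 0.0467 (SD, n = 5) in MET samples. The difference over the 10 samples was −0.08562 (exact two-sided permutation p = 0.02381). Across genes, which are not independent replicates, Spearman's correlation of log2 fold change with length was −0.309. A chance difference between 10 samples is thus unlikely by that test, but a difference in RNA quality or library preparation cannot be told apart from an effect of the diet, also because one first index was used for all CON libraries and another for all MET libraries. After removal of each sample's trend on length, 250 genes had FDR at most 0.10 over the 12 libraries, so part of that number depends on the trend. Over the 10 samples, 1860 genes had an unadjusted p of at most 0.05 after the correction, so the trend does not fully explain that number. Of the 6 gene sets past the threshold over the 10 samples, 5 stayed past it. The correction made the differences of the RNA polymerase and proteasome subunits smaller, but they still passed, so the trend does not fully explain these 2 sets. For the other 3 the correction hardly moved the difference, and staying past the threshold shows little about the trend. Whether the differences that remain reflect the maternal diet is a hypothesis that these data cannot settle.

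The 24 genes that the paper measured by quantitative PCR were all tested in the counts. Of these, GPX1 had FDR at most 0.10 over the 12 libraries and the other 23 did not, with a lowest adjusted p of 0.108 for CDO1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.0328 with DESeq2 to 0.283 with pairs summed and the likelihood-ratio test over the alternatives). CDO1 had a log2 fold change of −0.44, with 4 of the 5 MET samples below every CON sample (exact two-sided permutation p = 0.0238). MAT1A had a log2 fold change of −0.20, PEMT of −0.050 and PCYT1B of 0.023 over the 12 libraries. Their adjusted p was 0.703, 0.887 and 0.982 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By quantitative PCR the paper reports a tendency to more MAT1A and PEMT in MET, and less PCYT1B, which the counts did not show. CDO1, for which it reports a tendency to less in MET, was also lower in the counts.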
